# Lung scRNA-seq reveals chronic inflammation and emphysemous phenotype in mice with osteogenesis imperfecta

**DOI:** 10.3389/fgene.2026.1713393

**Published:** 2026-02-26

**Authors:** Jennifer Zieba, Roya Bagheri, Alex Kot, Jorge H. Martin, Davis Wachtell, Sereen Wong, Maeve Mungovan, Caroline Wight, Deborah Krakow

**Keywords:** airway inflammation, cell-cell communication, emphysema, extracellular matrix, interstitial lung disease, osteogenesis imperfecta, single-cell RNA-sequencing

## Abstract

Osteogenesis imperfecta (OI), or brittle bone disease, is a rare congenital disorder characterized by bone fragility and increased fracture incidence mainly due to mutations in type I collagen or genes associated with collagen synthesis. Genetic and allelic heterogeneity underlie the phenotypic spectrum of OI yet all forms commonly feature early mortality stemming from pulmonary complications, the molecular cause for which has not been resolved. Using single-cell RNA sequencing (scRNAseq), we identified novel molecular and cellular mechanisms underlying the lung abnormalities observed in our *Col1a1* ^*Aga2/+*^ (*Aga2*) mouse, which recapitulates a moderate form of OI. Pulmonary tissues in OI models have consistently displayed a histological emphysematous phenotype, however the origin of this and the effect on lung cell development and function remains unknown. Using scRNAseq data derived from young and adult *Aga2* lungs, we found significantly increased AT2 to AT1 cell transition (cells necessary for alveolar structure and gas exchange) in young *Aga2* mice but decreased AT2 cell differentiation in adults. Further, adult *Aga2* lungs show increased fibroblast activation and differentiation. Finally, our scRNAseq analysis revealed a chronic inflammation phenotype in the Aga2 lung with increased neutrophil and monocyte numbers, IL1B and TNF pathway activation, NOD-like receptor signaling activation, and expression of the NLRP3 inflammasome. Most importantly, we saw a significant decrease in the expression of Scgb1a1 in immune, epithelial, and fibroblast cells. Decreased expression of Scgb1a1 is associated with multiple lung diseases such as emphysema, chronic obstructive pulmonary disease (COPD), and asthma and has become an important therapeutic target for chronic lung inflammation. Clinical treatments specific to pulmonary complications in OI are non-existent and our results reveal that chronic inflammation could be a target to prevent the pulmonary insufficiency and early mortality observed in OI patients.

## Introduction

Osteogenesis imperfecta (OI), also known as brittle bone disease, is a genetically heterogenous disorder resulting from mutations in at least 23 different genes (Forlino et al., 2011; Rauch and Glorieux, 2004). More than 85% of OI cases result from dominantly inherited mutations in *COL1A1* and *COL1A2* which encode the α1(I) and α2(I) chains of type I procollagen (Rauch and Glorieux, 2004; Byers and Pyott, 2012). The products of the remaining 21 known OI-associated genes act on type I procollagen biosynthesis, post-translational processing, osteoblast function, and bone mineralization. As genetic and allelic heterogeneity underlie the phenotypic spectrum of OI, variable expressivity has been seen for clinical features including limb contractures, muscle hypotonia, scleral hue, dentinogenesis imperfecta, hearing loss, as well as long bone and spinal deformities. While clinical severity is often described as mild, moderate, severe, and perinatal lethal, pulmonary abnormalities are recognized across the phenotypic spectrum. Pulmonary complications are the leading cause of mortality in OI, and respiratory deaths also increase with aging (McAllion and Paterson, 1996). Only recently has it been recommended that all OI patients be initially assessed for respiratory function via spirometry as part of routine clinical care (Tam et al., 2018).

Pulmonary compromise in OI has been attributed to secondary effects of scoliosis and rib fractures, leading to smaller ribcage volumes. However, recent studies reveal that patients without scoliosis or severe bone abnormalities have abnormal pulmonary function, suggesting that functional lung abnormalities are intrinsic to the disease (Thiele et al., 2012; Falvo et al., 1973). OI patients with respiratory compromise develop sleep apnea, shortness of breath, fatigue, insomnia, and are more susceptible to respiratory infections (McAllion and Paterson, 1996; Kang et al., 2017; Folkestad et al., 2016; Forlino and Marini, 2016; Mar et al., 2014; Himakhun et al., 2012; Li et al., 2002). Respiratory causes of death include acute and chronic respiratory failure due to vulnerability to viral and bacterial infections of upper and lower airways, chronic infection and development of bronchiectasis (McAllion and Paterson, 1996; Storoni et al., 2021). OI phenotypic features including short stature, chest wall abnormalities, scoliosis, immobility, muscle weakness and rib fractures can also exert negative effects on pulmonary function (Falvo et al., 1973; LoMauro et al., 2012; Widmann et al., 1999). Older descriptions of the lung in the perinatal lethal form of OI (OI type II) showed histological abnormalities including decreased alveolar number and immature development as well as pulmonary hypoplasia suggesting a developmental abnormality (Himakhun et al., 2012; Thibeault et al., 1995; Shapiro et al., 1989; Rodriguez et al., 1982). In recent years, intrinsic lung abnormalities have been uncovered using OI animal models demonstrating an effect on function (Thiele et al., 2012; Baglole et al., 2018; Grafe et al., 2014; Bald et al., 2010; Dimori et al., 2020).

Recently, *Tam et al.* systematically assessed lung function in a large cohort of OI patients spanning phenotypic severity, genotypes, gender, and ages while considering variables such as true height, mobility, scoliosis, and bisphosphonate use (Tam et al., 2018). This study revealed an overall reduction in forced vital capacity (FVC), the amount of air a person can exhale after inhaling fully, and forced expiratory volume (FEV_1_), the amount of air an individual can exhale in one second after maximal inhalation, measures of pulmonary function. From numerous studies in large “normal” cohorts, reduced FEV_1_ results in a significant increase in mortality even after adjusting for extrinsic factors such as age, sex, race, cholesterol levels, blood pressure, smoking status, alcohol consumption and BMI (Neas and Schwartz, 1998; Cohen et al., 1987). Further, patients with chronic lung diseases showing decreased FVC and FEV_1_ have an associated inability to respond to stressful situations such as pulmonary infections and surgery (McAllister et al., 2013; Singanayagam et al., 2013). While intrinsic and extrinsic factors contribute to pulmonary function, data implies that mutations leading to OI result in changes in lung morphology and function. This renders patients more susceptible to early mortality due to respiratory complications ranging from lung insufficiency to the inability to recover from extrinsic damage.

Several OI mouse models demonstrate lung abnormalities. Abnormalities shown by *Baldridge et al.* and *Dimori et al.* in the *Crtap* ^*−/−*^ mouse, recapitulating a severe OI phenotype, exhibited increased acinar air spaces (Bald et al., 2010; Dimori et al., 2020). *Dimori et al.* additionally performed respiratory mechanical and plethysmography measurements demonstrating functional abnormalities in *Crtap* ^*−/−*^ and *oim/oim* mice (loss of incorporation of the COL1A2 peptide into the type I collagen heterotrimer) (Dimori et al., 2020). Partial pressure-volume curves (P-V) in *Crtap* ^*−/−*^ mice had a flattened curve pattern similar to fibrosis and consistent with restrictive lung disease. However, when normalized to body weight, P-V curves showed patterns consistent with emphysema at higher pressures (Dimori et al., 2020). In the *oim/oim* mice, a more severe emphysematous pattern was seen both partial and high pressure scenarios. Lastly, the *Col1a1* ^*Jrt/+*^ mouse, a model of severe OI, displayed alveolar space enlargement (Baglole et al., 2018). These data indicate that OI mice with varying genotypes display a unique phenotype of restrictive and emphysema-like patterns and the observed morphological differences translate to lung function abnormalities. Interestingly, the human OI pulmonary study in *Thiele et al.* also showed evidence of both restrictive and obstructive patterns (Thiele et al., 2012), supporting the hypothesis that abnormalities in type I collagen produce morphological lung abnormalities and lead to altered function.

Collagen fibrils are the principal source of tensile strength in numerous tissues and properly synthesized and cross-linked collagen is integral to tissue integrity. Collagens are highly expressed in lung tissues and constitute a major portion of lung protein content (Suki et al., 1985). Fibrillar collagens including type I collagen have a major contribution to the overall architecture of the lung and are involved in alveolar formation and function (Faffe and Zin, 2009; Suki and Bates, 2008). Type I collagen is expressed by multiple lung cell types including fibroblasts, airway epithelial cells (AECs), and pericytes and plays major roles in early lung development/branching morphogenesis as well as postnatal alveolar function and maintenance (reviewed in Zhou et al. (2018)). Since most forms of OI stem from abnormalities in type I collagen, it is highly expressed in the lung and undergoes constant turnover throughout the life, it is not surprising to see pulmonary complications in OI patients. Yet the cellular mechanisms underlying them, and their functional consequences have not been well explored. Further, no specific treatment targets have been uncovered that could inform clinicians on how to approach pulmonary care.

In this study, we performed lung histology and single-cell RNAseq (ScRNAseq) analysis on postnatal day 5 (p5) and 28 (p28) wild-type (WT) and *Col1a1* ^*Aga2*^ (Aga2) lungs. The *Aga2* mouse model was generated by *Lisse et al.* via an ENU mutagenesis strategy that generated a frameshift mutation in the *Col1a1* gene, *Col1a1+/-* c.-16 T>A, exon 50, causing an extension of the COL1A1 protein that interferes with trimer formation (Lisse et al., 2008). The model is characterized by low bone mass and increased fracture incidence, with severity ranging from moderate to severe and has been used to study endoplasmic reticulum stress in OI (Lisse et al., 2008). Similar to previous lung studies conducted in other OI mouse models, at p28 we found increased alveolar spacing reflecting an emphysematous phenotype. RNA-seq analysis revealed that alveolar fibroblasts, which express the highest amount of type 1 collagen, showed increased expression of other fibrillar collagens as well as cellular differentiation markers. Aga2 epithelial cells exhibited changes in differentiation depending on the p5 and p28 timepoints resulting in alterations in epithelial cell numbers. Additionally, we saw significant increases in inflammatory cell numbers along with the differential expression of several pathways in alveolar macrophages important in lipid metabolism, the inflammatory response, and cell-cell communication. Aga2 fibroblasts and epithelial cells showed increased expression of several factors known to recruit inflammatory cells and contribute to pathogenesis in COPD and cystic fibrosis (Oz et al., 2022; Racanelli et al., 2018). The data support that chronic lung inflammation should be considered as a potential contributor to OI pulmonary dysfunction. Overall, to date, this study is an initial foray into the OI lung on a single cell level and introduces several mechanisms that could uncover why OI patients exhibit intrinsic lung insufficiency as well as exaggerated intolerance to environmental damage.

## Results

### Aga2 lungs show increased alveolar spacing at p28

To determine whether the Aga2 mouse showed a postnatal lung phenotype, we isolated lungs from p5 and p28 mice. Lungs were insufflated as described in the methods section. Sectioned lungs were stained with H&E. We consistently observed larger alveolar spacing in Aga2 mice at p28 when compared to WT lungs (Figure 1A). This was not observed in p5 lungs. To quantify this observation, we performed mean linear intercept (MLI) analyses and found a significant increase in MLI indicating increased alveolar spacing (Figure 1B). These results suggest an emphysemous lung phenotype at p28.

**FIGURE 1:**
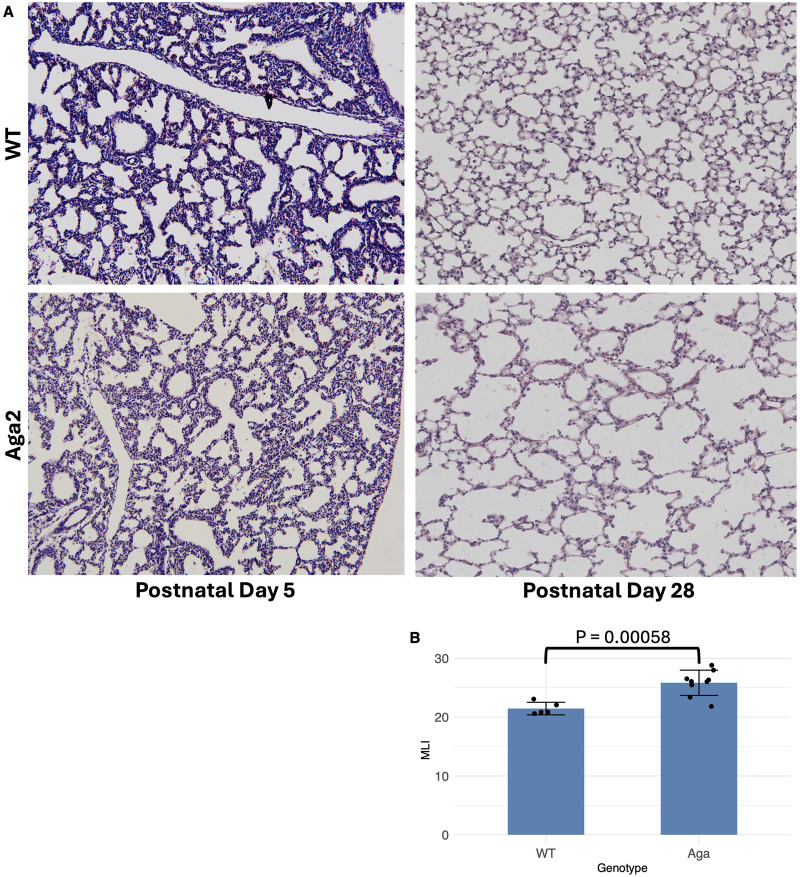
Aga2 mouse lungs show increased alveolar spacing at p28. **(A)** Paraffin sections of mouse lung stained with H&E. Top: Representative image of WT p5 and p28 lung. Bottom: Representative image of Aga2 p5 and p28 lung. Scale Bar = 100 μm. **(B)** MLI quantification showing increased alveolar spacing in Aga2 mouse lungs at p28. N = 5 WT, 9 Aga2.

### ScRNAseq profiling of p5 and p28 Aga2 lungs

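Lungs of 16 mice were sequenced one library per mouse, 4 WT and 4 Aga2 mice at p5 and 4 WT and 4 Aga2 mice at p28. The deposited files hold the number of UMIs, which count RNA molecules, for each gene and each barcode that Cell Ranger called as a cell, without normalization. They carry no cell type annotation. Cells were therefore clustered again at each age, after the paper's filters of 200 to 6000 detected genes and at most 10% mitochondrial counts, with 20 principal components and a resolution of 1.4. Clusters were named from lists of marker genes, so that AF1 here stands for AF1-like cells, and the same holds for AF2, SCMF, AT1, AT2, AT2/AT1, AM, IM and iMON. The marker lists, the tests and the alternatives to them were set before the data were examined, apart from the alternatives that the summary of the processing names as added later. The counts of a cell type were summed per mouse, so that the mouse and not the cell was the replicate. Genotypes were compared at each age with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, and p was adjusted by Benjamini and Hochberg's method over the genes tested in that cell type. A gene was called at an adjusted p under 0.05. Expression is given in CPM, the counts of a gene per 1000000 counts after TMM scaling, which was left out for sums over all cells, for markers of cell types and for Scgb1a1. Mice are named by genotype and the number in the label of their library, as in Aga2_59-1. Means are given ± SD over mice, with n = 4 per genotype and age unless another number is given, and a log2 fold change compares Aga2 with WT. Shares of cells were compared by an exact permutation test, two-sided, in which 4 mice against 4 allow no p below 0.0286.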

To determine the molecular changes behind the Aga2 lung phenotype, we performed single-cell RNA sequencing on both p5 and p28 Aga2 and WT lungs. We chose the p28 timepoint to analyze the consequences of the observed emphysemous phenotype and the p5 timepoint to determine whether there were molecular events earlier in postnatal lung development. Lung tissues were dissociated using a mixture of collagenase and dispase, single-cell 3′ library construction was performed using the Chromium platform, capturing approximately 10,000 cells per sample. Four mice were included in each group (WT and Aga2) and timepoint (p5 and p28) amounting to a total of 16 mice. WT and Aga2 samples were collected and similarly processed over several days. We did not find sex-specific gene expression changes in our analyses and thus combined both sexes in the analysis (Supplementary File S1, Supplementary Figures S14, S15). 

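The labels of the libraries give no sex, and none was assigned. Summed over all cells, Xist stood between 833 and 971 CPM in 6 mice, 2 Aga2 mice and 1 WT mouse at each age, and at 0.12 to 0.98 CPM in the other 10. Ddx3y, a gene of the Y chromosome, reached at most 0.119 CPM in those 6 mice and 68.3 to 120.3 CPM in the others. With the level of Xist as a covariate in the model, the number of called genes, summed over the cell types tested, went from 252 to 407 at p5 and from 19 to 14 at p28.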

An average of 3.8 million reads were sequenced with an average of 41,000 reads per cell and over 20,000 genes mapped in an estimated total of 90,861 cells from all 16 samples.

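The deposited libraries held 90861 barcodes, between 3910 and 8430 per mouse. The counts on genes summed to between 45938811 and 90913741 per library, and at least 1 count was found for 21867 to 23368 genes. After the filters, 75124 cells remained, 41552 at p5 and 33572 at p28. At p5 the median cell of a mouse held 9182 to 13173 counts from 2804 to 3557 genes, and at p28 7372 to 9914 counts from 2494.5 to 2954 genes. The deposited records name Cell Ranger 6.1.1 for 5 libraries, all of p5 mice, 2 Aga2 and 3 WT, and version 6.1.2 for the other 11.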

We used the Seurat package to perform principal component analysis and graph-based clustering using 20 dimensions and a 1.4 resolution after quality control filtering, subsetting, and normalization. 

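Clustering of the deposited counts gave 58 clusters at p5 and 55 at p28. The variable genes left out Xist, Tsix, genes of the Y chromosome, mitochondrial genes and the genes that the paper names as changed, apart from Ager, Fgf18 and Sftpc, which are on the marker lists and stayed in. Doublet scores, from simulated mixtures of cells, marked 5.05% of the cells at p5 and 4.39% at p28. The marked cells were kept.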

We clustered the cells based on RNA expression and uniform manifold approximation and projection (UMAP) cluster analysis of the integrated single-cell data revealed 54 unique clusters (Figures 2A,B; Supplementary Figures S1, S2). We annotated the cell types using LungMap, a publicly available database of human and murine single cell RNA-seq and proteomic data, published in 2023 (Guo et al., 2023). Clusters were initially categorized into broad cell types using common lung markers that were highly expressed in a cluster when compared to all other clusters in the lung (Figures 2C,D). The clusters were then subtyped using top marker genes expressed in a cluster when compared to other clusters within the same category. Common lung markers and top sub cluster markers are listed in Supplementary Files S2,S3. Both broad and subtype clusters were used for downstream differential expression and communication analysis. The nomenclature and many of the markers used to delineate between celltypes and subtypes were derived from the LungMap database, which has become a standard in the field of lung single cell sequencing analysis (Guo et al., 2023). Additionally, if we found multiple subclusters within the same celltype, we numbered them sequentially according to cluster size with #1 being the largest subcluster.

**FIGURE 2:**
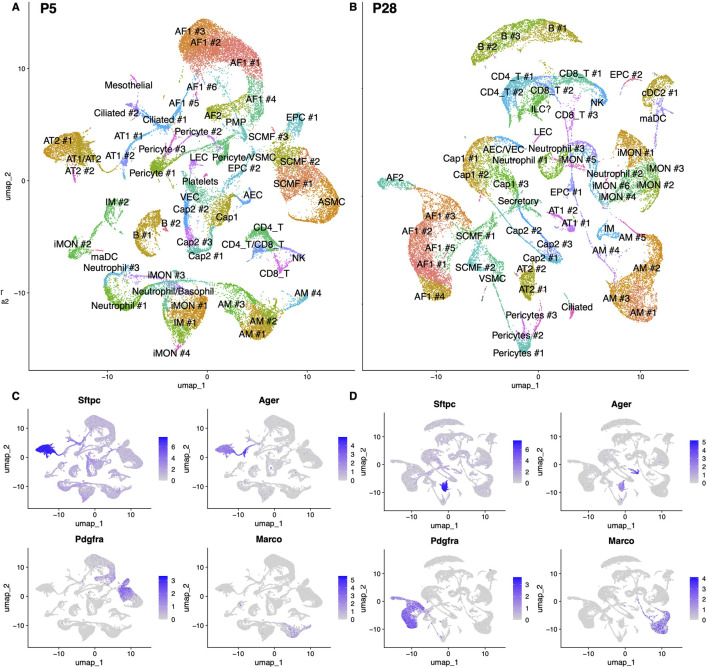
scRNA-seq analysis of p5 and p28 WT and Aga2 lungs. **(A,B)** Cell clusters from scRNA-Seq analysis visualized by uniform manifold approximation and projection (UMAP). **(A)** p5 timepoint, N = 4 for each genotype. **(B)** p28 timepoint, N = 4 for each genotype. **(C,D)** Feature plots showing the expression of lung cell markers: Sftpc (AT2 cells), Ager (AT1 cells), Pdgfra (fibroblasts), Marco (macrophages). **(C)** p5 timepoint. **(D)** p28 timepoint.

We were able to delineate between multiple fibroblast populations: alveolar fibroblast 1 (AF1), alveolar fibroblast 2 (AF2), secondary crest myofibroblast cells (SCMF; myofibroblasts), and proliferative mesenchymal progenitors (PMP). Based on gene expression, we identified the AF1 cluster as a mixture of homeostatic fibroblasts, the AF2 cluster as activated matrix fibroblasts with the potential to differentiate into myofibroblasts, and the PMP cluster as a subset of fibroblasts enriched in cell cycle processes. 

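Cycling mesenchymal cells, named by Top2a, Mki67 and 4 further genes of the cell cycle, formed clusters 22, 29 and 37 at p5. They numbered 132 to 341 cells per mouse, 2.66% to 5.69% of the cells kept. Their share was 4.10% ± 1.13 in WT and 3.30% ± 0.626 in Aga2 mice (p = 0.314, exact permutation test, two-sided). At p28 the clusters led by cell cycle genes held natural killer, alveolar macrophage or dendritic cells, and none was mesenchymal.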

The PMP cluster, a progenitor population, was only identified at p5 and not p28. Within alveolar fibroblast and myofibroblast groups, we found that each had several subclusters. In AF1 clusters there was a mixture of alveolar fibroblasts, lipofibroblasts, and adventitial fibroblasts at p5 and p28 with expression markers summarized in Supplementary File S3. In SCMF clusters, at p5, there were both developing and mature myofibroblasts. SCMF #1 expressed high levels of Fgf18 and designated as a mature SCMF population. SCMF clusters #2 and #3 contained early differentiated myofibroblasts derived from smooth muscle cells or alveolar fibroblasts, respectively. At p28, SCMF #2 expressed all the standard myofibroblast markers while SCMF #1 showed expression of several inflammatory myofibroblast markers including Coro1a and Ptprc.

Epithelial cells also showed multiple subclusters. AT2 cells secrete surfactant, are considered epithelial progenitor cells, and can differentiate into AT1 cells that are involved in gas exchange (Ohnishi et al., 2024). The AT2 #1 cell cluster was identified as activated AT2 cells with the high expression of Sftpc and Lcn2, an AT2 to AT1 transition marker. The AT2 #2 cell cluster expressed high levels of Sftpc as well as Cdk1 and Mki67 and was therefore designated as proliferative AT2 cells. The AT2 #1 cluster represented activated AT2 cells, likely to act as AT1 progenitors with higher expression of Il33 and Krt8, while the #2 cluster was designated as homeostatic AT2 cells with higher surfactant expression. At p5, clusters of epithelial cells expressed both AT1 and AT2 gene expression markers, Sftpc and Ager, as well as the transition marker Krt8 and thus was designated as subtype AT2/AT1 transition cells. 

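At p5 the rule for AT2/AT1 cells named 1 cluster, number 38, of 312 cells, with 14 to 81 cells per mouse. The rule asks for high mean scores of both AT1 and AT2 markers. Among the 10 leading genes of the cluster 5 were AT2 markers and 0 were on the list for AT2/AT1 cells, so it is not shown to hold the paper's AT2/AT1 cells. Of its cells, 24.0% were marked as doublets, and the median cell held 25397 counts, 2.29 times the median over all cells of the same mouse. Values for AT2/AT1 cells carry this limit.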

We designated the AT1 #2 cell cluster as recently transitioned AT1 cells since they still express Krt8 but no longer express Sftpc. The AT1 #1 cell cluster represented mature AT1 cells with high expression of Ager and low expression of transition markers Krt8 and Trp53. By p28, the AT1 #1 cluster represented mature AT1 cells, whereas the #2 cluster represents recently differentiated cells with a higher expression of Scgb1a1.

Macrophage and monocyte clusters also separated into several subclusters. Clusters designated as alveolar macrophages (AMs), are tissue-resident macrophages with high expression of Cd206 and low expression of Cd86 among other known markers (Hou et al., 2021). The clusters named inflammatory monocytes (iMON) are monocyte derived macrophages with low expression of Cd206 and high expression of Cd86 that can differentiate into AMs. The interstitial macrophage (IM) cluster expressed high levels of Cx3cr1. Tissue resident AMs function in homeostasis and inflammation initiation whereas iMONs and IMs mainly secrete pro-inflammatory cytokines (Hou et al., 2021). Because alveolar macrophages show high plasticity and combined expression of classic macrophage markers, their heterogeneity has yet to be fully resolved (Hou et al., 2021; Mitsi et al., 2018).

### Type 1 collagen is highly expressed in activated matrix fibroblasts

The expression of type I collagen is established in the developing and postnatal lung. Data derived from the LungMAP database, indicates that over time, type I collagen protein expression increases throughout the lung and is mainly expressed in lung myofibroblasts/mesenchymal cells and fibroblasts (Guo et al., 2023). To confirm this, we used our single cell data to determine the cell type with the highest expression of type I collagen. We found high expression of Col1a1 in matrix fibroblast clusters specifically in the activated fibroblast (AF2) cluster, a cell type that is known to support AT2 cell proliferation and differentiation during postnatal lung maturation and homeostasis (Figure 3) (Nabhan et al., 2018; McGowan and McCoy, 2014). Col1a1 was also expressed at lower levels in AF1 cells as well as myofibroblasts at both the p5 and p28 timepoint (Figures 3A,B). 

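In WT mice Col1a1 was highest in AF2 cells at both ages, at 12537 ± 2101 CPM at p5 and 13341 ± 4608 CPM at p28. SCMF held 1804 ± 152 CPM at p5 and 1737 ± 552 CPM at p28. AF1 cells lay above SCMF at p5 and within their spread at p28. From its own plots of expression by cell type, the paper concludes that Col1a1 expression is high in matrix fibroblasts and in AF2 cells above all. It adds RNAscope of p28 WT lungs, which places Col1a1 in AF1 and AF2 cells.

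**Figure D1:**
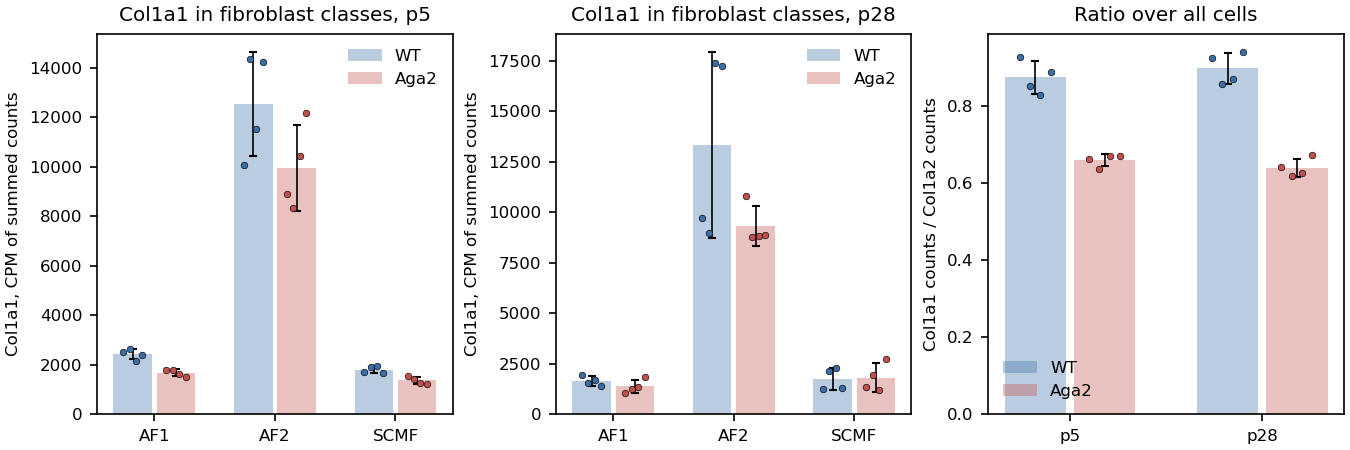
Col1a1 in CPM per mouse in AF1, AF2 and SCMF cells at p5 (left) and p28 (middle), and the ratio of Col1a1 to Col1a2 counts over all cells (right), in WT and Aga2 mice. Points are mice, bars are means and error bars are SD. The ratio is lower in every Aga2 mouse than in every WT mouse at both ages.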

We performed RNAscope on paraffin sections of p28 WT mouse lungs to spatially determine the location of Col1a1 expression. The analysis showed that Col1a1 is expressed in AF1 and AF2 cells most highly near larger airways but also in distal alveolar areas, supporting the ScRNAseq data (Figure 3C).

**FIGURE 3:**
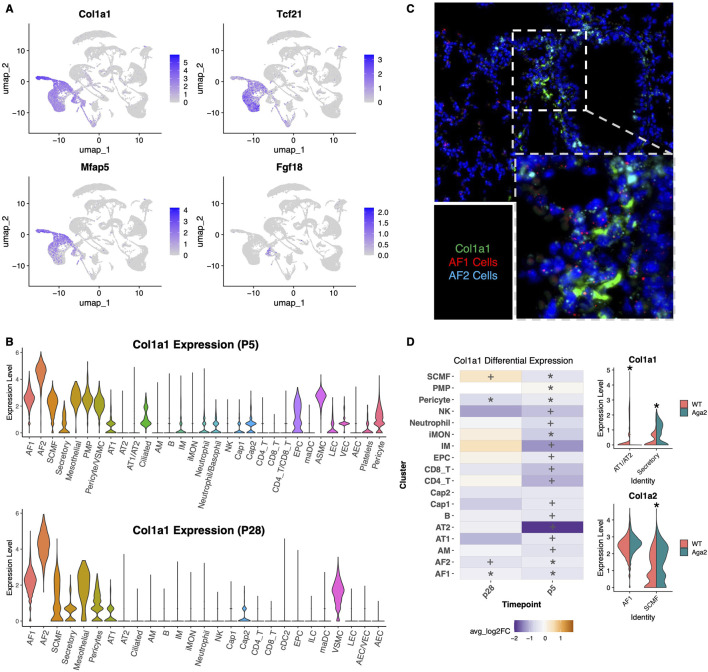
Type 1 collagen is highly expressed in alveolar fibroblasts and reduced in the Aga2 lung. **(A)** Feature plots showing the expression of fibroblast markers: Col1a1, Tcf21 (resting AF1 fibroblasts), Mfap5 (activated AF2 fibroblasts), Fgf18 (SCMFs) in p28 lungs. **(B)** Violin plots showing Col1a1 RNA expression in all identified lung cell types at p5 and p28 timepoints. **(C)** RNAscope for Col1a1 (green) costained with Tcf21 (red), Mfap5 (cyan), and DAPI (blue) indicating the presence of Col1a1 expression in both AF1 and AF2 cells mainly near lower airways in a WT p28 mouse lung. **(D)** Left: Heatmap showing differential expression of Col1a1 an Aga2 vs. WT mice in multiple lung cell types at p5 and p28. * = adjusted P value <0.05, + = non-adjust P value <0.05. Top right: Violin plot showing Col1a1 expression at p5 in AT1/AT2 and secretory/club cells indicating significantly decreased expression in Aga2 AT1/AT2 cells but increased in Aga2 secretory/club cells. * = adjusted P value <0.05. Bottom right: Violin plot showing significantly increased Col1a2 expression at p28 in Aga2 AF1 and SCMF cells. * = adjusted P value <0.05.

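Differential expression was tested at p5 in AF1, AF2, SCMF, AT2, AT2/AT1, AM, iMON, IM and neutrophils, and 5317 to 12573 genes per cell type passed the filter on low counts. In iMON, 108 genes were called higher and 117 lower in Aga2 mice, with 82 calls without Aga2_74-3 and 511 without Aga2_74-2 as the lowest and highest when each mouse was left out in turn. In each of the other 8 cell types this model, which has no term for the label prefix, called 1 to 8 genes. A fit without the filter on low counts moved the total over all 15 cell types tested at p5 most, from 252 to 1116 genes. In AF1, AF2, SCMF, AM and iMON the called gene with the largest rise was AA465934, from 2.38 (standard error 0.31, adjusted p = 0.000570, edgeR) in iMON to 4.72 (standard error 0.14, adjusted p = 1.46e-10, edgeR) in SCMF. On chromosome 11, in the order of GENCODE M21 on GRCm38, it is 103 places from Col1a1 among the genes tested at both ages. Of the 84 genes and cell types that the paper names as changed at p5, 81 could be tested, 59 went in the direction the paper gives and 4 were called. Adjusted over the list alone, 13 passed, which is not independent evidence because the study chose the list on these samples. For 13 of the 81 every Aga2 mouse lay on that side of every WT mouse. Chance separates 2.86% of genes counting both directions, which is no reference for a list chosen on these samples.
Col1a1 itself in AF1 cells at p5 was 2424 ± 204 CPM in WT and 1671 ± 145 CPM in Aga2 mice, a log2 fold change of -0.54 (standard error 0.09, adjusted p = 0.161, edgeR). DESeq2 gave an adjusted p of 3.99e-06, and over the alternatives the adjusted p ran from 3.99e-06 to 1.00. In SCMF the log2 fold change was -0.40 (standard error 0.09, adjusted p = 1.000, edgeR). It was called there without the filter on low counts, at an adjusted p of 0.0259, and over the alternatives the adjusted p ran from 0.00275 to 1.00. In AF2 the log2 fold change was -0.33 (standard error 0.14, adjusted p = 0.999, edgeR), with an adjusted p from 0.111 to 1.00 over the alternatives.

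**Figure D2:**
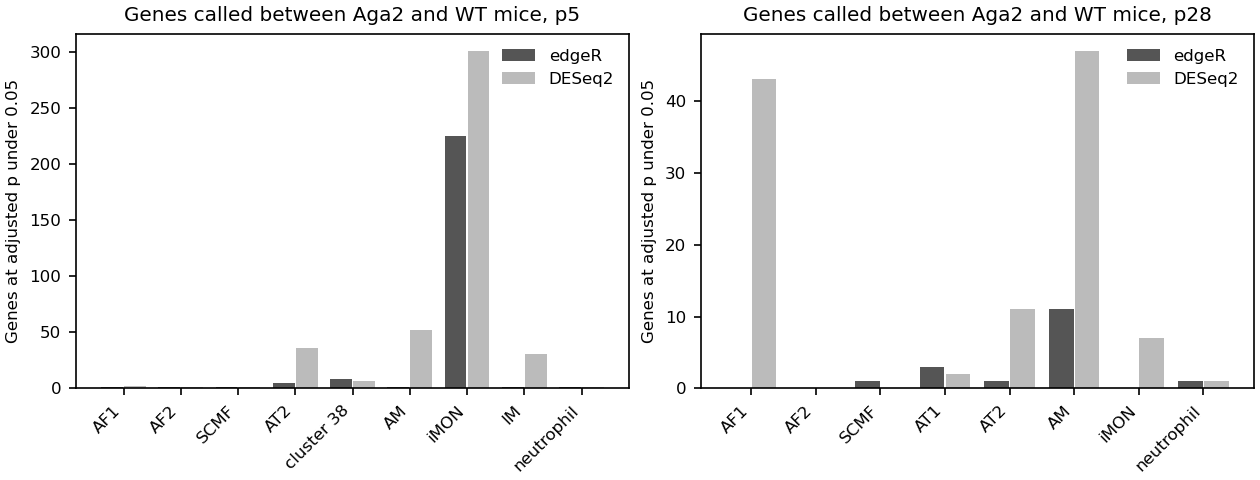
Number of genes called between Aga2 and WT mice by edgeR and by DESeq2 in each cell type at p5 (left) and p28 (right), at an adjusted p under 0.05. Cluster 38 is the AT2/AT1 cluster. In iMON at p5 edgeR called 225 genes and DESeq2 301.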

At p5, Col1a1 RNA expression is significantly decreased in Aga2 alveolar fibroblasts and myofibroblasts, as well as PMPs, epithelial cells, and several immune cell types (Figure 3D). Col1a1 expression was also markedly decreased in Aga2 AT2/AT1 transition cells at p5 but significantly increased in secretory (club) cells. 

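In AT2/AT1 cells Col1a1 was 33.5 ± 5.29 CPM in WT and 24.3 ± 8.96 CPM in Aga2 mice, a -0.46 change on the log2 scale (adjusted p = 0.681, edgeR). These levels stand far below those of fibroblasts, and free RNA of other cells may add to them, which was not tested for Col1a1. Secretory cells numbered 4 to 19 per mouse at p5, too few for a test.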

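In p28 AF1 cells Col1a1 was 1637 ± 229 CPM in WT and 1375 ± 341 CPM in Aga2 mice, a log2 fold change of -0.25 (standard error 0.17, adjusted p = 0.867, edgeR). The difference in AF2 cells was -0.52 (standard error 0.21, adjusted p = 0.984, edgeR), and Aga2_69-3 stood apart from the other 3. For SCMF the log2 fold change was 0.05 (standard error 0.27, adjusted p = 0.998, edgeR), and it lay between -0.23 and 0.22 as each mouse was left out. Over the 13 cell types tested at p28, 19 genes were called in all, 11 of them in AM. A fit without the filter on low counts gave 406. No gene was called in AF1, AF2 or iMON by edgeR, where 770, 370 and 641 genes stood at an unadjusted p under 0.05 and DESeq2 called 43, 0 and 7. The paper names 105 genes and cell types at p28. Of the 103 tested, 92 went in its direction and 2 were called. Adjusted over the list alone, which the study again chose on these samples, 16 passed. For 19 every Aga2 mouse lay on that side of every WT mouse.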

At p28, Col1a1 RNA expression was also decreased in AF1 and AF2 cells but slightly increased in SCMFs in the Aga2 lung. Interestingly, RNA expression of Col1a2 is significantly increased in alveolar fibroblasts at p28, also indicating a possible compensatory mechanism for reduced Col1a1 expression.

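Col1a2 in AF1 cells was 1879 ± 209.9 CPM in WT and 2215 ± 465 CPM in Aga2 mice, a log2 fold change of 0.24 (standard error 0.14, adjusted p = 0.857, edgeR). In SCMF its log2 fold change was 0.42 (standard error 0.21, adjusted p = 0.733, edgeR). The ratio of Col1a1 to Col1a2 counts, which needs no normalization between mice, was 0.875 ± 0.0433 in WT and 0.660 ± 0.0160 in Aga2 mice over all cells at p5. At p28 it was 0.899 ± 0.0405 in WT and 0.640 ± 0.0243 in Aga2 mice. Over 5 mesenchymal cell types and all cells together, at both ages, the ratio was lower in Aga2 mice in 12 of 12 comparisons, at 0.670 to 0.866 of the WT ratio. In 10 of these every Aga2 mouse lay below every WT mouse (p = 0.0286, exact permutation test, two-sided). From the rise in Col1a2, the paper proposes a mechanism that compensates for reduced Col1a1.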

### Aga2 matrix fibroblasts show altered expression of differentiation markers

Using expression data, lung fibroblast types and subtypes were delineated. During homeostasis or following injury, alveolar fibroblasts undergo differentiation from AF1 cells expressing high levels of Tcf21 and Pdgfrα, to AF2 cells expressing Postn and some collagens, and finally to SCMF cells expressing high levels of Acta2 and multiple collagen types (Figure 4). While all three cell types express type 1 collagen, AF2 (activated fibroblasts) expressed the highest levels in the WT lung (see above). 

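Hspa5, which encodes the chaperone BiP, had in p5 AF2 cells a log2 fold change of 0.30 (standard error 0.10, adjusted p = 0.999, edgeR). Ddit3, which encodes CHOP, was 44.2 ± 5.42 CPM in WT and 76.4 ± 11.0 CPM in Aga2 mice in p28 AF2 cells. Its log2 fold change was 0.76 (standard error 0.17, adjusted p = 0.634, edgeR). Without the filter on low counts Ddit3 passed, at an adjusted p of 0.0327, and over the alternatives the adjusted p ran up to 1.000. These cells numbered 34 to 91 per p28 mouse.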

In the Aga2 lung at both p5 and p28, the high Col1a1 expressing cell type AF2 showed increased expression of Hspa5 (encoding BiP) and Ddit3 (encoding CHOP), respectively (Figures 5A,B). Higher expression of these genes suggest ER stress through activation of the ATF6 and PERK arms of the unfolded protein response.

**FIGURE 4:**
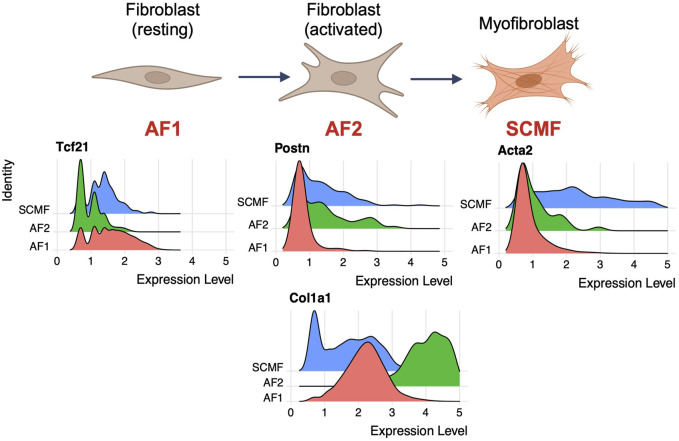
Type 1 collagen is most highly expressed in activated fibroblast cells. Top: Illustration showing different stages of fibroblast activation and differentiation. Bottom: Ridgeplots showing expression of known fibroblast specific markers. In the mouse lung dataset, AF1 cells show the highest levels of Tcf21, AF2 cells show highest levels of Postn, and SCMF cells show highest levels of Acta2. Col1a1 expression is highest in AF2 cells when compared to AF1 and SCMF.

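In the clusters named here, Tcf21 in WT mice at p5 was 668 ± 82.4 CPM in AF1, 349 ± 61.7 CPM in AF2 and 15.5 ± 4.98 CPM in SCMF. Postn was 957 ± 264 CPM in AF2, 277 ± 61.4 CPM in SCMF and 14.1 ± 1.83 CPM in AF1. Acta2 was highest of the 3 in SCMF, at 3636 ± 86.0 CPM. None of these 3 genes was used to name the clusters.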

**FIGURE 5:**
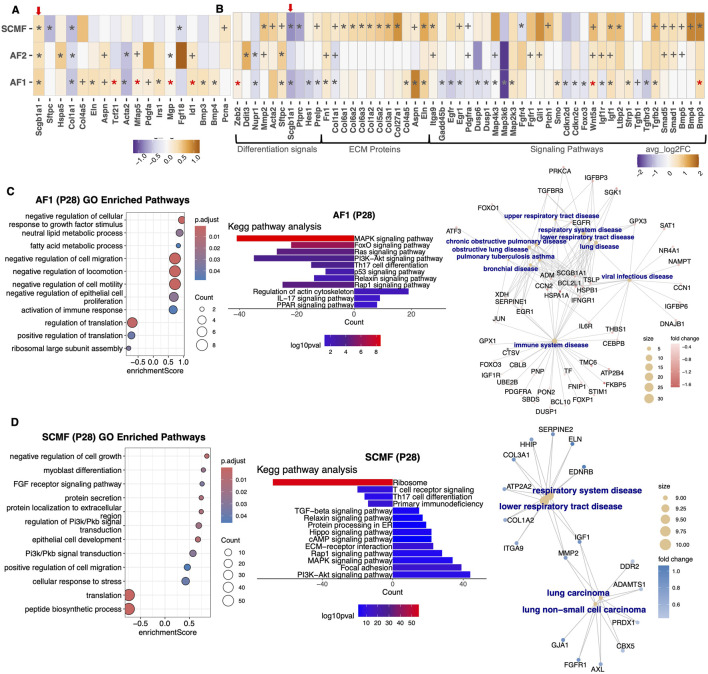
Aga2 fibroblasts show accelerated differentiation and altered ECM expression at p28. **(A)** Heatmap showing differential expression of fibroblast differentiation markers, extracellular matrix expression, and proliferation in Aga2 vs. WT p5 lungs. * = adjusted P value <0.05, red* = adjusted P value <0.05 in some but not all subclusters, + = non-adjust P value <0.05. Red arrow highlights differential expression of Scgb1a1. **(B)** Heatmap showing differential expression of fibroblast differentiation markers, extracellular matrix expression, and signaling pathways in Aga2 vs. WT p28 lungs. * = adjusted P value <0.05, + = non-adjust P value <0.05. Red arrow highlights differential expression of Scgb1a1. **(C)** Left, Middle: Top relevant enriched GO and KEGG pathway analysis terms in differential expression between WT and Aga2 in p28 AF1 fibroblasts. Right: CNET plot of top relevant enriched human diseases in differential expression between WT and Aga2 in p28 AF1 fibroblasts. **(D)** Left, Middle: Top relevant enriched GO and KEGG pathway analysis terms in differential expression between WT and Aga2 in p28 SCMF fibroblasts. Right: CNET plot of top relevant enriched human diseases in differential expression between WT and Aga2 in p28 SCMF fibroblasts.

In differential expression analysis at p5, Aga2 AF1 cells showed increased levels of Tcf21, Mfap5, Pdgfa, and Irs1 as well as decreased Acta2 expression, an indication of decreased fibroblast differentiation at this timepoint (Figure 5A, Supplementary File S4). p5 AF2 cells also showed decreased Acta2 along with decreased Col1a1 expression as expected. p5 SCMF cells showed decreased Fgf18 expression, a common marker for myofibroblasts and a possible indication of dedifferentiation and diminished proliferation (Ushakumary et al., 2021).

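In p5 AF1 cells the log2 fold change of Tcf21 was 0.25 (standard error 0.18, adjusted p = 1.000, edgeR) and that of Mfap5 was -0.01 (standard error 0.31, adjusted p = 1.000, edgeR). Mfap5 changed sign between alternatives. Pdgfa and Irs1 were higher in Aga2 mice and were not called. The difference in Acta2 was -0.56 (standard error 0.49, adjusted p = 1.000, edgeR), with 726 ± 556 CPM in WT and 494 ± 60.6 CPM in Aga2 mice. It rests on WT_24-2, without which the log2 fold change was 0.14. In AF2 cells Acta2 was at -0.28 (standard error 0.24, adjusted p = 0.999, edgeR), a difference that reversed to 0.03 with the label prefix as a block. Fgf18 in SCMF was at -0.15 (standard error 0.09, adjusted p = 1.000, edgeR).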

At p28, AF1 cells were subtyped into alveolar fibroblasts, adventitial fibroblasts, and lipofibroblasts. Aga2 AF1 alveolar fibroblasts had decreased expression of Pdgfrα and increased expression of differentiation factors including Bmp3, Tgfβ2, and Sfrp1 (Mayr et al., 2024) (Figure 5B). A subset of AF1 cells (adventitial fibroblasts also) showed an increased in the differentiation markers Bmp3 and Zeb2 along with an increase in Wnt5a expression. Aspn was also upregulated in multiple AF1 clusters along with Tgfβ2 and promotes Tgfβ induced myofibroblast differentiation (Huang et al., 2022). 

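Among the genes named for p28 AF1 cells, Aspn was 50.3 ± 21.0 CPM in WT and 124 ± 28.3 CPM in Aga2 mice, a log2 fold change of 1.30 (standard error 0.28, adjusted p = 0.344, edgeR). DESeq2 called it at an adjusted p of 0.000684, and the adjusted p ran up to 0.674 over the alternatives. Pdgfra was 1057 ± 50.5 CPM in WT and 845 ± 53.9 CPM in Aga2 mice. Its log2 fold change was -0.32 (standard error 0.09, adjusted p = 0.443, edgeR), and DESeq2 called it at 0.0249. The change of Bmp3 was 0.45 (standard error 0.17, adjusted p = 0.752, edgeR), and that of Zeb2 0.20 (standard error 0.09, adjusted p = 0.813, edgeR). Tgfb2 and Sfrp1 were higher and were not called. The subtypes of AF1 cells were not separated here.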

We saw upregulation of Igf1 in alveolar fibroblasts, which is indicative of increased transition to myofibroblasts (Ushakumary et al., 2021). 

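In p28 SCMF, which numbered 11 to 95 cells per mouse, Bmp3 was 42.4 ± 6.72 CPM in WT and 161 ± 83.3 CPM in Aga2 mice, a log2 fold change of 1.82 (standard error 0.33, adjusted p = 0.0268, edgeR). It was the only gene called in these cells, and DESeq2 did not call it (adjusted p = 0.119). Over the alternatives the adjusted p ran from 5.24e-05 to 0.235. Without Aga2_70-1, Aga2_101-1, WT_794, WT_808 or WT_831, Bmp3 was not called. Ltbp2 had a log2 fold change of 1.27 (standard error 0.28, adjusted p = 0.169, edgeR), and Igf1 of 0.55 (standard error 0.22, adjusted p = 0.660, edgeR). In AF1 cells Igf1 was at 0.43 (standard error 0.34, adjusted p = 0.887, edgeR). Ribosomal protein genes were lower in p28 SCMF of Aga2 mice for 80 of 84 genes, with a median log2 fold change of -0.36 over 84 genes (adjusted p = 3.74e-21, camera). Gene sets were listed by hand and tested with camera at its preset correlation of 0.01, over 116 tests at p5 and 95 at p28, of which 46 at each age passed. Under fry, which keeps the correlation between genes, 2 passed at p5, the receptor and inflammasome set in IM and clock genes in iMON, and none at p28.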

Aga2 p28 SCMF cells also showed increased Bmp3, Igf1, and Ltbp2 expression, as well as decreased transcription of ribosomal genes, an indication of increased differentiation (Figures 5B,D) (Hayashi et al., 2014).

In performing KEGG and GO term analyses, we found changes in several key processes and genes supporting an increase in fibroblast differentiation at p28 (Supplementary Files S5, S6) Aga2 AF1 cells showed increased Pparγ signaling as well as decreased Rap1, FoxO, MAPK, and Pi3k-Akt signaling pathway enrichment (Figure 5C). Pparγ signaling induces fibroblast-to-myofibroblast differentiation (Reddy et al., 2014). Decreased Rap1 signaling induces fibroblast proliferation while decreased FoxO signaling increases myofibroblast differentiation (Luo et al., 2020; Al-Tamari et al., 2018). FoxO signaling is also downstream of Pi3k-AKT activation and both are decreased in Aga2 AFI cells. Further, there was decreased Foxo3, Cdkn2c and Cdkn2d expression nuclear targets of FoxO signaling. Athough Cdkn2c and Cdkn2d are in a class of proliferation inhibitors, their decreased expression has been shown to induce fibroblast differentiation again supporting increased fibroblast differentiation (Scruggs et al., 2018). The decrease in MAPK signaling is likely a decrease in the MAPK/ERK pathway of activity, confirmed by decreased levels of the nuclear targets, Egr1 and Creb3 expression, also indicating alterations in Aga2 AF1 proliferation/differentiation (Wu et al., 2009). Lower activation of MAPK/ERK signaling through Jun, also reduced in Aga2 AF1 fibroblasts, has been seen in fibroblasts derived from COPD patients (Mercer and D'Armiento, 2006). We do, however, see increased Mkk3 (Map2k3) expression in AF1 cells, which is indicative of increased p38/MAPK signaling, as well as the downregulation of their inhibitors Dusp1 and Dusp6. These inhibitors of p38 activation are induced by Tgfβ2 and are shown to increase alveolar fibroblast differentiation (Fortier et al., 2024; Zarubin and Han, 2005). 

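The paper names 37 genes as changed in p28 AF1 cells. Of these, 32 went in the direction it gives, with log2 fold changes between -0.98 and 1.30, and 7 separated the mice of both genotypes in that direction. Chance separates 2.86% of genes counting both directions, which is no reference for a list that the study chose on these samples. The edgeR test called none, with 10 at an unadjusted p under 0.05, and DESeq2 called 2. Adjusted over the list alone, 4 passed. Among them, Foxo3, Cdkn2c, Cdkn2d, Egr1, Creb3, Jun, Dusp1 and Dusp6 were lower and Map2k3 was higher in Aga2 mice. The set of immediate early and heat shock genes had a median of -0.25 over 20 genes (adjusted p = 0.000333, camera).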

In SCMF Aga2 p28 cells, KEGG analyses supported increased MAPK signaling enrichment, as well as increased Pi3k-Akt, Hippo, Tgfβ, and Rap1 signaling pathways, essentially the opposite pattern of what was seen AF1 cells (Figure 5D). Increased MAPK activation of p38 can lead to increased lung inflammation as well as cell proliferation and differentiation (Garcia-Ryde et al., 2023). In the Aga2 SCMF cells, there was increased expression of Map4k3, a protein kinase involved in mTOR signaling. These findings of upregulation of the p38/MAPK and MTOR pathways may contribute to increased pulmonary inflammation (Yan and Lamb, 2011). Although we did not see any changes in absolute fibroblast numbers, the findings demonstrated an increased differentiation potential in Aga2 fibroblasts. 

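All fibroblasts together made up 29.4% ± 6.17 in WT and 28.1% ± 6.19 in Aga2 mice at p5 (p = 0.80, exact permutation test, two-sided). At p28 they made up 18.2% ± 4.81 in WT and 20.8% ± 3.31 in Aga2 mice (p = 0.486, exact test). The shares of AF1, AF2 and SCMF cells differed by less than the spread between mice at both ages.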

In a human disease analysis (Yu et al., 2015) of p28 Aga2 AF1 and SCMF cells, there were many differentially expressed genes associated with multiple previously shown lung and immune system diseases including COPD, asthma, and respiratory tract diseases (Figures 5C,D).

In addition to dysregulated differentiation gene expression in fibroblasts, the representation of collagens was altered by the Aga2 mutation particularly at the p28 timepoint. The Aga2 AF1 fibroblasts showed an increase in Col4a5 expression and SCMF cells showed increased expression of Col27a1, Col3a1, Col5a2, Col6a1, Col6a2, and Col6a3 (Figure 5B). 

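All 6 collagen genes named for p28 SCMF were higher in Aga2 mice, and none was called. Col3a1 was 5558 ± 2016 CPM in WT and 7133 ± 1809 CPM in Aga2 mice, a log2 fold change of 0.36 (standard error 0.24, adjusted p = 0.838, edgeR). Col5a2 had a log2 fold change of 0.49 (standard error 0.19, adjusted p = 0.620, edgeR). Of the 6, Col27a1, Col5a2 and Col6a2 stood at an unadjusted p under 0.05. Col4a5 in AF1 cells was also higher and not called.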

Similar to AF1 fibroblasts, Col1a2 was increased in SCMF cells, suggesting a possible compensatory mechanism for the decrease in Col1a1 expression. Overall, these findings indicate decreased fibroblast differentiation at p5 and increased differentiation at p28 along with an increase in the expression of extracellular collagens, which could influence the biomechanical properties of the Aga2 lung.

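From changes in genes such as Tcf21, Acta2 and Fgf18 at p5 and Bmp3, Aspn and Igf1 at p28, and from pathway terms, the paper concludes that fibroblast differentiation was decreased at p5 and increased at p28. The difference between the ages was tested as an interaction. In AF1 cells it called no gene with edgeR, where 603 stood at an unadjusted p under 0.05 and DESeq2 called 1. In SCMF it called Myc.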

### Aga2 lungs show alterations in epithelial cell differentiation and communication with fibroblasts

Because collagen expressing fibroblasts are so important for the maintenance, proliferation, and differentiation of AT2 and AT1 epithelial cells, we looked for alterations in epithelial cell numbers by performing a cell frequency analysis. 

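Among all cells kept, the share of AT2/AT1 cells was 0.740% ± 0.342 in WT and 0.763% ± 0.303 in Aga2 mice (p = 0.943, exact permutation test, two-sided). The share of AT1 cells was 2.25% ± 1.30 in WT and 2.02% ± 0.523 in Aga2 mice (p = 0.771, exact test). AT2 cells made up 8.52% ± 1.47 in WT and 7.23% ± 0.652 in Aga2 mice (p = 0.257, exact test). After adjustment over the 9 cell types tested at p5, the smallest of these 3 adjusted p was 0.771. With log-normalized counts before clustering the difference for AT2/AT1 cells went from 0.0226 to -0.00374 percentage points, and it lay between -0.146 and 0.113 as each mouse was left out. For AT1 cells the difference changed sign within the alveolar epithelium, to 1.04 percentage points.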

We found that at p5, Aga2 lungs showed a significant reduction in the number of AT2/AT1 transition cells but no change in AT1 or AT2 cell numbers (Figure 6A).

**FIGURE 6:**
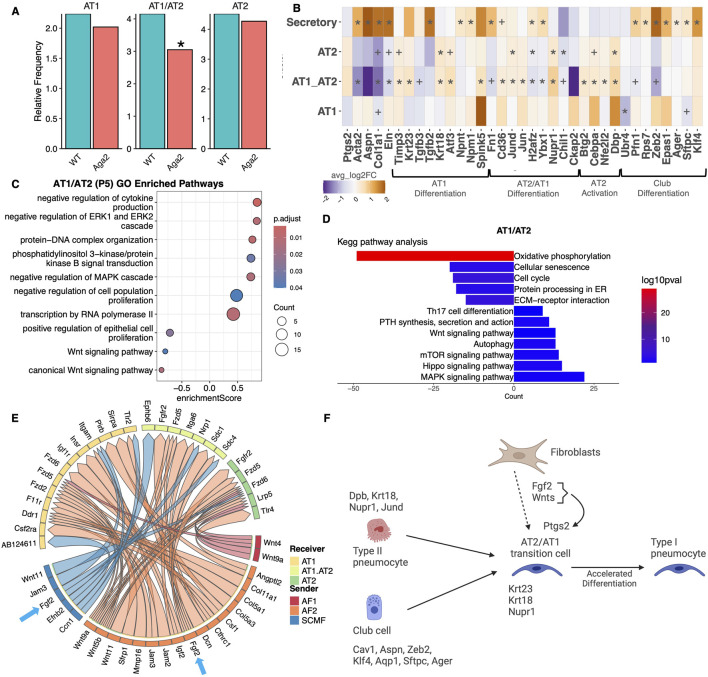
Aga2 epithelial cells show accelerated differentiation in p5 lungs. **(A)** Cell frequency analysis of epithelial cells in p5 WT and Aga2 lungs. * = P value <0.05 via T-test. **(B)** Heatmap showing differential expression of epithelial differentiation markers and extracellular matrix expression in p5 lungs. * = adjusted P value <0.05, + = non-adjust P value <0.05. **(C,D)** Top relevant enriched GO and KEGG pathway analysis terms in differential expression between WT and Aga2 in p5 AT1/AT2 epithelial cells. **(E)** Circos plot showing inferred upregulated in Aga2 cell communication via MultiNicheNet analysis. Receiver epithelial cells with increased expression of signaling receptors and downstream targets are connected to the fibroblast sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same. Blue arrows highlight the increased communication via Fgf2. **(F)** Illustration showing accelerated differentiation of epithelial cells in Aga2 p5 lungs via increased expression of differentiation markers and signals from fibroblasts.

We performed differential expression analysis between WT and Aga2 on p5 AT1, AT2, AT2/AT1, and club cell clusters (Figure 6B). At p5, we found that in AT2 cells, there was a significant increase in the expression of Dbp, Krt18, Nupr1, and Jund, genes that are active during the differentiation of AT2 to AT1cells (Strunz et al., 2020). 

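In p5 AT2 cells Nupr1 was 409.9 ± 60.7 CPM in WT and 580.1 ± 144 CPM in Aga2 mice, a log2 fold change of 0.50 (standard error 0.18, adjusted p = 0.525, edgeR). The label prefix as a block called it, and the adjusted p ran from 0.0134 to 0.965 over the alternatives. Dbp, an output gene of the circadian clock, had a log2 fold change of 0.63 (standard error 0.21, adjusted p = 0.496, edgeR). Krt18 and Jund were higher and were not called. The 5 genes called in these cells were AA465934 at 3.43 (standard error 0.35, adjusted p = 0.00947, edgeR) and B230206L02Rik at 3.32 (adjusted p = 0.000308, edgeR), which both lie near Col1a1 on chromosome 11, and Loxl2, Spon2 and Tpm2, which fell by 1.44, 1.09 and 0.97 on the log2 scale. Without Aga2_59-1 or Aga2_74-3 only 1 gene was called, and without WT_24-2 there were 10.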

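In AT2/AT1 cells at p5, Nupr1 was 238 ± 54.3 CPM in WT and 491 ± 155 CPM in Aga2 mice, a log2 fold change of 1.02 (standard error 0.25, adjusted p = 0.324, edgeR). DESeq2 called it at an adjusted p of 0.000269. Krt23 had a log2 fold change of 0.80 (standard error 0.23, adjusted p = 0.300, edgeR). Atf3, Krt18, Cebpa, Timp3, Cd36, Jund and Nfe2l2 were all higher in Aga2 mice, with adjusted p of 0.596 to 0.859 in edgeR. The 8 genes called include Wfdc17, at 1.86 (standard error 0.26, adjusted p = 0.00141, edgeR), Snhg11, at 0.80 (adjusted p = 0.0420, edgeR), and Spink5, at 0.66 (adjusted p = 0.0456, edgeR). Top2a fell by 1.75 and Rgs1 by 1.71 on the log2 scale. Without Aga2_59-5 or Aga2_74-3, 1 gene was called, and without WT_24-2, 17 were.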

The AT2/AT1 cell cluster showed increased expression of Nupr1, Atf3, Krt23, Krt18, Cebpa, Timp3, CD36, Jund, and Nfe2l2, all genes that are also active during AT2 to AT1 differentiation (Strunz et al., 2020). Club cells also showed increased expression of epithelial differentiation genes including Zeb2, Klf4, and Epas1 as well as Sftpc and Ager indicating increased differentiation potential. GO analysis showed that AT2 cells had significant increases in metabolic activity and KEGG analysis showed decreased oxidative phosphorylation, cell cycle, and DNA replications, an indication of increased differentiation (Supplementary Figures S5A,B). 

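In p5 AT2 cells 82 of 87 genes of oxidative phosphorylation were lower in Aga2 mice, with a median log2 fold change of -0.17 over 87 genes (adjusted p = 8.49e-16, camera). Under fry the adjusted p was 0.238. The cell cycle genes had a median of -0.08 over 40 genes (adjusted p = 0.373, camera).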

GO analysis of AT2/AT1 cells showed significant increases in positive regulation of RNA transcription but a downregulation of protein translation (Figure 6C). KEGG analysis also showed increased enrichment of MAPK, Hippo, Wnt, and PTH signaling in AT2/AT1 cells, pathways associated with increased epithelial differentiation (Abdelwahab et al., 2019; Volckaert et al., 2019; Liu et al., 2016; Hastings, 2004) (Figure 6D). These data indicate that at p5, the Aga2 AT2 and AT2/AT1 transition cells are demonstrating accelerated differentiation and could therefore deplete the pool of transitioning cells.

The AT2 progenitor cell niche is generally understood to be maintained by signals from matrix fibroblasts. RNASCOPE results showed that Col1a1 expressing fibroblasts are in close proximity to epithelial AT2 and AT1 cells (Supplementary Figure S5C). Communication between these cell types is well-established, therefore, we performed MultiNicheNet analysis to determine whether there were alterations in fibroblast-epithelial communication in p5 Aga2 lungs (Figure 6E; Supplementary Figure S5C, Supplementary File S7). FGF2 expression was increased in AF2 and SCMF cells along with the expression of one its targets, receptor Nupr1, in AT2/AT1 cells. 

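Fgf2 in p5 AF2 cells was 32.1 ± 8.89 CPM in WT and 30.7 ± 2.31 CPM in Aga2 mice, a log2 fold change of -0.07 (standard error 0.17, adjusted p = 0.999, edgeR). Its log2 fold change lay between -0.21 and 0.09 as each mouse was left out. Fgf2 was also slightly lower in SCMF.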

Nupr1 is involved in cellular stress responsiveness and highly active during AT2 to AT1 differentiation supporting previous findings of accelerated epithelial differentiation in Aga2 lungs (Strunz et al., 2020). We saw increased Ptgs2 expression, another target of Fgf2 signaling activation and an activator of macrophages, that is elevated in COPD patients (Duan et al., 2024). The Nichenet analysis also revealed that Ckap2 expression, a gene known to induce proliferation, was reduced in AT1/AT2 cells further supporting increased differentiation (Yoo et al., 2017). Fgf2 ligand expression from AF2 cells was also associated with reduced Chil1 expression, a widely used marker for AT2 cells, and important for their maintenance and function. These results and their effect on differentiation are summarized in Figure 6F.

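In AT2/AT1 cells Ptgs2 had a log2 fold change of 0.04 (standard error 0.49, adjusted p = 0.999, edgeR) and Chil1 of -0.23 (standard error 0.23, adjusted p = 0.836, edgeR). Each changed sign under at least 1 alternative. Ckap2 had too few counts in these cells to be tested. The fibroblasts and epithelial cells were compared here gene by gene, and no model of their communication was fitted. From higher Nupr1 and other genes of the AT2 to AT1 transition, and from its cell frequencies, the paper concludes that Aga2 epithelial cells differentiate faster at p5.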

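At p28 AT2 cells made up 2.62% ± 0.626 in WT and 5.24% ± 2.69 in Aga2 mice of all cells kept (p = 0.0857, exact permutation test, two-sided). The share of AT1 cells was 1.98% ± 1.40 in WT and 0.963% ± 0.501 in Aga2 mice (p = 0.257, exact test). Adjusted over the 8 cell types tested at p28, these p became 0.686 and 0.943. In place of the exact test, a fit of edgeR to the numbers of cells gave p = 0.022 for AT2 cells. Among alveolar epithelial cells alone, AT1 cells were 40.1% ± 22.9 in WT and 15.8% ± 4.03 in Aga2 mice (p = 0.143, exact permutation test). The WT_794 stood at 7.14% and the other 3 WT mice at 45.4% to 59.8%. Without it the exact test on the share of all cells gave p = 0.0286 for AT1 cells, and without Aga2_810 the difference for AT2 cells did.

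**Figure D3:**
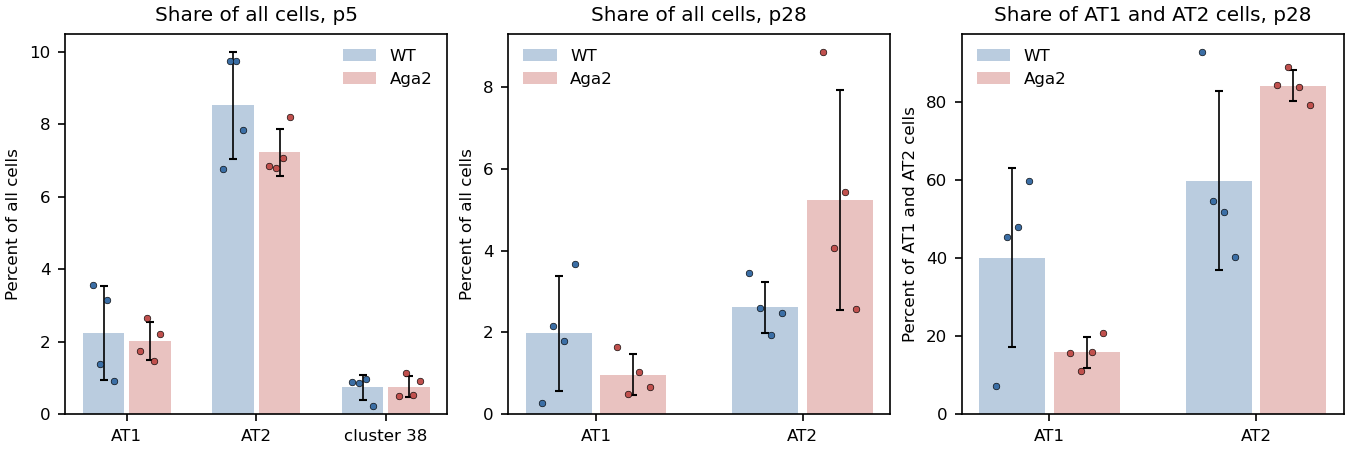
Share of all cells kept, in percent, of AT1 cells, AT2 cells and cluster 38, the AT2/AT1 cluster, at p5 (left), of AT1 and AT2 cells at p28 (middle), and of AT1 and AT2 cells among each other at p28 (right). Points are mice, bars are means and error bars are SD.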

At p28, Aga2 lungs showed a significant increase in the number of AT2 cells and a decrease in AT1 cells (Figure 7A). The increase in AT2 cells was confirmed via *in vivo* quantification of sections labeled with RNAScope probes for SFTPC and AGER (Supplementary Figure S6D). Aga2 AT2 cell GO and KEGG enrichment analysis showed increased fatty acid metabolism, lipid metabolic processing, and decreased metabolic activity specifically oxidative phosphorylation and aerobic respiration indicating a quiescent phenotype (Figures 7B,C). 

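In p28 AT2 cells the genes of oxidative phosphorylation had a median log2 fold change of 0.08 over 84 genes (adjusted p = 0.00131, camera), with 64 of them higher in Aga2 mice. The adjusted p was 0.588 under fry.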

We also saw a decrease in MAPK signaling activation, which when reduced inhibits AT2 cell differentiation (Liu et al., 2016). When AT2 cells were interrogated for differentiation markers, we found decreased expression of Son and Btg2, both normally upregulated during differentiation to AT1. There was increased expression of Cldn3, a tight junction protein that is normally decreased during epithelial cell transdifferentiation (Chen et al., 1985) (Figure 7D). 

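Son in p28 AT2 cells was 417 ± 22.9 CPM in WT and 347 ± 28.5 CPM in Aga2 mice, a log2 fold change of -0.26 (standard error 0.09, adjusted p = 0.751, edgeR). Btg2 had a log2 fold change of -0.37 (standard error 0.13, adjusted p = 0.751, edgeR). Cldn3 was at 0.08 (standard error 0.13, adjusted p = 0.945, edgeR), a value that lay between -0.04 and 0.14 as each mouse was left out. The only gene called in these cells was B230206L02Rik, a gene near Col1a1 on chromosome 11, with 3 counts summed over WT and 120 over Aga2 mice. It was not called when any mouse other than Aga2_810 was left out. The paper proposes that AT2 cells are kept from differentiating. It draws on higher AT2 and lower AT1 numbers, on AT2 cells counted in RNAscope sections, on lower MAPK signaling and on these markers.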

With the increase in AT2 cell numbers in Aga2 p28 lungs, these data suggest that AT2 cells are prevented from differentiating and therefore deplete the available AT1 pool of cells.

**FIGURE 7:**
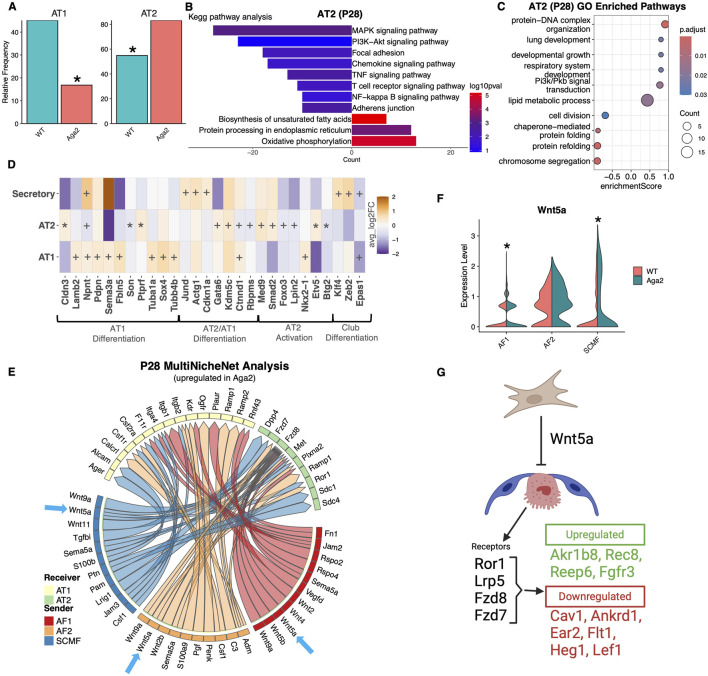
Aga2 p28 AT2 cell differentiation is blocked by Wnt5a signals from fibroblasts. **(A)** Cell frequency analysis of epithelial cells in p28 WT and Aga2 lungs. * = P value <0.05 via T-test. **(B,C)** Top relevant enriched GO and KEGG pathway analysis terms in differential expression between WT and Aga2 in p28 AT2 epithelial cells. **(D)** Heatmap showing differential expression of epithelial differentiation markers p28 lungs. * = adjusted P value <0.05, + = non-adjust P value <0.05. **(F)** Violin plot showing increased expression of Wnt5a in Aga2 fibroblasts. **(E)** Circos plot showing inferred upregulated in Aga2 cell communication via MultiNicheNet analysis. Receiver epithelial cells with increased expression of signaling receptors and downstream targets are connected to the fibroblast sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same. Blue arrows highlight the increased communication via Wnt5a. **(F)** Illustration showing blocked differentiation of epithelial cells in Aga2 p28 lungs via increased expression of Wnt5a signals from fibroblasts.

Our fibroblast/epithelial MultiNicheNet analysis revealed increases in Wnt, Tgfβ/BMP, and FGF signaling (Figure 7E; Supplementary Figures S6A,B, Supplementary File S8). Wnt5a is important in maintaining the AT2 cell niche and preventing differentiation into AT1 cells. At p28, Wnt5a expression was increased in AF1 matrix fibroblasts and as were the downstream Wnt targets in AT2 cells that include Akr1b8 (essential for proliferation (Shen et al., 2015), plays a pro-inflammatory role (Rajak et al., 2022), upregulated in mouse COPD model (Gao et al., 2022)), Fgfr3 (increases epithelial proliferation (Yin et al., 2016)), Rec8 (necessary for meiosis (Sakuno et al., 2022)), and Reep6 (increases inflammation through Cxcr1 (Park et al., 2016)) (Figures 7F,G). 

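Wnt5a in p28 AF1 cells was 56.9 ± 7.58 CPM in WT and 79.8 ± 29.5 CPM in Aga2 mice, a log2 fold change of 0.48 (standard error 0.23, adjusted p = 0.842, edgeR). In AT2 cells Fgfr3 was 15.6 ± 3.81 CPM in WT and 28.3 ± 7.84 CPM in Aga2 mice, with a log2 fold change of 0.88 (standard error 0.22, adjusted p = 0.543, edgeR). Reep6 was 7.80 ± 2.86 CPM in WT and 16.6 ± 0.613 CPM in Aga2 mice, with 1.03 (standard error 0.23, adjusted p = 0.397, edgeR). Akr1b8 and Rec8 were higher and were not called. Of the 9 genes named for p28 AT2 cells, 8 went in the direction the paper gives and 6 of the 9 stood at an unadjusted p under 0.05. Adjusted over the list alone, 2 passed.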

Additional factors in fibroblast-epithelial communication were also increased including Mdk, Wnt4, and Wnt5b, ligands that are associated with increased expression in COPD (Deng et al., 2022; Wu et al., 2019; Durham et al., 2013). These results and their effect on differentiation are summarized in Figure 7G.

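Mdk in p28 AF1 cells was 118 ± 14.2 CPM in WT and 180.3 ± 37.3 CPM in Aga2 mice, a log2 fold change of 0.61 (standard error 0.15, adjusted p = 0.344, edgeR). Wnt4 and Wnt5b were higher in the same cells by less than the spread between mice. From the rise of Wnt5a and its targets, the paper proposes that fibroblast signals keep AT2 cells in their niche.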

### Immune cells in Aga2 lungs show altered frequency, expression, and communication with fibroblasts and epithelial cells

Alveolar macrophages and associated immune cells for example, iMONs and neutrophils play key roles in the progression of emphysema and COPD (Wu et al., 2022). *Theile et al.* observed an infiltration of neutrophils and alveolar macrophages in the lungs of Aga2 mice. Therefore, we performed a cell frequency analysis and found a significantly increased number of inflammatory monocytes in p5 and p28 Aga2 lungs as well as increased neutrophil numbers at p28 indicating an increase in overall inflammation supporting previously reported findings (Figure 8A).

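At p5 iMON made up 5.23% ± 1.20 in WT and 9.74% ± 2.13 in Aga2 mice of all cells kept (p = 0.0286, exact permutation test, two-sided). Adjusted over the cell types tested, p was 0.257. Every Aga2 mouse lay above every WT mouse, and without WT_74-5 p was 0.0571. Within Cell Ranger version 6.1.1, 2 Aga2 mice had 10.4% and 12.4% and 3 WT mice 3.49% to 6.23%. Version 6.1.2 holds 1 WT mouse, at 5.62%, and 2 Aga2 mice, at 7.76% and 8.37%. Most of the rise lay in clusters led by classical monocyte markers, with 2.86% ± 0.830 in WT and 6.93% ± 2.24 in Aga2 mice. The other iMON clusters held 2.37% ± 0.384 in WT and 2.82% ± 0.321 in Aga2 mice (p = 0.114, exact permutation test). Neutrophils at p5 were 2.42% ± 1.01 in WT and 4.27% ± 1.72 in Aga2 mice (p = 0.0857, exact permutation test). Together with cluster 16, left unnamed for its low counts but nearest to neutrophils, they were 5.43% ± 3.76 in WT and 5.57% ± 2.06 in Aga2 mice (p = 0.943, exact permutation test), a sum added after the values were seen. At p28 iMON made up 8.12% ± 4.34 in WT and 8.94% ± 0.808 in Aga2 mice (p = 0.83, exact test). Neutrophils at p28 were 5.01% ± 2.59 in WT and 6.22% ± 0.822 in Aga2 mice (p = 0.457, exact test), with p = 0.0286 when WT_794 was left out. From its cell frequencies, the paper concludes that overall inflammation is increased.

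**Figure D4:**
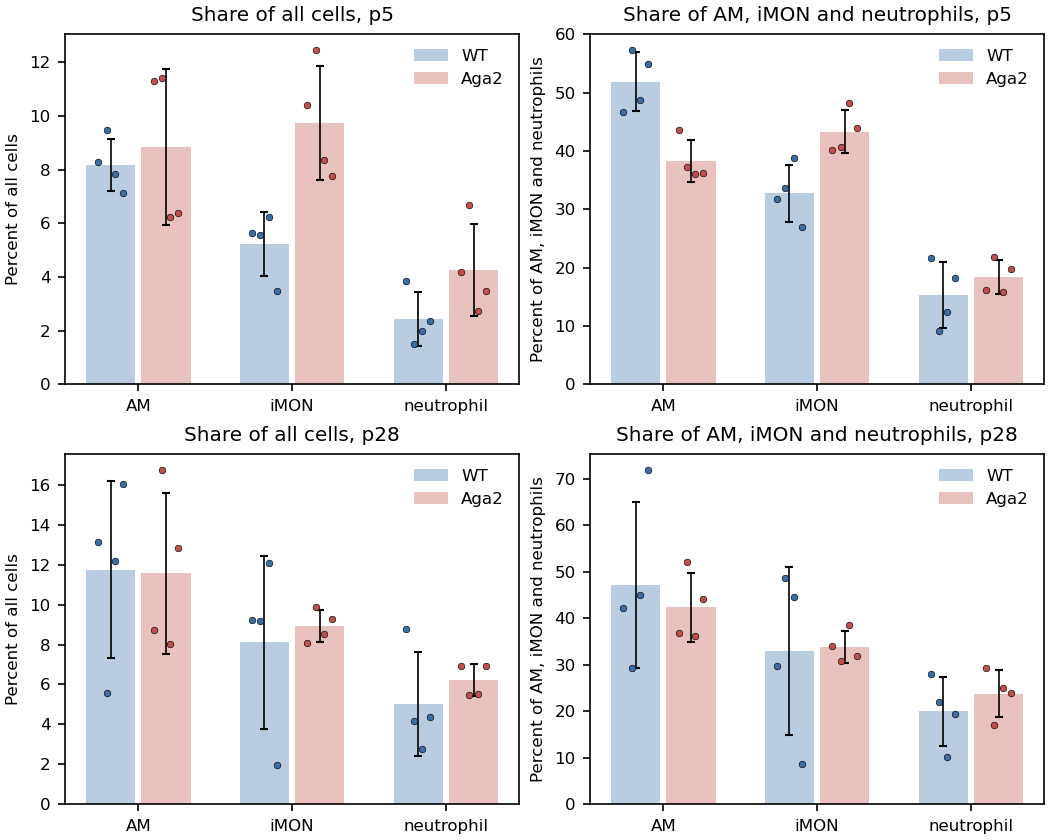
Share in percent of AM, iMON and neutrophils at p5 (top) and p28 (bottom), of all cells kept (left) and of these 3 cell types together (right), in WT and Aga2 mice. Points are mice, bars are means and error bars are SD.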

**FIGURE 8:**
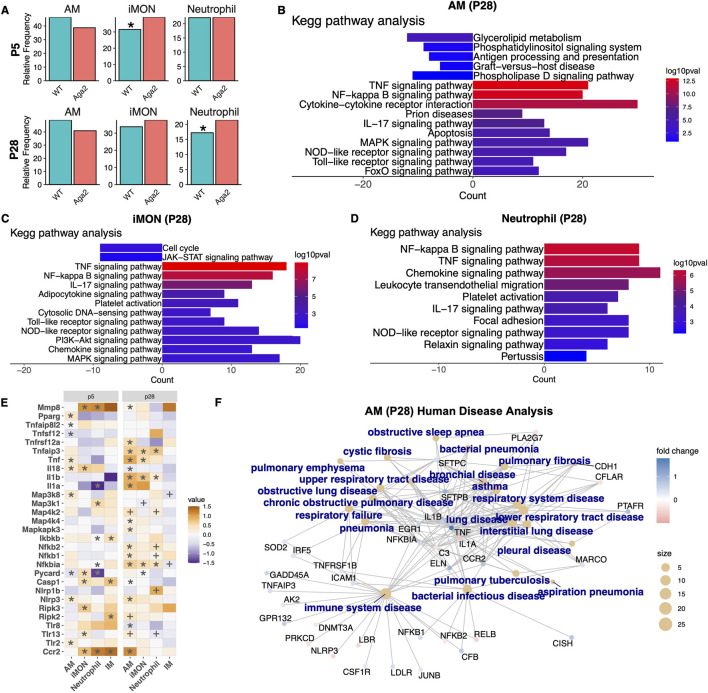
Aga2 lungs show increased immune cells and inflammation via NOD-like Receptor pathway activation. **(A)** Cell frequency analysis of immune cells in p28 and p5 WT and Aga2 lungs. * = P value <0.05 via T-test. **(B–D)** Top relevant enriched KEGG pathway analysis terms in differential expression between WT and Aga2 in p28 AM, iMON, and neutrophil cells. **(E)** Heatmap showing differential expression of inflammation and NOD-like receptor signaling pathway markers in p5 and p28 lung immune cells. * = adjusted P value <0.05, + = non-adjust P value <0.05. **(F)** CNET plot of top relevant enriched human diseases in differential expression between WT and Aga2 in p28 alveolar macrophages.

Differential expression analysis at p5 showed increased Ccr2 expression in Aga2 inflammatory monocytes, neutrophils, and interstitial macrophages, which causes chronic lung inflammation through the recruitment and activation of monocytes (Dong et al., 2024). 

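In p5 iMON Ccr2 was 519 ± 56.6 CPM in WT and 874 ± 65.5 CPM in Aga2 mice, a log2 fold change of 0.75 (standard error 0.09, adjusted p = 0.000307, edgeR). In IM it had a log2 fold change of 0.55 (standard error 0.32, adjusted p = 0.925, edgeR), and in neutrophils of 1.13 (standard error 0.85, adjusted p = 1.000, edgeR). Adh1 was the only gene called in IM, at -2.06 (standard error 0.29, adjusted p = 0.0455, edgeR). It was not called when any Aga2 mouse was left out, and without WT_24-2, WT_59-3 or WT_74-5 there were 9, 8 and 5 called genes. Of the 225 genes called in iMON, 217 differ in the same direction between classical and other iMON clusters, a share of 96.4% against 69.4% of all genes. In the classical clusters alone, an alternative added after the values were seen, 65 genes were called, Ccr2 among them at 0.54 (adjusted p = 0.00656, edgeR). Over all iMON the largest changes were AA465934, Igfbp6 at 1.92 (adjusted p = 0.00944, edgeR) and Vcan at 1.58 (adjusted p = 2.85e-05, edgeR) among the rises. Jade2 fell by 1.66, Gjb2 by 1.53 and Gm16120 by 1.51 on the log2 scale.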

GO term analysis showed increased fatty acid catabolism, DNA replication, and RNA transcription in AMs, an indication of increased replication (Supplementary Figure S7A). iMONs showed enrichment of genes associated with the immune response, cell migration, and epithelial cell development (Supplementary Figure S7B). p5 neutrophils showed decreased ribosomal gene expression and cell cycle, an indication of increased cellular differentiation (Supplementary Figure S7E). KEGG pathway analysis in p5 AMs, iMONs, and neutrophils showed increased enrichment of the NOD-like receptor (NLR) signaling pathway (Supplementary Figures S7C–E). 

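The genes of the NOD-like receptor and inflammasome set had in p5 AMs a median log2 fold change of 0.20 over 20 genes (adjusted p = 0.00201, camera). In neutrophils the median was 0.14 over 13 genes (adjusted p = 0.408, camera). For iMON the median was -0.0001 over 20 genes (adjusted p = 0.391, camera), while the test pointed upward. In IM it was 0.23 over 18 genes (adjusted p = 0.00188, camera), the only 1 of these to pass under fry (adjusted p = 0.0309).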

The NLR pathway activates the early innate inflammatory response mainly through Nfκβ or MAPK signaling, which then induce expression of inflammatory cytokines like Il1b, Il18, and Tnfs (Almeida-da-Silva et al., 2023). The NLR pathway can be activated via Toll-like receptors, and we found increased expression of Tlr2 and Tlr13 in Aga2 p5 AMs and iMONs, respectively (Figure 8E). 

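Tlr2 in p5 AMs was 259.7 ± 9.52 CPM in WT and 331 ± 14.4 CPM in Aga2 mice, a log2 fold change of 0.35 (standard error 0.06, adjusted p = 0.183, edgeR). The groups did not overlap, and DESeq2 called it at an adjusted p of 0.000107. The adjusted p over the alternatives ran up to 0.205. Tlr13 in iMON had a log2 fold change of 0.03 (standard error 0.10, adjusted p = 0.932, edgeR), and it changed sign between alternatives.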

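In p5 iMON the gene Ripk3 had a log2 fold change of 0.58 (standard error 0.16, adjusted p = 0.0723, edgeR). Ripk3 was called without the filter on low counts, with the label prefix as a block and without Aga2_74-2. Its adjusted p ran from 0.00337 to 0.118 over the alternatives other than leaving out a mouse. Ripk2 was at -0.03 (standard error 0.22, adjusted p = 0.976, edgeR), and its sign differed between alternatives.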

There was increased Ripk2 and Ripk3 expression in iMONs, the main effectors of NLR signaling that activate MAPK and Nfκβ signaling (Schenten and Medzhitov, 2011) (Figure 8E). KEGG analysis showed decreased enrichment of MAPK signaling and increased Nfκβ signaling (Supplementary Figure S7D). Specifically, neutrophils showed increased levels of Nfkbia and Ibkb, both effectors of Nfκβ signaling (Liu et al., 2017) (Figure 8E). 

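Nfkbia in p5 neutrophils was 2475 ± 1349 CPM in WT and 2915 ± 1117 CPM in Aga2 mice, a log2 fold change of 0.23 (standard error 0.43, adjusted p = 1.000, edgeR). It lay between -0.04 and 0.66 as each mouse was left out. The gene named Ibkb in the text was read as Ikbkb, which was higher and not called. Plac8 was the only gene called in these cells, at 1.07 (standard error 0.15, adjusted p = 0.0164, edgeR), and it was called without Aga2_59-5 or WT_59-2 and not when any of the other 6 mice was left out.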

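In p5 iMON, Il18 was 26.4 ± 1.77 CPM in WT and 39.6 ± 5.54 CPM in Aga2 mice, a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.0235, edgeR). It was not called without Aga2_59-1, Aga2_59-5 or Aga2_74-3 or WT_59-3 or WT_74-5. Over the other alternatives on all iMON its adjusted p ran from 0.000559 to 0.155. In the classical monocyte clusters alone, an alternative added after the values were seen, it was at 0.49 (adjusted p = 0.0971, edgeR), and in the other iMON clusters at 0.04 (adjusted p = 0.987, edgeR). Il18 was also higher in AMs, where it was not called.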

Looking downstream, there was increased expression of Il18 in p5 inflammatory monocytes and AMs (Figure 8E). 

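Of the genes Tnf, Tnfrsf1b, Tnfsf12 and Tnfaip8l2 in p5 neutrophils, IM, AMs and iMON, none was called by edgeR, with 3 at an unadjusted p under 0.05, and none by DESeq2. Tnfsf12 was lower in Aga2 mice, with -0.33 (standard error 0.12, adjusted p = 0.387, edgeR) in AMs and -0.48 (standard error 0.18, adjusted p = 0.174, edgeR) in iMON. In neutrophils it had too few counts to be tested.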

Il18 is a nuclear target of NLR signaling and is also a driver of inflammatory cell accumulation that has been linked to the development of emphysema (Hoshino et al., 2007). p5 Aga2 neutrophils, IMs, AMs, and iMONs all showed increased expression of Tnf, Tnfrsf1b, Tnfsf12, Tnfalp8l2 supporting NOD-like receptor pathway enrichment (Figure 8E). Further, p5 Club cells showed increased expression of Cldn5, a tight junction protein induced by TNF inflammatory signaling that could result in disruption of the epithelial cell barrier and leakage of fluids into the surrounding tissue, increasing inflammation (Wittekindt, 2017) (Figure 6B). The genes Casp1 and Pycard were also upregulated along with Nlrp3 in Aga2 immune cells (Figure 8E). 

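In p5 iMON Casp1 was 72.4 ± 3.29 CPM in WT and 91.7 ± 2.64 CPM in Aga2 mice, a log2 fold change of 0.35 (standard error 0.08, adjusted p = 0.0387, edgeR). Pycard was 222 ± 13.9 CPM in WT and 309.6 ± 42.0 CPM in Aga2 mice, with a log2 fold change of 0.48 (standard error 0.10, adjusted p = 0.0138, edgeR). Casp1 was called only when Aga2_74-2 or no mouse was left out, and Pycard was not called without Aga2_59-1, Aga2_59-5 or Aga2_74-3 or WT_59-2. Over the other alternatives on all iMON the adjusted p of Casp1 ran up to 0.0675 and that of Pycard up to 0.0240. Neither was called in the classical monocyte clusters alone, split off after the values were seen, with Casp1 at 0.26 (adjusted p = 0.215, edgeR) and Pycard at 0.36 (adjusted p = 0.0659, edgeR). In the other iMON clusters they were at 0.42 (adjusted p = 0.630, edgeR) and -0.13 (adjusted p = 0.903, edgeR). In AMs Pycard went the other way, at -0.39 (standard error 0.13, adjusted p = 0.359, edgeR). Nlrp3 was at 0.39 (standard error 0.12, adjusted p = 0.338, edgeR) in AMs and at 0.52 (standard error 0.15, adjusted p = 0.409, edgeR) in IM.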

Proteins from these genes comprise the inflammasome complex whose dysregulation can cause chronic inflammation (Zheng et al., 2020). Human disease analysis on p5 immune cells showed genes associated with lung and immune system diseases such as pneumonia, rheumatoid arthritis, respiratory distress syndrome, and autoimmune disease (Supplementary Figure S7E). Overall, at p5, Aga2 lungs show an increase in early inflammatory signals through the NOD-like receptor/Nfκβ pathways when compared to WT, which could be affecting early postnatal lung development.

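From Tlr2, Tlr13, Ripk2, Ripk3, Nfkbia, Ikbkb, Il18, genes of the Tnf family, Casp1, Pycard, Nlrp3 and the pathway terms, the paper concludes that early inflammatory signals run through NOD-like receptors and NF-kB at p5. The set of TNF and NF-kB response genes had in p5 AMs a median log2 fold change of 0.19 over 32 genes (adjusted p = 0.00302, camera).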

At p28, GO analysis revealed increased inflammatory response and neutrophil chemotaxis in Aga2 AMs as well as cell migration and cytokine production in Aga2 iMONs, again supporting the increased frequency of inflammatory cells in the Aga2 lung (Supplementary Figures S10A,B). KEGG and GO term analyses showed that Aga2 AMs, iMONs, and neutrophils had increased NLR, Nfκβ, MAPK, and Tnf pathway activation, pro-inflammatory pathways implicated in emphysema and COPD (Liu et al., 2017) (Figures 8B–D; Supplementary Figures S10A,B). 

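At p28 the TNF and NF-kB response genes had a median log2 fold change of 0.33 over 32 genes (adjusted p = 1.17e-08, camera) in AMs. In iMON the median was 0.42 over 32 genes (adjusted p = 2.11e-11, camera), and in neutrophils 0.35 over 32 genes (adjusted p = 4.43e-12, camera). Under fry these adjusted p were 0.586, 0.520 and 0.520. The NOD-like receptor set had a median of 0.05 over 20 genes (adjusted p = 0.221, camera) in AMs, 0.09 over 20 genes (adjusted p = 0.0359, camera) in iMON and 0.19 over 17 genes (adjusted p = 0.00367, camera) in neutrophils.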

Differential expression analysis of alveolar macrophages showed increased Il1α, Il1β, and Ccr2 expression in Aga2, all proinflammatory factors (Figure 8E). Il1β expression was also increased in both inflammatory monocytes and neutrophils and is a pro-inflammatory mediator in COPD as well as a nuclear target of NLR signaling (King, 2015; Cosio et al., 2009) (Figure 8E). 

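Il1b in p28 AMs was 223 ± 87.2 CPM in WT and 380.2 ± 127 CPM in Aga2 mice, a log2 fold change of 0.77 (standard error 0.38, adjusted p = 0.687, edgeR). Il1a in AMs had a log2 fold change of 0.71 (standard error 0.40, adjusted p = 0.720, edgeR). In iMON Il1b was 1082 ± 197 CPM in WT and 1808 ± 496 CPM in Aga2 mice, with 0.74 (standard error 0.19, adjusted p = 0.530, edgeR), and DESeq2 called it at 0.0217. The adjusted p over the alternatives on all iMON ran up to 0.632. With the clusters split after the values were seen, Il1b was at 0.74 (adjusted p = 0.660, edgeR) in classical monocyte clusters, and called in the other iMON clusters at 0.79 (adjusted p = 0.0300, edgeR). In neutrophils Il1b was at 0.32 (standard error 0.19, adjusted p = 0.945, edgeR).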

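In p28 mice Tnf had a log2 fold change of 0.73 (standard error 0.39, adjusted p = 0.701, edgeR) in AMs, 0.53 (standard error 0.15, adjusted p = 0.530, edgeR) in iMON and 0.67 (standard error 0.19, adjusted p = 0.688, edgeR) in neutrophils. Tnfaip3 in neutrophils was at 0.78 (standard error 0.20, adjusted p = 0.688, edgeR). Nfkbia was at 0.54 (standard error 0.15, adjusted p = 0.530, edgeR) in iMON and at 0.49 (standard error 0.18, adjusted p = 0.921, edgeR) in neutrophils. Tnfrsf12a in iMON was lower in Aga2 mice, at -0.50 (standard error 0.19, adjusted p = 0.665, edgeR). The only gene called in p28 neutrophils was Anxa6, at 1.19 (standard error 0.16, adjusted p = 0.0103, edgeR), and it was not called without Aga2_69-3 or Aga2_70-1 or WT_808, WT_809 or WT_831.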

We saw the increased expression of Tnf, Tnfaip3, and Tnfrsf12a in Aga2 p28 AMs, iMONs, and neutrophils (Figure 8E). We also saw increased expression of Nfkbia and Nfkb1 as well as several mediators of MAPK signaling (Figure 8E). This indicates that at p28, increased NLR signaling in immune cells could be inducing Il and Tnf chemokine expression through both MAPK and Nfκβ pathways. Pparγ expression was increased in Aga2 AMs, which is involved in activating alveolar macrophage activity to dampen inflammatory responses, thus attempting to resolve the inflammatory phenotype (Asada et al., 2004) (Figure 8E). 

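Pparg in p28 AMs was 181 ± 14.2 CPM in WT and 172 ± 17.3 CPM in Aga2 mice, a log2 fold change of -0.08 (standard error 0.08, adjusted p = 0.858, edgeR).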

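Mmp8 in p28 AMs was 33.8 ± 11.4 CPM in WT and 32.7 ± 1.48 CPM in Aga2 mice, a log2 fold change of -0.02 (standard error 0.23, adjusted p = 0.992, edgeR). The value lay between -0.19 and 0.15 as each mouse was left out.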

There was also increased Mmp8 expression in Aga2 AMs, which cleaves collagens and releases matrikines that enhance neutrophil recruitment (Kulkarni et al., 2016) (Figure 8E). Human disease analysis of AM and iMON differential expression showed the association of many differentially expressed genes with diseases characterized by chronic inflammation such as emphysema, cystic fibrosis, asthma, pulmonary fibrosis, COPD, pneumonia, and respiratory failure (Figure 8F; Supplementary Figure S10C). This analysis shows that at p28, the inflammatory phenotype is more pronounced in Aga2 than at p5, showing increased inflammatory signaling pathways as well as inflammatory cell recruitment and activation.

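Whether the genotype effect differed between p28 and p5 was tested as an interaction over all 16 mice. It called 24 genes in iMON, of which DESeq2 also called 21. For 23 of the 24 the change was larger at p5, with a median size of 0.82 at p5 and 0.12 at p28. Of the 24, 22 were among the genes called in p5 iMON, where the share of classical monocyte clusters also rose. In classical clusters alone the genes called in p5 iMON kept a median log2 change of 0.49 in their direction, against 0.57 in all iMON. In the other iMON clusters it was 0.21, against 0.54. A larger classical share is thus argued against as the whole cause of the calls at p5. Treml4, Ace and Cd300e, which are among the 24, are on the marker list for iMON, and the other genes of the 24 are not. At p5 their log2 fold changes were -0.74, -1.01 and -1.19. Treml4 and Cd300e are leading genes of cluster 12, an iMON cluster not led by classical monocyte markers. Whether the 24 genes reflect inflammation or the mixture of monocytes was not tested. The TNF and NF-kB response genes had in p5 iMON a median log2 fold change of 0.02 over 31 genes (adjusted p = 0.681, camera), in p5 neutrophils 0.11 over 30 genes (adjusted p = 0.390, camera) and in p5 IM 0.25 over 30 genes (adjusted p = 2.87e-06, camera). At p28 the medians were higher than at p5 in AMs, iMON and neutrophils, and in IM the median was -0.21 over 30 genes (adjusted p = 0.00645, camera). The difference of these sets between the ages was not tested. For single genes the interaction in AMs called none with edgeR, with 1260 at an unadjusted p under 0.05, and DESeq2 called 74. In neutrophils neither tool called a gene, and 290 stood at an unadjusted p under 0.05 in edgeR. From more inflammatory pathways and cells at p28, the paper concludes that inflammation is more pronounced than at p5.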

Communication between fibroblasts, epithelial cells, and alveolar macrophages is established and plays an important role in lung homeostasis (Bissonnette et al., 2020). This communication influences both macrophage recruitment as well as fibroblast activation/proliferation and epithelial cell differentiation. Because of altered expression in Aga2 immune cells, we performed MultiNicheNet analysis to determine whether there were changes in cell-cell communication between epithelial and immune cells (Figure 9). At p5, we saw an increase in Csf2 ligand expression from AT1/AT2 and AT2 cells and increased Csf2ra receptor expression in IMs and neutrophils (Supplementary Figure S8). Similarly, at p28, we saw an increase in Csf1 and Csf2 ligand expression coming from AT1 and AT2 cells, respectively (Supplementary Figure S11). 

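Csf2 in AT2 cells moved by less than the spread between mice at both ages. Csf2 in AT2/AT1 cells and Csf1 in p28 AT1 cells had too few counts to be tested. AT1 cells were tested in 3 WT mice, since WT_794 held under 10 of them, and in 4 Aga2 mice. The 3 genes called include Clec4e, at 2.70 (standard error 0.29, adjusted p = 5.94e-05, edgeR), and Gsr, at 1.33 (standard error 0.24, adjusted p = 0.0496, edgeR). Without Aga2_101-1, WT_808 or WT_809, 1 gene was called, without WT_831 there were 8, and without Aga2_69-3 or Aga2_70-1 there were 7 and 6.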

We also observed an increase in Csf receptor expression in AM cells (namely, Csf1r, Csf2ra, and Csf3r) (Supplementary Figure S13). 

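Csf1r in p28 AMs was 77.3 ± 5.67 CPM in WT and 113 ± 9.97 CPM in Aga2 mice, a log2 fold change of 0.56 (standard error 0.08, adjusted p = 0.0173, edgeR). It was not called without Aga2_69-3, Aga2_70-1 or Aga2_101-1 or WT_808. Under each of the other alternatives it was called, with adjusted p from 9.7e-06 to 0.0480. It was 1 of 11 genes called in AMs, 7 higher and 4 lower. Marco had a log2 fold change of 0.85 (standard error 0.11, adjusted p = 0.0173, edgeR), and Utp18, near Col1a1 on chromosome 11, of 0.59 (adjusted p = 0.0173, edgeR). The AM include parts 40a to 40d of cluster 40, with 78.4% to 100% of their cells from Aga2 mice. Marco is a leading gene of 40a, 40c and 40d, and its log2 fold change ran from 0.76 to 0.92 with each mouse left out. A fit without cluster 40 was not run. Abi3 fell by 0.96, Tob1 by 0.83 and 4930523C07Rik by 0.59 on the log2 scale. Which genes lie near Col1a1 was looked up only among genes changed at both ages. It is left open for Abi3, Tob1 and 4930523C07Rik. Igf2bp1, 16 places from Col1a1 among the genes tested at both ages, held 1 count over WT and 287 over Aga2 mice, a ratio of 326 with a 95% counting interval of 58.0 to 12917. Without any 1 mouse, between 2 genes, without Aga2_70-1, and 14 genes, without Aga2_810, were called. Csf2ra and Csf3r moved by less than the spread between mice.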

The expression of Csf by epithelial cells plays an important role in triggering the recruitment of alveolar macrophages in response to infection (Bissonnette et al., 2020). However, an exaggerated and perhaps chronic response could result in severe lung inflammation through the influx of inflammatory monocytes and neutrophils, seen in our single cell data. At p28, we also observed an increase in Il33 expression in Aga2 AT2 cells along with increased expression of its targets, Cdh1, Ptgs2, and Ms4a7, in AM cells (Supplementary Figure S13). 

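Il33 in p28 AT2 cells was 182 ± 43.3 CPM in WT and 348 ± 154 CPM in Aga2 mice, a log2 fold change of 0.92 (standard error 0.32, adjusted p = 0.751, edgeR), and Aga2_810 stood apart from the other 3. In AMs Ptgs2 was 2.78 ± 0.217 CPM in WT and 6.79 ± 1.80 CPM in Aga2 mice, with a log2 fold change of 1.26 (standard error 0.22, adjusted p = 0.0529, edgeR). DESeq2 called it at 0.00252, and the adjusted p ran up to 0.705 over the alternatives. Cdh1 and Ms4a7 were higher and were not called.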

Il33 is a well-known promoter of immunity and immune cell recruitment (Chapman, 2021). Wnt, TNF, and Tgfb signals from immune cells were increased in Aga2 and their downstream targets Reep6, Cxcl2, and Ccn2, respectively, were increased in Aga2 epithelial cells (Supplementary Figures S11, S13).

**FIGURE 9:**
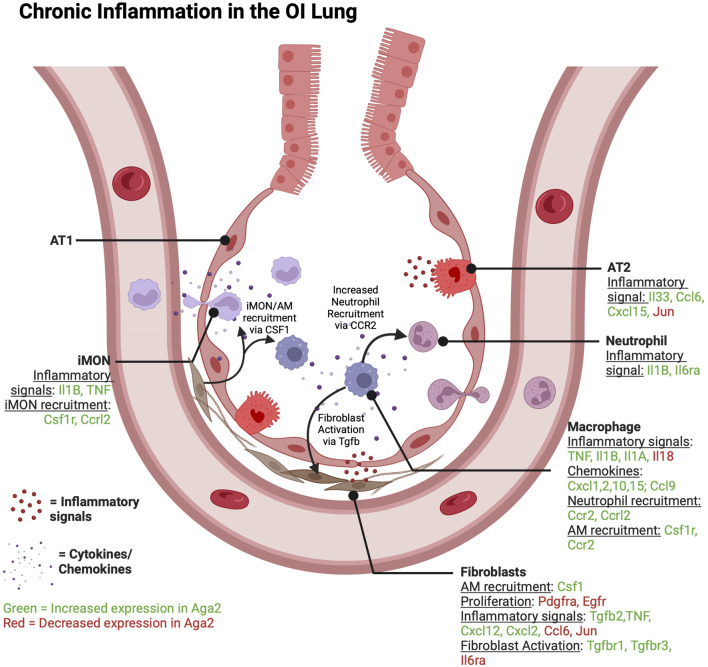
Aga2 lungs show a chronic inflammatory phenotype. Illustration showing increased and decreased markers of inflammation and how Aga2 mouse lungs are an example of chronic inflammation via increased TNF and Il1B signaling activation and recruitment of macrophages and neutrophils into the alveolar space. Immune cells may also play a role in increasing fibroblast activation via the expression of Tgfβ ligand.

We then analyzed fibroblast to AM cell communication. At p5, we saw increased activation of the Tlr2 receptor with Ccn1 signals coming from SCMFs to neutrophils and IMs as well as from AF2s to AMs (Supplementary Figure S9). 

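Ccn1 in p5 SCMF was 502 ± 74.5 CPM in WT and 617 ± 115 CPM in Aga2 mice, a log2 fold change of 0.30 (standard error 0.14, adjusted p = 1.000, edgeR). In AF2 cells it was lower and not called. Itgam in AMs had a log2 fold change of -1.51 (standard error 0.72, adjusted p = 0.506, edgeR).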

Ccn1 signals from the same cells were also paired with Itga5, Itgb2, and Itgam activation in AMs. 

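In p28 AF1 cells Ccn1 was 1411 ± 299.8 CPM in WT and 1110.2 ± 415 CPM in Aga2 mice, a log2 fold change of -0.35 (standard error 0.27, adjusted p = 0.889, edgeR).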

We saw similar patterns at p28 where Ccn1 expression is upregulated in AF1 cells and indicate increased Itga5, Itgb2, and Itgam activation (Supplementary Figures S12, S13). Ccn1 is known to bind to Tlr2, activate inflammation through Il1B and Tnf, and recruit monocytes (Jun and Lau, 2020; Bai et al., 2010). Ccn1 expression is also highly influenced by mechanical stretch of the ECM, particularly in the lung (Morrell et al., 2020). This could point to increased Ccn1 expression in Aga2 fibroblasts as one of the instigators of the chronic inflammation phenotype. We also saw increased Csf1 ligand expression coming from p28 AF1 and AF2 cells, leading to increased expression of the nuclear targets Csf1r, Egr1, Il1b, Jun, and Tnf in Aga2 AMs, all factors involved in increased AM recruitment and overall inflammation (Luca et al., 2021; Garon et al., 2020; Herold et al., 2006; Srivastava et al., 2005; Gordon, 2003) (Supplementary Figures S12, S13). The nuclear target Id1, a gene important to the anti-inflammatory response was decreased in Aga2 AMs (He et al., 2023) (Supplementary Figure S13). When we analyzed the communication of AMs to fibroblasts, we saw an increase in Tgfβ1 expression in AMs and a subsequent increase in the target genes Col1a2, Fzd8, Mmp2, Mrc2, Plod2, Serpine2, Sox4 and Adamts6 in Aga2 AF cells (Supplementary Figure S13). We also saw increased Il1b and Il1a signals from Aga2 AMs resulting in increased expression of target genes Il1b, Tram2, and Ptger4 involved in inflammation, type 1 collagen synthesis, and fibroblast differentiation (Bozyk and Moore, 2011; Stefanovic et al., 2004). Additionally, we observed decreased levels of Pdgfrα and Egfr receptors in AF cells (Figure 5B). These signaling pathways play major roles in AM-Fibroblast communication. Decreased Pdgf and Egf signaling in AFs results in decreased fibroblast proliferation while increased Tgfβ and Il signaling from AMs results in increased fibroblast activation (reviewed in Buechler et al. (2021)) Overall, these data indicate alterations in alveolar macrophage gene expression and communication in Aga2 lungs leading to increased inflammation and inflammatory cell recruitment as well as increased fibroblast activation.

### Scgb1a1 expression is differentially expressed in multiple lung cell types

Scgb1a1 is a secretoglobin also known as club cell secretory protein (Ccsp) that is highly expressed in and commonly used as a marker for distal airway club cells. Recently, it has been shown to be expressed in other lung cell types including immune cells and fibroblasts. In general, Scgb1a1 is known to have anti-inflammatory effects, and reduced levels are seen in COPD and asthma (Martinu et al., 2023).

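Scgb1a1 in p5 AMs was 198 ± 108 CPM in WT and 242 ± 119.9 CPM in Aga2 mice (p = 0.571, exact permutation test, two-sided). In AF1 cells it was 176 ± 105 CPM in WT and 209 ± 97.4 CPM in Aga2 mice (p = 0.629, exact test). It was higher in Aga2 mice in 10 of 11 cell types outside the airway epithelium and lower in SCMF. The smallest p was 0.429. B and T cells, which should not express the gene, held 250.3 CPM in WT and 245.8 CPM in Aga2 mice. After subtraction of that level in the same mouse no direction changed, and the smallest p was 0.0857 (exact permutation test), in AMs, with 48.5 CPM more in Aga2 mice. The median level relative to these cells of the same mouse was 0.740 to 1.68 by cell type. It was above 1 in every mouse in neutrophils, at 1.41 to 1.84, and in AT1 cells, at 1.11 to 3.17.

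**Figure D5:**
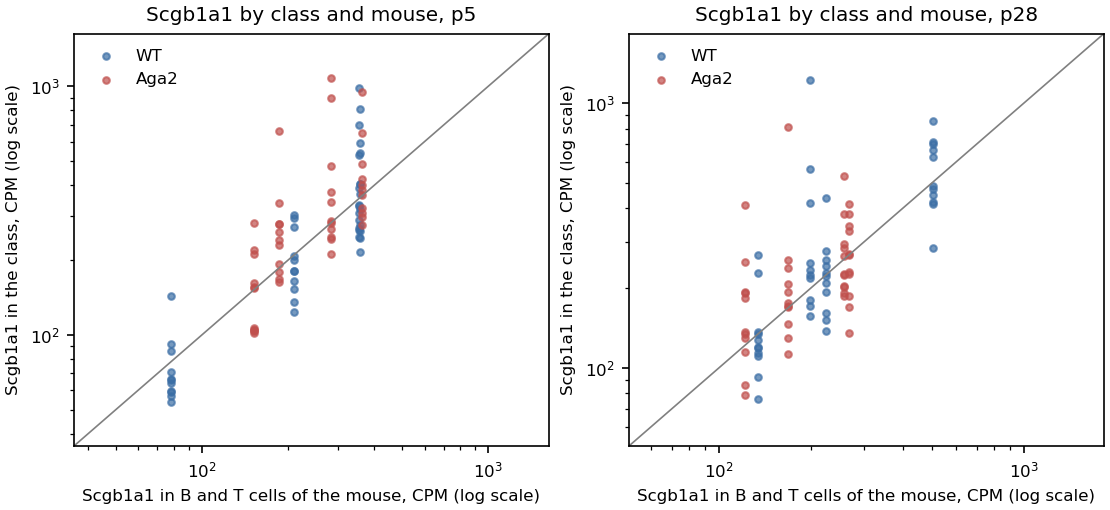
Scgb1a1 in CPM in each cell type outside the airway epithelium against its level in B and T cells of the same mouse, at p5 (left) and p28 (right), on log scales. Each point is 1 cell type of 1 mouse, and the line marks equal levels.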

In our single cell data, we found increased levels of Scgb1a1 in p5 AMs and fibroblasts (red arrows in Figure 5A; Supplementary Figure S13) along with decreased AM expression of Socs-3 (a nuclear target inhibited by Scgb1a1 expression) (Ray et al., 2006). At p28, however, alveolar macrophages as well as neutrophils and T cells showed significantly decreased Scgb1a1 expression along with increased expression of Socs-3 and Ptgs2 in AMs (nuclear targets inhibited by Scgb1a1 expression) (Ray et al., 2006; Mandal et al., 2004). 

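At p28 Scgb1a1 was 230.5 ± 128 CPM in WT and 199 ± 60.6 CPM in Aga2 mice in AMs (p = 0.80, exact permutation test, two-sided). In neutrophils it was 397 ± 228 CPM in WT and 304 ± 111 CPM in Aga2 mice (p = 0.457, exact test). B and T cells held 265.2 CPM in WT and 203.4 CPM in Aga2 mice. After subtraction of that level in the same mouse, the direction changed in AMs, iMON, IM, AF2 and SCMF, and the smallest p over 11 cell types was 0.2. Socs3 in AMs was 20.9 ± 5.89 CPM in WT and 37.9 ± 11.3 CPM in Aga2 mice, a log2 fold change of 0.91 (standard error 0.30, adjusted p = 0.547, edgeR).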

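At p28 Scgb1a1 was lower in Aga2 mice in 11 of 11 cell types outside the airway epithelium, with a smallest p of 0.257 (exact permutation test, two-sided). In AF1 cells it was 280.3 ± 179.8 CPM in WT and 143 ± 44.8 CPM in Aga2 mice. The levels relative to B and T cells ran from 0.655 to 2.02 by cell type, and were above 1 in every mouse in neutrophils, AT1 and AT2 cells. The genotype effect on Scgb1a1 was called as different between p5 and p28 in no cell type by edgeR or DESeq2, and no p was under 0.05 before adjustment. Secretory cells numbered 0 to 21 per p28 mouse, too few for a test.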

We also saw decreased Scgb1a1 expression in Aga2 p28 fibroblasts, AT1, and Club cells (red arrows in Figure 5B; Supplementary Figure S13). Reduced expression of Scgb1a1 results in early expression of inflammatory pathways and increased release of cytokines and chemokines including Il1b and Tnfα associated with obstructive lung disease (Xu et al., 2020). This data is consistent with the increased inflammation specifically through Il1b and Tnf signaling seen in Aga2 AM cells in our single cell analysis. These results indicate that inflammation and the reduction of Scgb1a1 could play a role in why OI patients have lung insufficiency and do worse in the face of lung damage.

## Discussion

Pulmonary complications significantly cause mortality in OI and studies show phenotypic heterogeneity with more severe outcomes associated with the severe progressive deforming (type III) and moderately affected (type IV) forms of OI, respectively. Even patients with mild OI (type I) show decreased pulmonary function and complications, with increased mortality even in the absence of spinal and rib deformations, the same trend as observed in more severe forms of OI (Thiele et al., 2012). Multiple OI mouse models display intrinsic pulmonary abnormalities. The *Col1a1* ^*Jrt/+*^ mouse displayed alveolar hypoplasia and the *Crtap* ^*−/−*^ mouse showed functional lung abnormalities that resembled both restrictive and obstructive disease that could be partially rescued with anti-TGFβ treatment (Baglole et al., 2018; Bald et al., 2010) Aga2 mice exhibit a range of phenotypic severity. Studies of the severe form, but not milder forms of the Aga2 mouse, uncovered diffuse pulmonary hemorrhage and inflammation along with disorganized ECM and respiratory failure (Thiele et al., 2012). The difference between the moderate versus severe phenotype in Aga2 mice is poorly understood and the severe phenotype was rarely seen in our colony. Therefore, we only studied the lungs of moderately effected Aga2 mice to report on a population that is more representative of the Aga2 mouse model. In this study, we found increased alveolar spacing in Aga2 lungs at postnatal day p28 resulting in an emphysematous phenotype. By performing scRNAseq analysis, we were able to show that the Aga2 lung exhibited alterations in fibroblast and epithelial cell differentiation, altered ECM component expression, as well as an increase in inflammation and inflammatory cell recruitment, a hallmark of the lung diseases emphysema, COPD, and cystic fibrosis.

The interstitial ECM of alveoli is composed mainly of type I and type III collagens, which provide the hysteresis and viscoelasticity necessary for respiration as well as governing cell-matrix adhesions through interactions with integrins (Frantz et al., 2010; Bosman and Stamenkovic, 2003). The behavior of lung cell types that include fibroblasts, macrophages, endothelial, and epithelial cells change based on matrix stiffness in both diseased and normal lung tissues (reviewed in Burgstaller et al. (2017)). Further, compositional changes in the lung ECM have been tied to several congenital and progressive diseases such as idiopathic pulmonary fibrosis (IPF), chronic obstructive pulmonary disease (COPD), pulmonary arterial hypertension (PAH), and asthma (reviewed in Burgstaller et al. (2017)) many of which show increased expression of ECM components. In this study, Aga2 fibroblasts had significantly decreased expression of type 1 collagen. These data complement our earlier findings in Aga2 cartilage as well as *Thiele et al.* showing decreased RNA expression specifically of the mutant Col1a1 allele in Aga2 mouse heart and lung tissues. However, because lung cells express low levels of type 1 collagen, we may also more easily see increased Col1a1 expression in certain cell types as a compensatory mechanism for the overall decrease in Col1a1 protein. But fibroblasts also showed increased expression of type III, IV, V, VI, and XXVII collagens, as well as Fibrillin-1 (Fn1) and Elastin (Eln), other established ECM proteins. These changes in expression likely lead to tissue-wide effects on cell function as well as overall lung biomechanics.

Within the lung interstitium, fibroblasts are the most commonly found cell type and responsible for ECM secretion during lung development and homeostasis while also serving as effector cells during injury or repair (reviewed in Mammoto and Mammoto (2019)) They also play a major role in epithelial cell development and renewal. During early postnatal development (p5) of the Aga2 lung, we found overall that Aga2 fibroblasts displayed a quiescent cell state with a reduction in metabolism and reduced differentiation. However at p5, epithelial cells were altered with a significant decrease in the number of AT2/AT1 transition epithelial cells as well as increased expression of epithelial cell differentiation markers in club, AT2, and AT2/AT1 cells along with increased MAPK signaling enrichment, implying increased differentiation. Though we do not see an emphysemous phenotype in the developing lung at p5, our study shows altered fibroblast and epithelial development as well as early signs of inflammation in the Aga2 lung that could lead to changes we see in the mature lung.

In the mature Aga2 OI lung at p28, we saw an increase in fibroblast activation and differentiation to myofibroblasts. AF1 cells at p28 showed decreased expression of several signaling pathways whose downregulation is important to fibroblast activation including MAPK, FoxO, Pi3k-AKT, and Rap1, suggesting accelerated differentiation. Conversely, we saw increased enrichment of these same pathways along with Hippo and Tgfβ signaling in Aga2 SCMFs, which could result in increased inflammation. Interestingly, we did not see major expression or pathway activation changes in AF2 cells even though they are the highest expressors of type I collagen. We did, however, see indications of increased ER stress suggesting that protein misfolding may be playing the largest role in the Aga2 AF2 phenotype. Overall, the major pathways involved in alveolar fibroblast differentiation were increased in Aga2 lungs at p28 are likely due to a cascade of signaling alterations caused by ECM alterations and the expression of both decreased and mutant type I collagen. With their importance in ECM secretion, the accelerated differentiation of Aga2 fibroblasts could affect overall lung structure or development.

At p28, we saw increased numbers of AT2 cells and decreased AT1 cells. Aga2 AT2 cells also show decreased markers of differentiation. Fibroblasts physically interact with AT2 and support capillary structures through the remodeling of local ECM components, thereby supplying growth factors necessary to maintain alveolar homeostasis (reviewed in Mammoto and Mammoto (2019)). In our study, we saw increased Wnt5a expression from Aga2 p28 AF1 fibroblasts and using MultiNicheNet analysis, showed that Wnt5a activation of WNT signaling also occurs in AT2 cells. Wnt5a expression by alveolar fibroblasts has been shown to prevent AT2 to AT1 cell differentiation. Increased expression of Wnt5a by AFI cells may be contributing to this altered mechanism. This impaired AT2 to AT1 transition was described in a mouse model of COPD that exhibited increased alveolar spacing (Yu et al., 2022). This study also saw a decrease in MAPK signaling activation in AT2 cells following COPD induction (Yu et al., 2022). A previous study showed that increased mechanical tension activated MAPK signaling in AT2 cells and induced alveolar regeneration following pneumonectomy. Whereas with reduced mechanical tension they observed decreased MAPK signaling and AT2 differentiation (Liu et al., 2016). Our analysis shows decreased MAPK signaling in Aga2 AT2 cells. Because it is known that MAPK signaling is modulating by mechanical tension, the decrease in signaling could be the result of a reduction in lung mechanical tension due to decreased type 1 collagen expression and increased elastin expression resulting in reduced AT2 cell differentiation (Burkholder, 2007). Although we saw decreased type I collagen and increased Eln expression at both timepoints, the ECM plays different roles in the developing versus the mature lung. Whereas mechanical stretching from amniotic fluid and air is important to induce epithelial differentiation in the developing alveolar sacs, once the lung structure is established decreased mechanical tension results in decreased epithelial differentiation. Overall, the mature Aga2 lung showed increased fibroblast activation and decreased epithelial differentiation. These two processes play major roles in the resolution of lung damage through the formation of fibrotic tissue to stabilize the damage and renewal of epithelial cells through proliferation and differentiation (Lucas et al., 2020).

*Thiele et al.* performed cDNA-chip-based expression profiling of whole lungs from p11 *Aga2* and WT mice and discovered dysregulation of 149 genes (Thiele et al., 2012). The results showed increased ECM-related transcript expression, markers for inflammation and wound-healing, as well as hypoxia. Our single cell analysis also revealed increased expression of ECM related transcripts, inflammatory markers, increased numbers of multiple inflammatory cell types, and increased expression of genes in fibroblast and epithelial cells known to recruit and activate inflammatory cells. Inflammation in the OI lung is, in mice or humans, understudied. Chronic inflammation is well studied in more common diseases like COPD and cystic fibrosis, and both the developing and mature Aga2 OI lung showed many of the same characteristics as other mouse models of these diseases (Oz et al., 2022; Yu et al., 2022; Xu et al., 2024; Petrocheilou et al., 2022). Increased neutrophil numbers and Ccr2 expression are hallmarks of cystic fibrosis, which was seen in our Aga2 lungs (Oz et al., 2022). The Aga2 lungs showed increased communication between AMs and alveolar fibroblasts using Tnfsf12 and Tnfrsf12a, respectively, which promotes inflammation, fibroblast proliferation, and secretion of collagen as seen in COVID-19 (Guo et al., 2024). Increased Toll-like receptor expression is closely associated with cystic fibrosis, COPD, and asthma (Arora et al., 2019). NLR signaling downstream of TLR signaling is known as a ‘master regulator’ of inflammation and is also closely associated with the inflammatory lung phenotypes COPD, pneumonia, and asthma (Saxena and Yeretssian, 2014; Chaput et al., 2013). We further saw increased expression of Pycard, Casp1, and Nlrp3 in Aga2 immune cells, which are downstream of NLR signaling activation suggesting increased inflammasome activation which plays a key role in COPD (Zheng et al., 2020; dos Santos et al., 2012). It is unclear where the chronic inflammation begins, however, the data points to the possibility of increased Ccn1 expression by Aga2 fibroblasts due to altered ECM mechanics affecting integrin signaling and activating of TLR signaling in Aga2 immune cells.

Chronic inflammation could also be affecting epithelial cells in the OI lung. Inflammation can cause damage to tight junctions during homeostasis, increasing permeability and leakage of fluids into the surrounding tissues (Coyne et al., 2003; Carson et al., 1990). This is reflected in our data with the increased expression of Cldn3 in Aga2 p28 AT2 cells, and Cldn5 in Aga2 p5 club cells (Wittekindt, 2017; Wray et al., 2009). Cldn3 and Cldn5 are tight junction claudins expressed in lung airway and alveolar epithelial cells whose upregulation can result in increased epithelial barrier permeabilization. This may allow more cytokines and chemokines from fibroblasts to flow into the alveolar space. Inflamed epithelial cells will also further release pro-inflammatory cytokines including TNFα and Il-1β, amplifying the inflammatory response and recruiting neutrophils and macrophages (Burgoyne et al., 2021; Whitsett and Alenghat, 2015). In what is generally understood concerning inflammatory disease, it is epithelial cell damage that induces an inflammatory state in the lung recruiting immune cells and activating differentiation (Whitsett and Alenghat, 2015). However, it is possible that in Aga2 lungs, inflammatory signals begin from the fibroblasts as a result of abnormal type 1 collagen expression, but this question remains to be explored.

An interesting finding in our data was the differential expression of Scgb1a1 in multiple cell types. At p5 Scgb1a1 expression was increased while at p28 it was decreased. How expression is regulated is not well known although connections with Hippo signaling and Foxa2 expression have been recently made (Zhu et al., 2019; Chung et al., 2013). However, we did not see changes in Foxa2 or Hippo signaling in our data. What is known is that Scgb1a1 plays an anti-inflammatory role in the lung and is downregulated in COPD, cystic fibrosis, and asthma but upregulated in pulmonary fibrosis (Martinu et al., 2023). As a component of pulmonary surfactant and highly expressed in airway Club cells, Scgb1a1 reduces inflammation through the sequestration of prostaglandins and inhibition of NF-κB in the alveolar space (Mootz et al., 2022; Mandal et al., 2005). It is also an inhibitor of Socs-3, which plays a major role in initiating the Th2 immune response and is upregulated in p28 AMs (Ray et al., 2006; Seki et al., 2003). Ptgs2 expression is also inhibited by SCGB1A1 and increased in p28 Aga2 neutrophils (Mandal et al., 2004). PTGS2 is a key enzyme in the synthesis of inflammatory lipid mediators and has been associated with epithelial barrier disruption (Mandal et al., 2004; Park et al., 2007). Why Scgb1a1 is increased in the p5 lung is unclear but could be related to the increased differentiation of Club cells at this timepoint. It is also unclear why Scgb1a1 shows significantly reduced expression in Aga2 p28 lungs. It is possible that the induction of inflammation results in reduced Scgb1a1 expression as has been shown previously, but this mechanism is still tenuous (Lensmar et al., 2000). What is clear is that induction of Scgb1a1 expression has become a promising therapeutic target especially for COPD, cystic fibrosis, and asthma (Martinu et al., 2023; Laucho-Contreras et al., 2016).

In our study we show that Aga2 mouse shows an emphysemous lung phenotype and, using single cell RNA sequencing, we identified alterations in fibroblast and epithelial cell differentiation as well as a chronic inflammatory phenotype. From our data, we were able to elucidate the effect of abnormal type I collagen expression on the Aga2 lung as well as make connections with other inflammatory lung diseases like emphysema, COPD, and cystic fibrosis. In general, the OI lung phenotype does not fully replicate any of the more common lung diseases, implying that understanding the commonality and differences in the OI lung will help guide treatments. We hope that by using modern sequencing technology our study can inform clinical care of OI patients with respiratory insufficiency and prevent early mortality.

## Methods

### Histological analysis/MLI quantification

Paraffin-embedded whole lungs from p28 mice were sectioned at 5 μm and then stained for morphology via Hematoxylin and Eosin staining. MLI quantification was performed using the Fiji/ImageJ package. Eight horizontal and 10 vertical lines of size 745.28 μm and 558.96 μm, respectively, were generated on at least 10 histological fields per mouse lung paraffin embedded lung section H&E images. Intersections were quantified via thresholding and chord measurements. The equation used to determine MLI was *L*_m_ = [*N* horizontally + *N* vertically) × L]/I, where *N* is the number of times the transverse were placed on the tissue, L is length of the transverses, and I is the sum of all intercepts from each field (Dunnill, 1962).

#### ScRNA-seq analysis

Initial data processing was completed using the Cell Ranger pipeline (10x Genomics) for demultiplexing, barcode assignment, and unique molecular identifier quantification. Downstream analyses were performed using Seurat V5. Cells with >6,000 and <200 expressed genes as well as >10% mitochondrial transcripts were excluded (Supplementary Figure S12). Ribosomal genes were not removed and cell cycle correction was not performed. No batch effects were detected and therefore no batch correction was performed. Data normalization for clustering was performed using the SCTransform normalization method. Differential expression profiles derived from normalized RNA counts were analyzed using EnrichR for KEGG pathway analysis, and GSEA for GO and Human Disease analysis. Cell communication analysis was performed using the MultiNichenetr package, which uses the differential expression between conditions and ligand-receptor pairs for prioritization (https://github.com/saeyslab/multinichenetr).

### RNAscope analysis/epithelial cell quantification

RNAscope analysis was performed on whole lung samples fixed in 4% paraformaldehyde overnight followed by paraffin embedding. Lung sections were probed using the RNAscope Multiplex Fluorescent V2 assay from ACDBio. The standard protocol was followed. RNAscope-processed slides were imaged at ×20 original magnification using the Echo Revolution microscope, and images were processed using Adobe Photoshop. Probes used were Col1a1 (catalog 319371), Sftpc (catalog 314101), Ager (catalog 550791), Tcf21 (catalog 508661), Mfap5 (catalog 490211). Three WT and four Aga2 lung samples were separately imaged with the *Echo Revolve* microscope. To optimize the cell counting procedure for DAPI-stained cells, a section size of 214.428 µm × 178.926 µm was selected, roughly one-fourth of an individual field size at 20x for the *Echo Revolve*. To account for small differences in magnification across samples, *Adobe Photoshop* was used to measure scale bars in order to convert section sizes for equal sampling of cells across the lung area. A total of ten sections were randomly chosen from the distal regions of the lung for each sample, and then separately cropped for individual analysis of total cell count (DAPI), AT1 cells (FITC), and AT2 cells (TX RED). *Fiji ImageJ* was used for all the cell quantification. Total cells were quantified first through *ImageJ*’s Particle Analysis function. Images were thresholded at variable intervals to increase contrast between the cells and background before undergoing Dilation and Watershed separation. After thresholding, particle analysis parameters were consistently set at [100-Infinity] pixel units for size and [0.30–1.00] for circularity, generating an image overlay estimating circular regions of cells. Each section was then individually analyzed to add individual cell counts from marked clusters. AT1 and AT2 cells were hand-counted using the *Cell Counter* plugin. Technical replicates were conducted by taking another set of ten random sections from each sample and performing the same analyses for cell counts.

### Statistics

MLI and epithelial cell counts data were acquired using ImageJ (NIH) and analyzed using GraphPad Prism using the Student’s t-test (2 tailed) to determine significance. Data represent mean ± SD. scRNASeq data were analyzed, visualized, and statistically compared using R and the Seurat V5 package. *P* < 0.05 was considered significant.

## Data Availability

scRNA-Seq data sets have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (accession number: GSE304840, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304840). Supporting analytic code can be accessed on GitHub (https://github.com/jenzieba/Cartilage_ScRNAseq; commit ID c79e0b9). All data associated with this study are present in the paper, Supporting Data Values file, Supplementary Datas S1–S8, or public repositories. Please contact the corresponding author for reagents and resources generated in this study.

# Supplementary material for: Lung scRNA-seq reveals chronic inflammation and emphysemous phenotype in mice with osteogenesis imperfecta
**Source:** Front Genet. 2026 Feb 26;17:1713393. doi: 10.3389/fgene.2026.1713393
**Supplement:** Supplementary file 2

## **Supplemental methods:**

### **Generation of Mice**

*Aga2+/-* animals were received as a gift from the Jacobsen laboratory at Harvard Medical School in Boston, Massachusetts and maintained on a C57BL/6J background (18). The *Aga2+/-* colony was maintained through mutant alleles only passed through males. UCLA follows the PHS Policy that requires that all institutions base their animal care and use programs on the Guide for the Care and Use of Laboratory Animals, and that euthanasia be consistent with the American Veterinary Medical Association (AVMA) Guidelines on Euthanasia. The animals were monitored at least once daily and once during the weekend by personnel associated with this proposal, and by the veterinary and technical staff of the UCLA Department of Laboratory Animal Medicine. Fresh water and food were supplied for consumption as needed, and visibly unhealthy animals were removed immediately and euthanized by inhalation. Sentinel animals are used for detailed serological testing to ensure that the colony remains pathogen free.

### **Tissue collection, dissociation for single cell RNAseq**

Lung tissue was perfused with sterile saline from the right to the left ventricle of the heart and subsequently inflated via a catheter in the trachea by an enzyme mix containing Collagenase/Dispase (2.5 mg/ml), and DNase (30 µg/ml) in PBS. After tying off the trachea, the lung was removed and immediately minced to small pieces (approximately 1 mm<sup>2</sup>). The tissue was transferred into 4 ml enzyme mix for enzymatic digestion for 30-60 min at 37 °C. Enzyme activity was inhibited by adding 5 ml of phosphate-buffered saline (PBS) supplemented with 10% fetal calf serum (FCS). Dissociated cells in suspension were passed through a 70 µm

strainer and centrifuged at  $500 \times g$  for 5 min at  $4^{\circ}\text{C}$ . Red blood cell lysis (Thermo Fisher 00-4333-57) was done for 2 min and stopped with 10% FCS in PBS. After another centrifugation for 5 min at  $500 \times g$  ( $4^{\circ}\text{C}$ ) the cells were counted and critically assessed for single-cell separation and viability. Cell numbers and viability were quantified and only samples with greater than 80% cell viability were used for subsequent cell encapsulation and library construction. Cells were encapsulated into emulsion droplets by Chromium Controller (10x Genomics) and libraries were constructed using the 10X Genomics Chromium Single Cell 3' v3 reagent kit. cDNA libraries were sequenced in a Novaseq S2 sequencer using 100-cycle paired-end reads, generating ~45,000 reads per cell with a total of ~10,000 cells per sample.

## Supplemental Figures

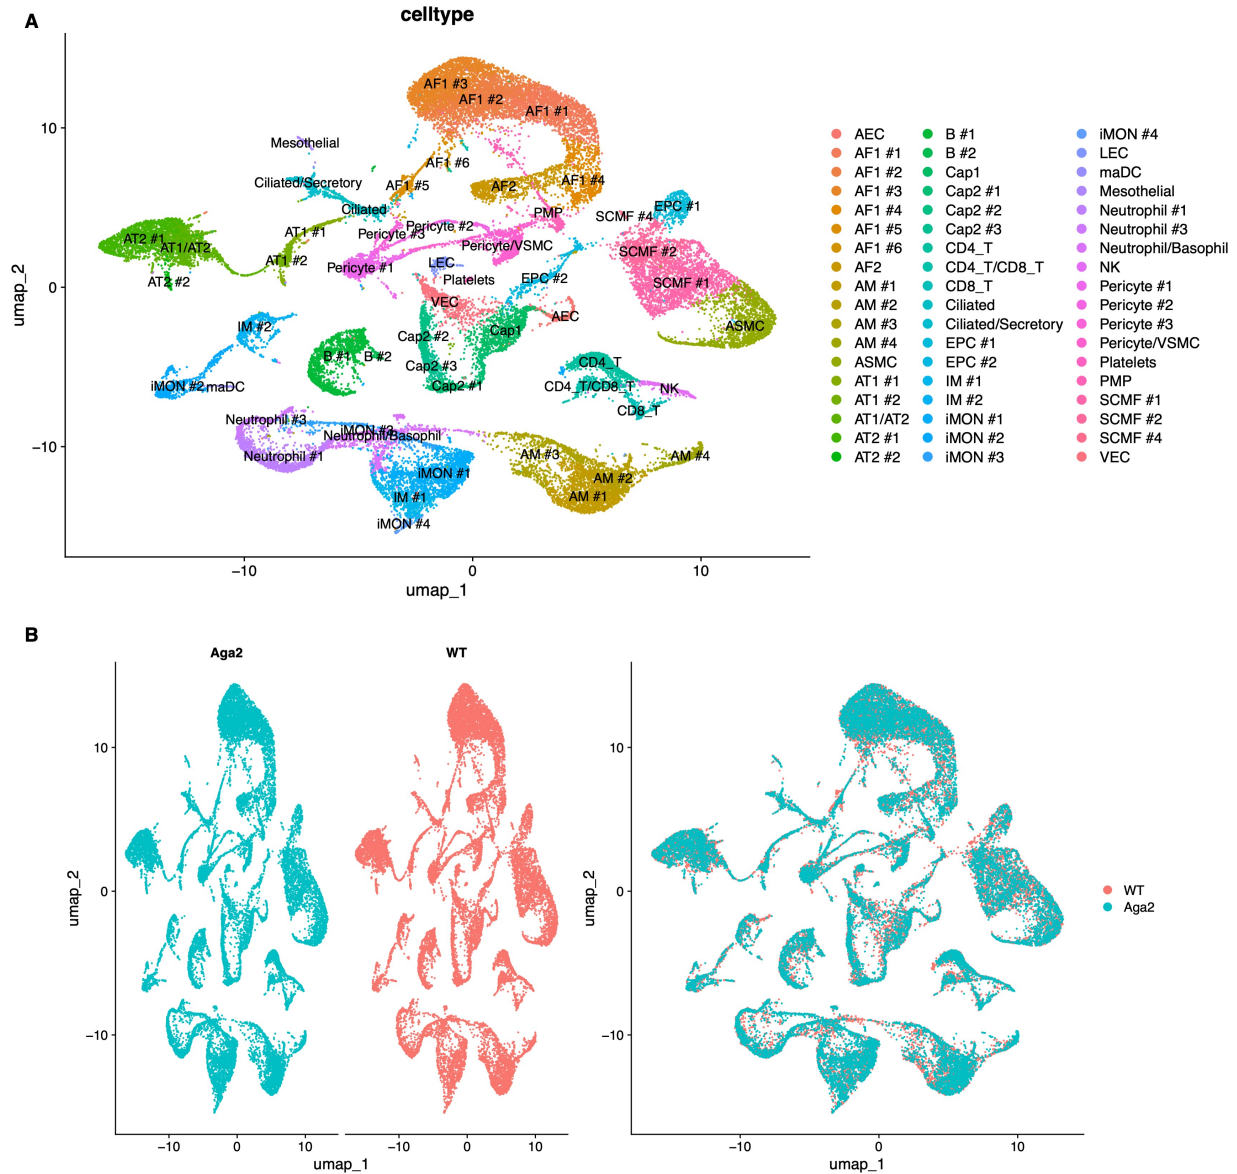

**Supplemental Figure 1:** scRNA-seq analysis of P5 WT and Aga2 lungs (A,B) Cell clusters from scRNA-Seq analysis visualized by uniform manifold approximation and projection (UMAP). N = 4 for each genotype (B) UMAP plots of Aga2 and WT samples split (left) and overlaid (right) indicating a roughly equal distribution of both genotypes in all clusters.

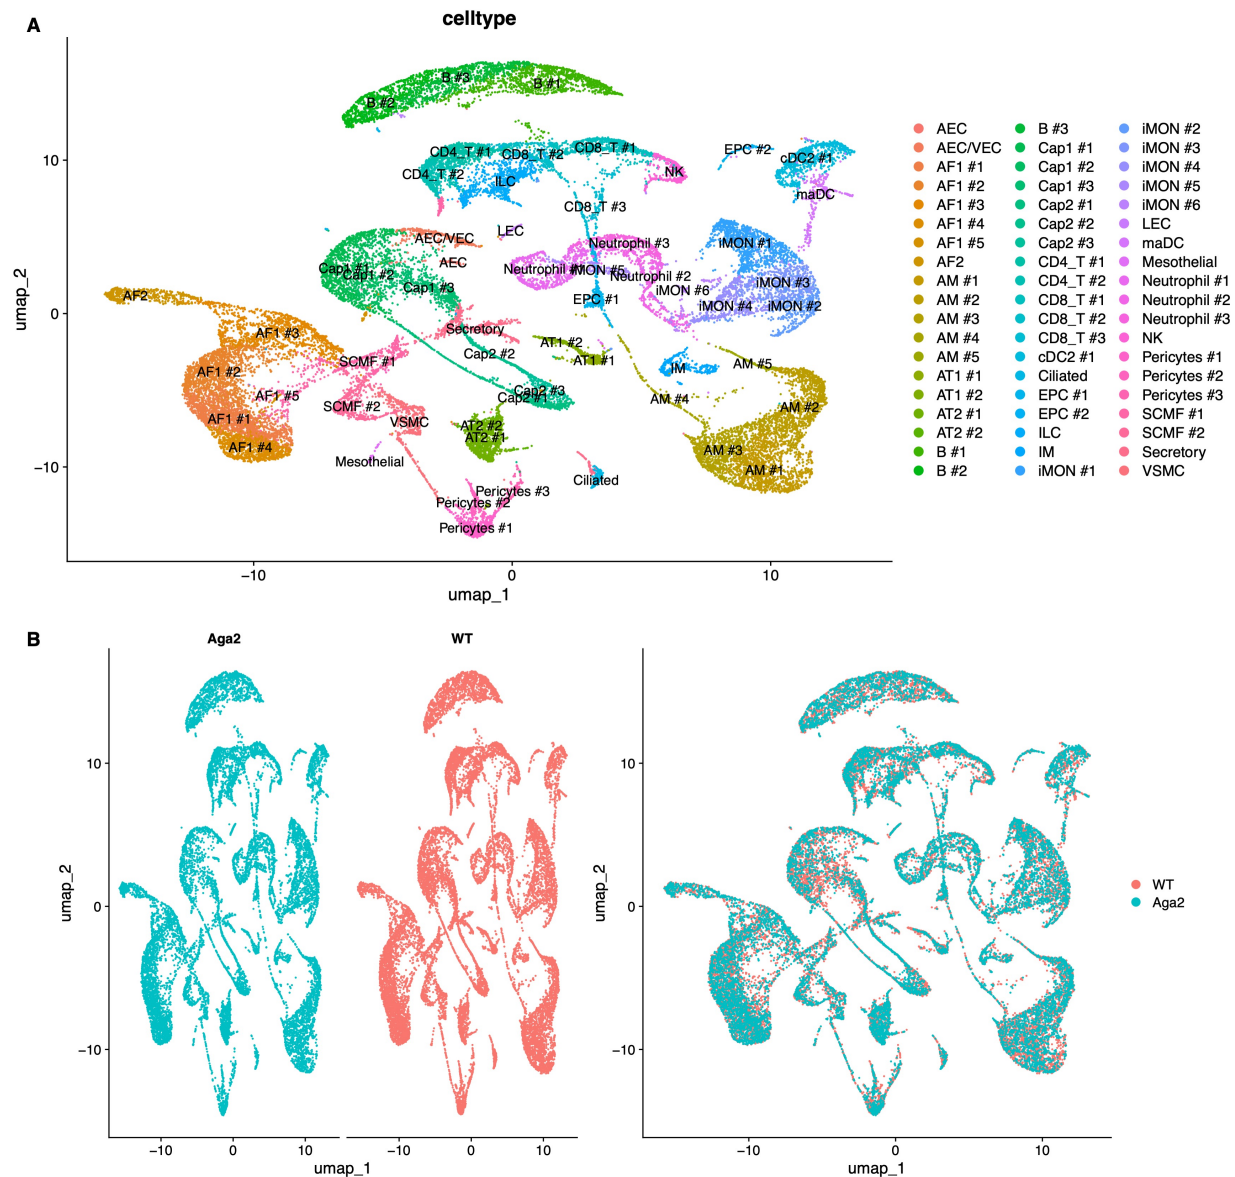

**Supplemental Figure 2:** scRNA-seq analysis of P28 WT and Aga2 lungs (A,B) Cell clusters from scRNA-Seq analysis visualized by uniform manifold approximation and projection (UMAP). N = 4 for each genotype (B) UMAP plots of Aga2 and WT samples split (left) and overlaid (right) indicating a roughly equal distribution of both genotypes in all clusters.

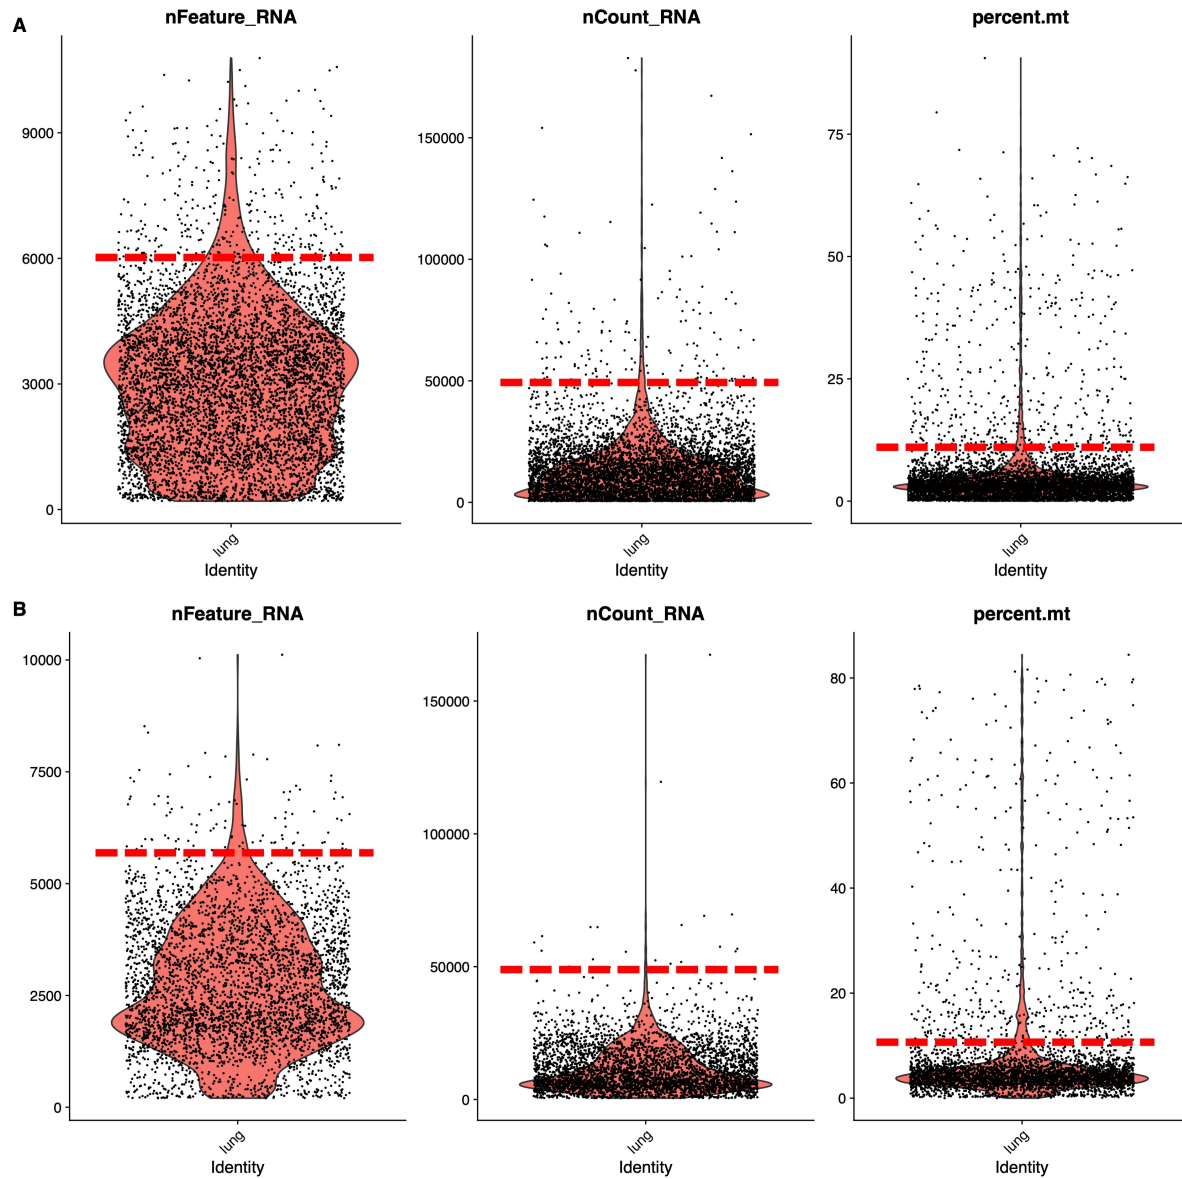

**Supplemental Figure 3:** Violin plots of (A) p5 and (B) p28 gene counts per cell (`nFeature_RNA`), RNA counts per cell (`nCount_RNA`), and percentage of mitochondrial genes per cell (`percent.mt`). Red dashed lines indicate the upper threshold used for initial QC of scRNAseq data prior to analysis.

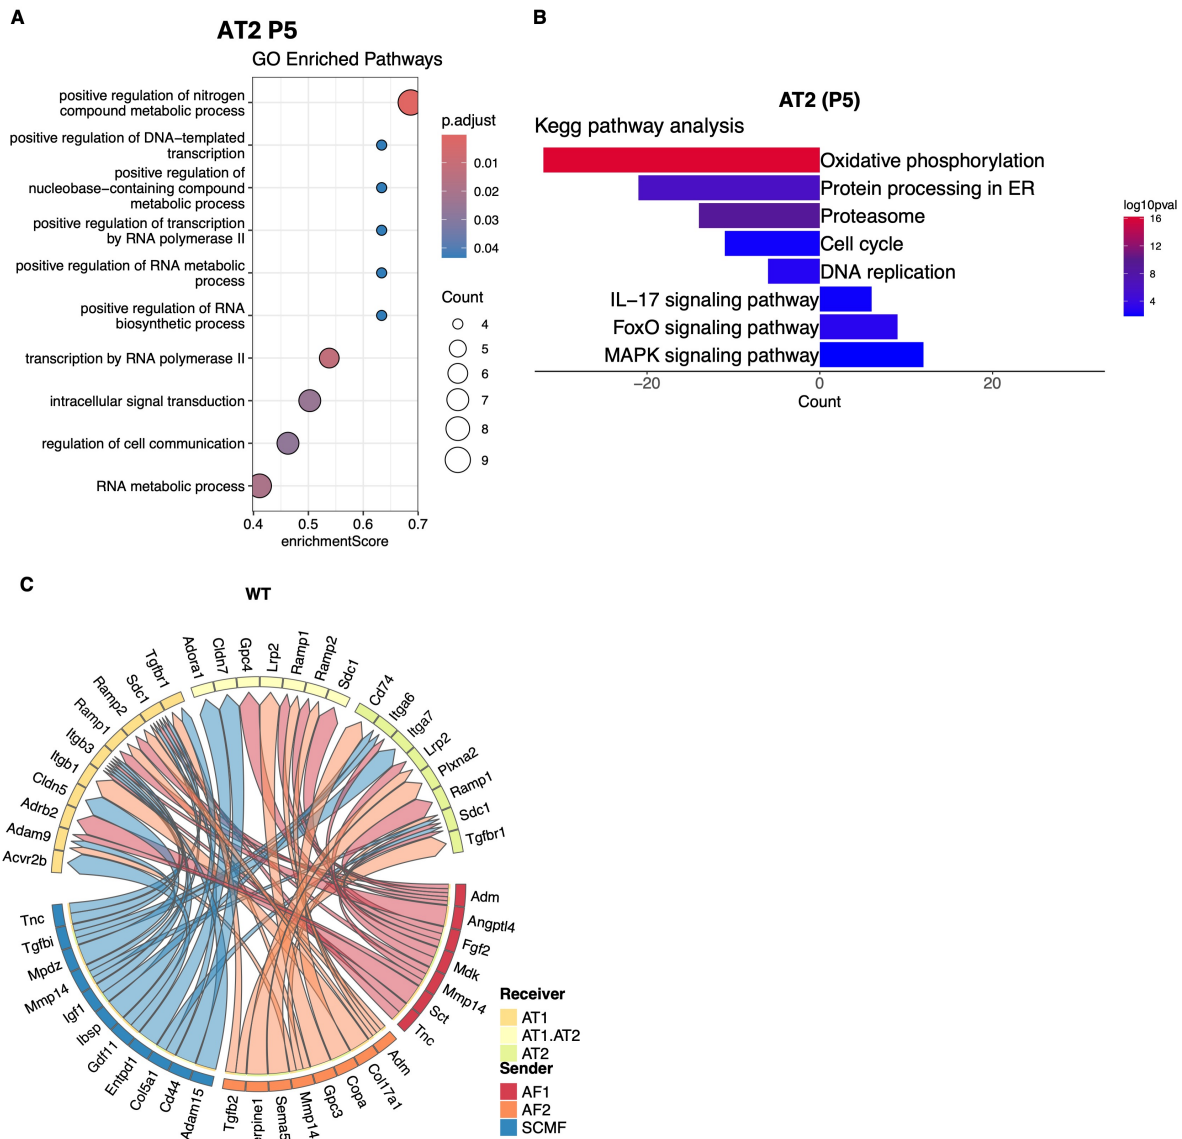

**Supplemental Figure 5:** (A,B) Top relevant enriched GO and KEGG pathway analysis terms in differential expression between WT and Aga2 in p5 AT2 epithelial cells. (C) Circos plot showing inferred downregulated in Aga2 cell communication via MultiNicheNet analysis. Receiver epithelial cells with decreased expression of signaling receptors and downstream targets are connected to the fibroblast sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same.

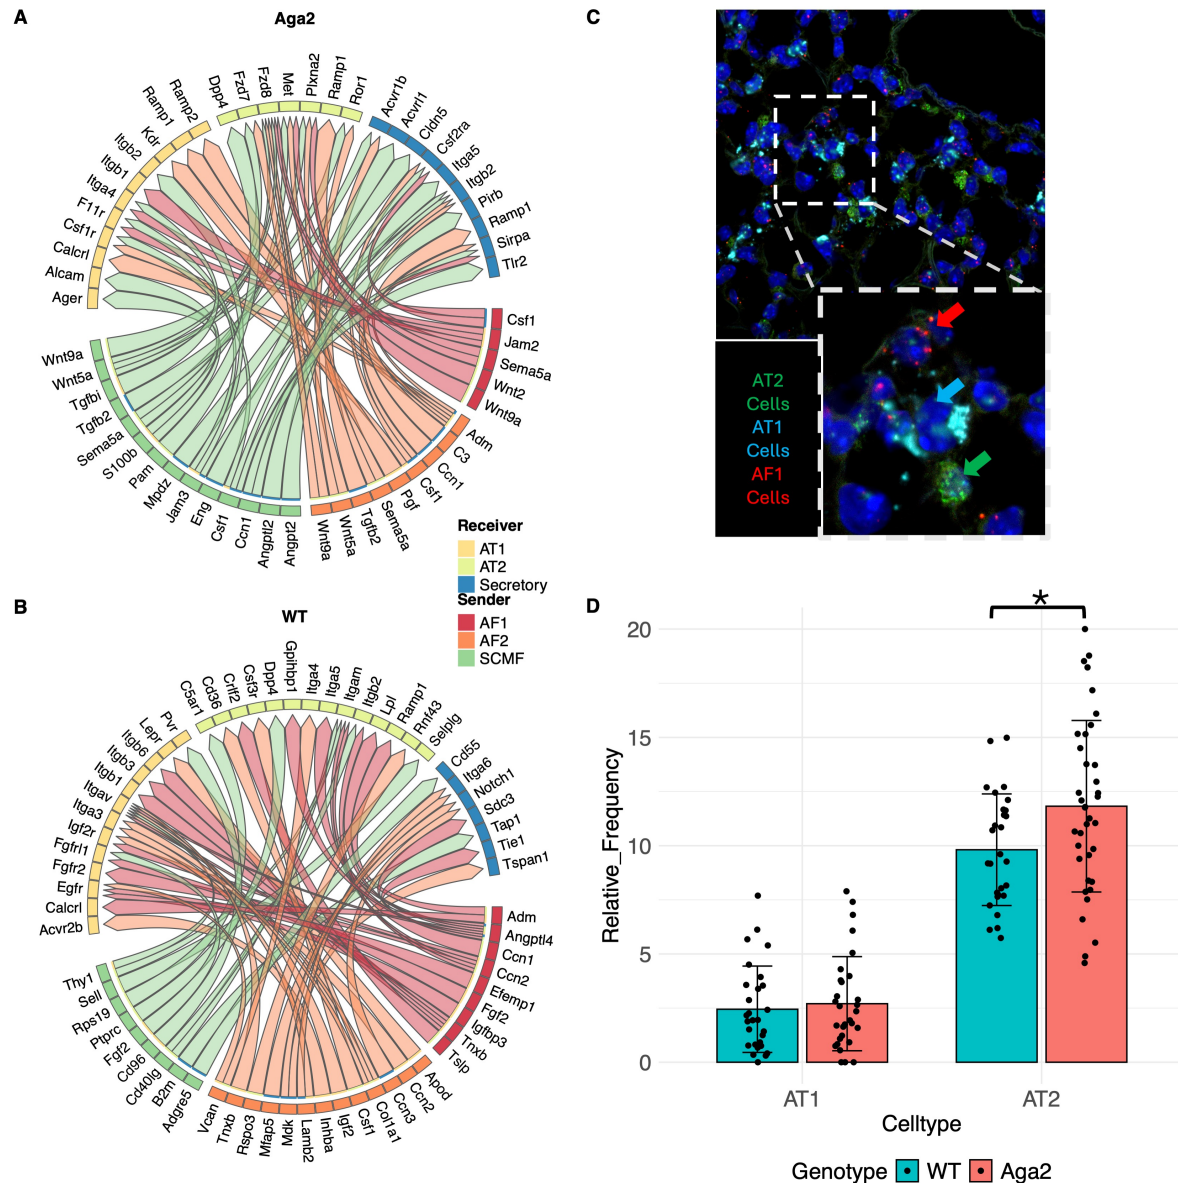

**Supplemental figure 6:** (A,B) Circos plot showing inferred upregulated (A) and downregulated (B) pathways in Aga2 cell communication via MultiNicheNet analysis. Receiver epithelial cells with decreased expression of signaling receptors and downstream targets are connected to the fibroblast sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same. (C) RNAscope for *Sftpc* (green, AT2) costained with *Ager* (cyan, AT1), *Tcf21* (red, AF1), and DAPI (blue) indicating the close physical proximity of fibroblasts and epithelial cells in the P28 mouse lung. (D) Quantification of AT1 and AT2 cell numbers at P28 in WT and Aga2 lungs. \* =  $p < 0.05$ , bars represent mean  $\pm$  SD. N = 3 WT, 4 Aga2 with 10 fields quantified in each biological replicate.

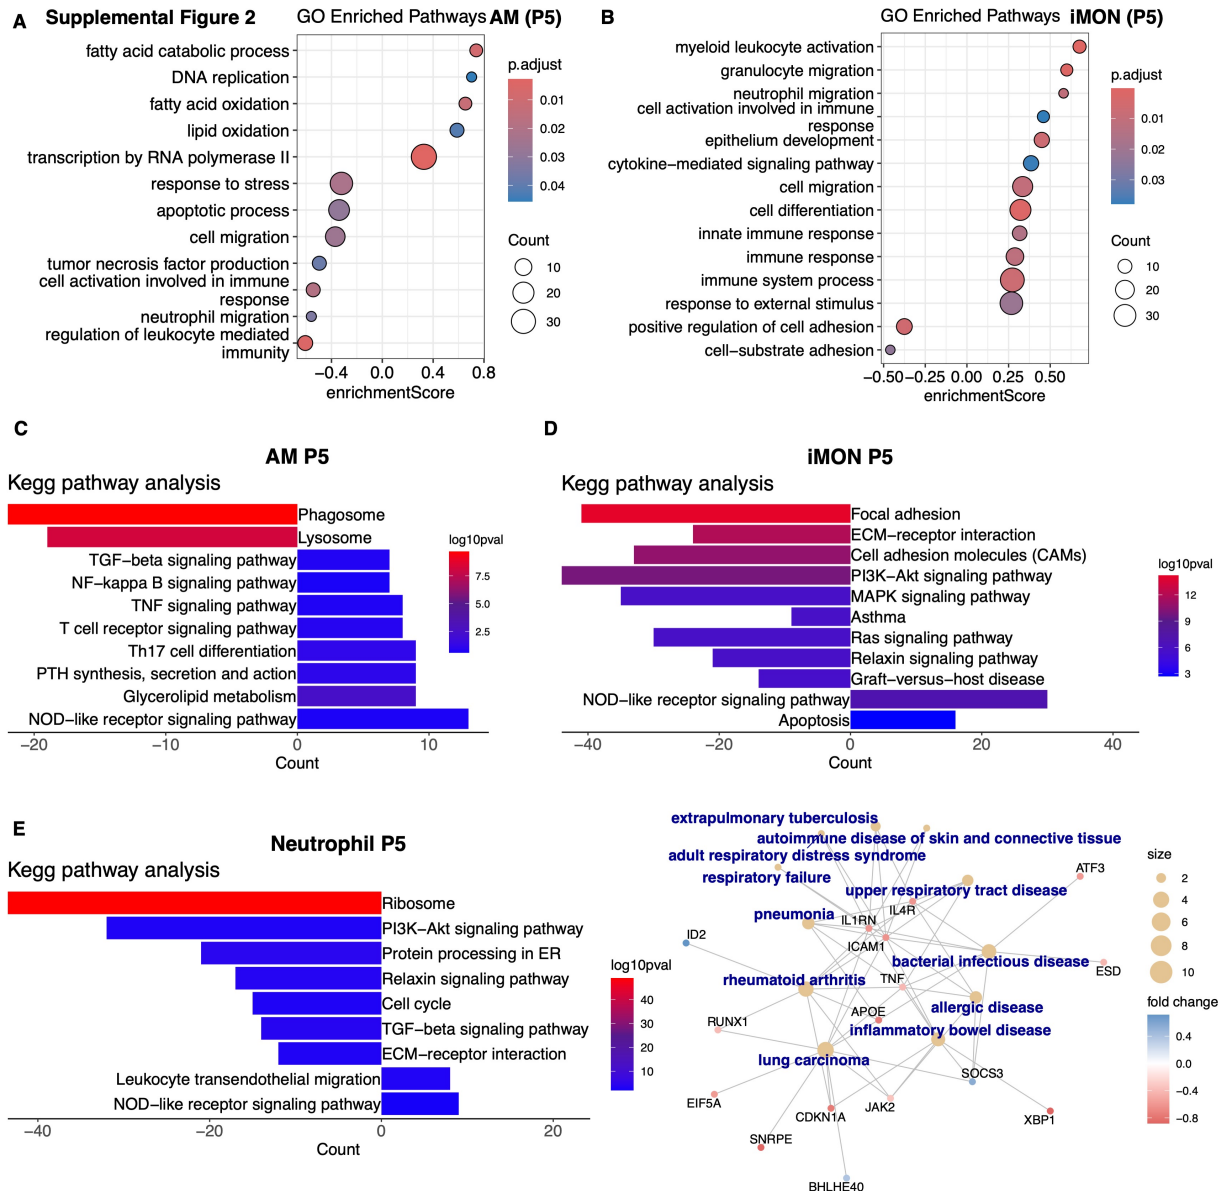

**Supplemental Figure 7:** (A-E) Top relevant enriched GO and KEGG pathway analysis terms in differential expression between WT and Aga2 in p5 immune cells. (F) CNET plot of top relevant enriched human diseases in differential expression between WT and Aga2 in p5 neutrophils.

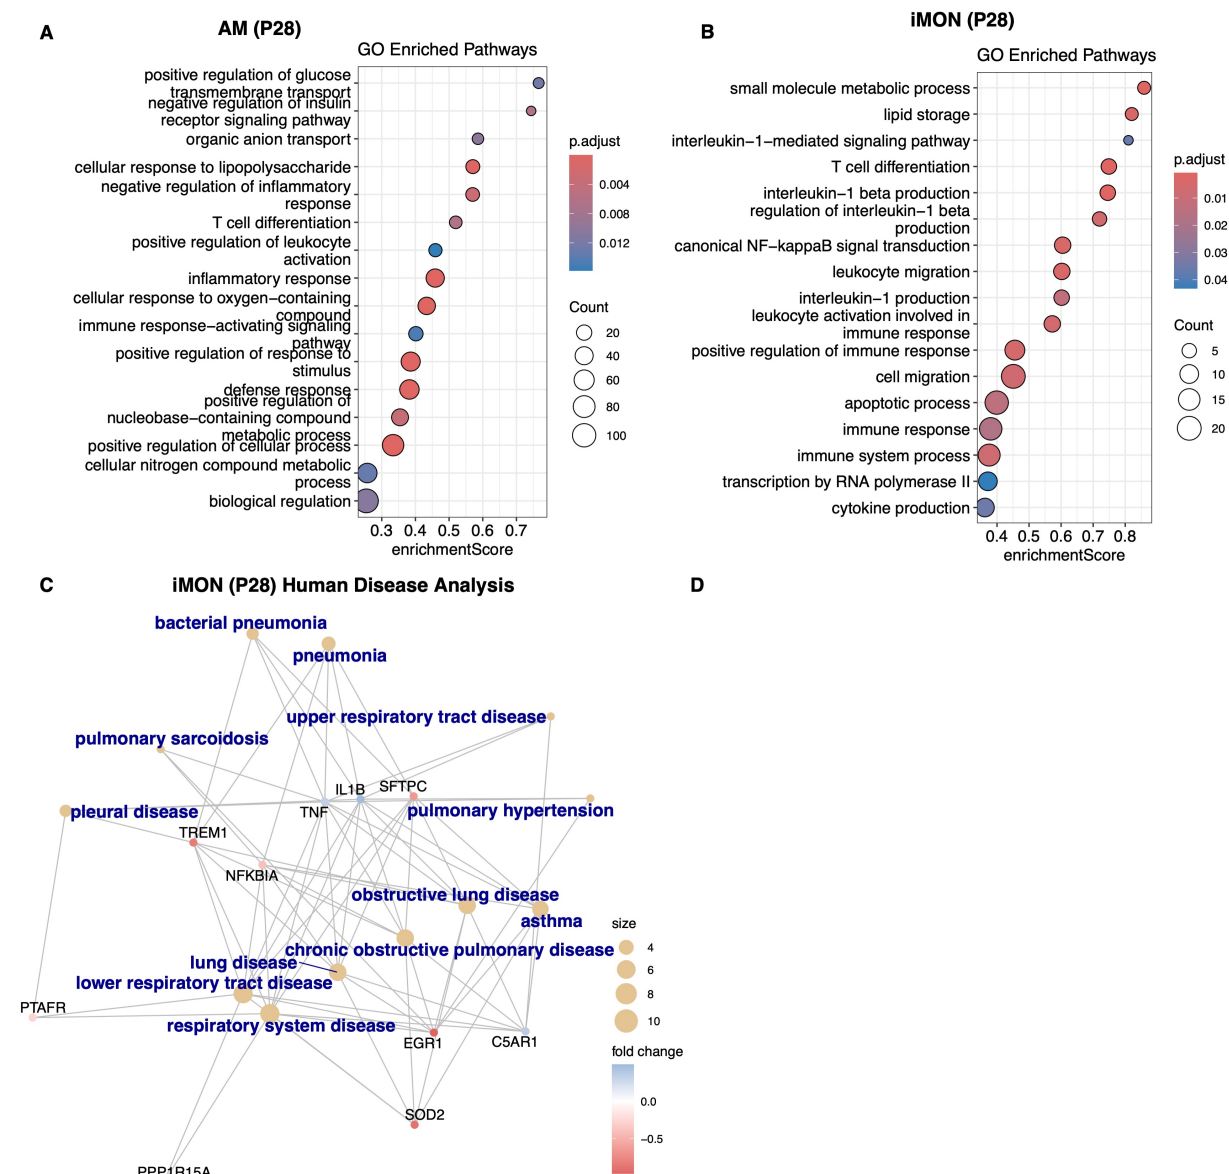

**Supplemental Figure 8:** (A,B) Top relevant enriched GO pathway analysis terms in differential expression between WT and Aga2 in p28 immune cells. (C) CNET plot of top relevant enriched human diseases in differential expression between WT and Aga2 in p28 iMONs.

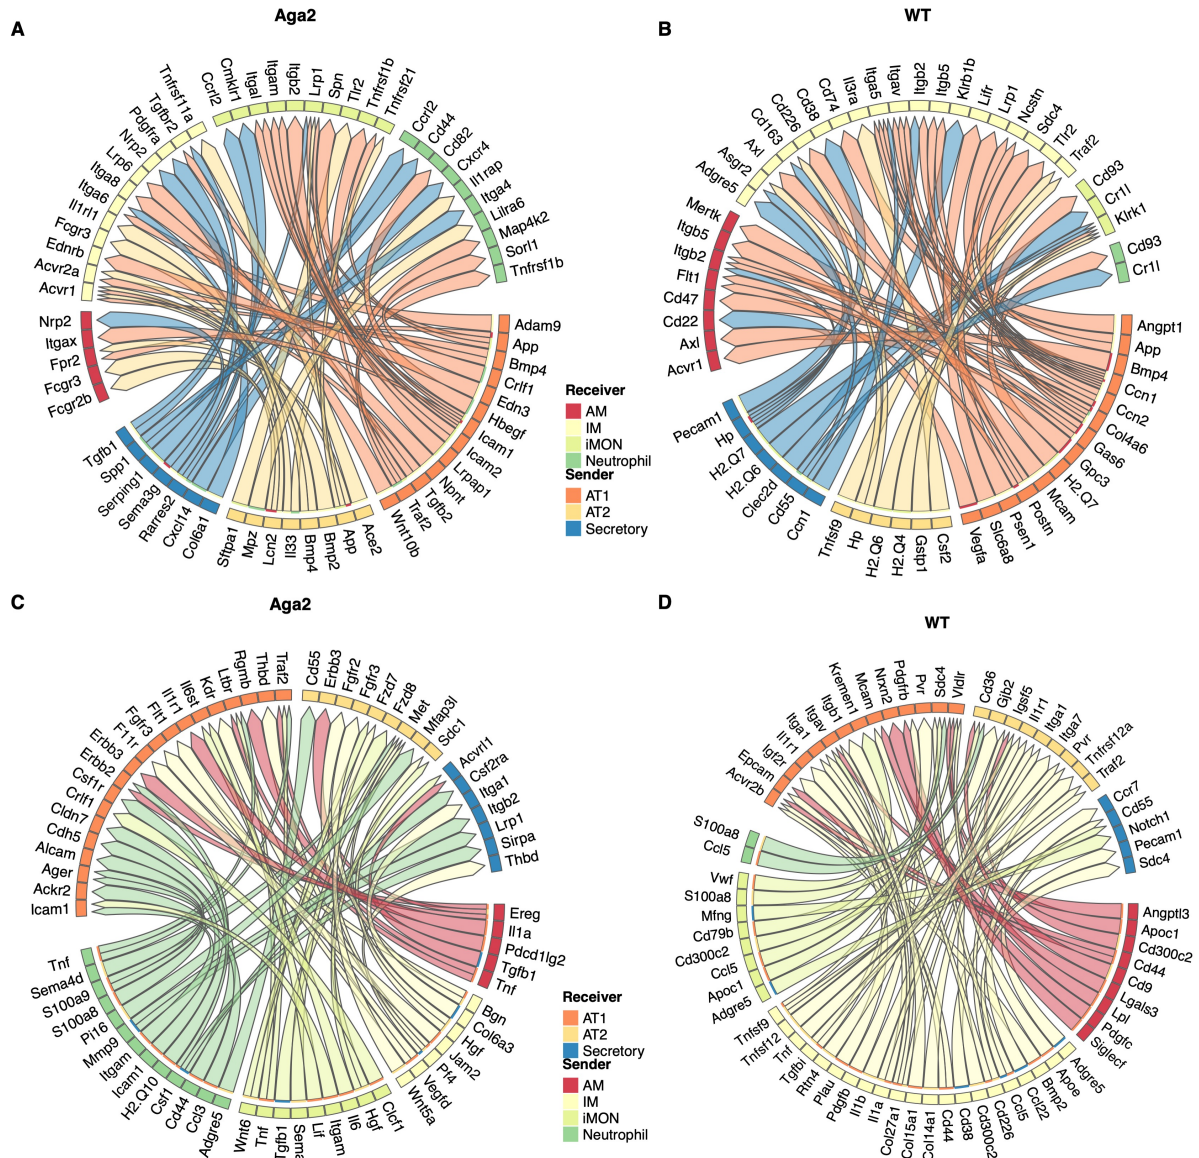

**Supplemental Figure 10:** (A,B) Circos plot showing inferred upregulated (A) and downregulated (B) in Aga2 p28 cell communication via MultiNicheNet analysis. Receiver immune cells with differential expression of signaling receptors and downstream targets are connected to the epithelial sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same. (C,D) Circos plot showing inferred upregulated (C) and downregulated (D) in Aga2 p28 cell communication via MultiNicheNet analysis. Receiver epithelial cells with differential expression of signaling receptors and downstream targets are connected to the immune sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same.

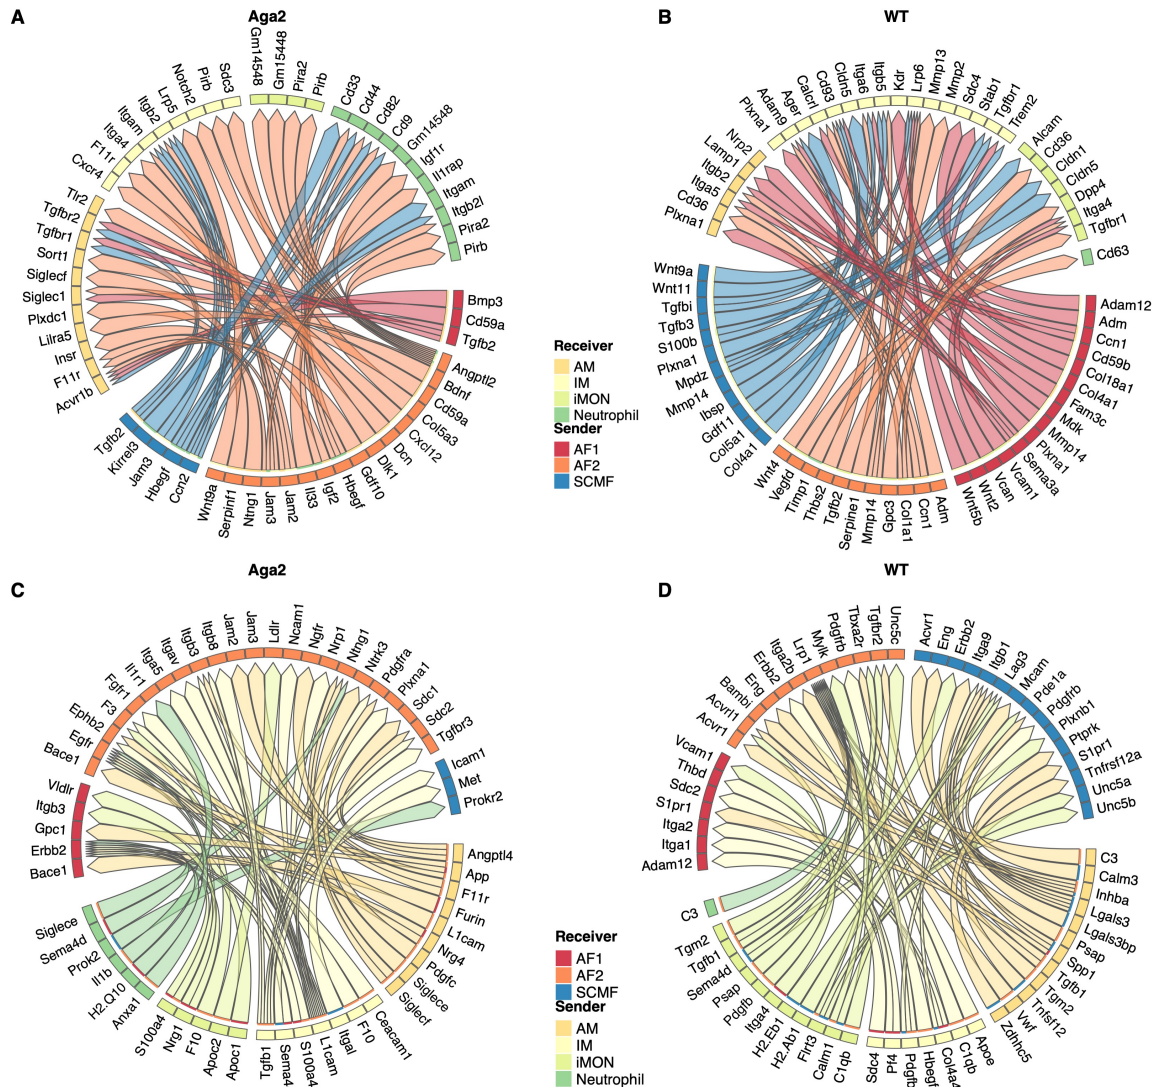

**Supplemental Figure 11:** (A,B) Circos plot showing inferred upregulated (A) and downregulated (B) in Aga2 p5 cell communication via MultiNicheNet analysis. Receiver immune cells with differential expression of signaling receptors and downstream targets are connected to the fibroblast sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same. (C,D) Circos plot showing inferred upregulated (C) and downregulated (D) in Aga2 p5 cell communication via MultiNicheNet analysis. Receiver fibroblast cells with differential expression of signaling receptors and downstream targets are connected to the immune sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same.

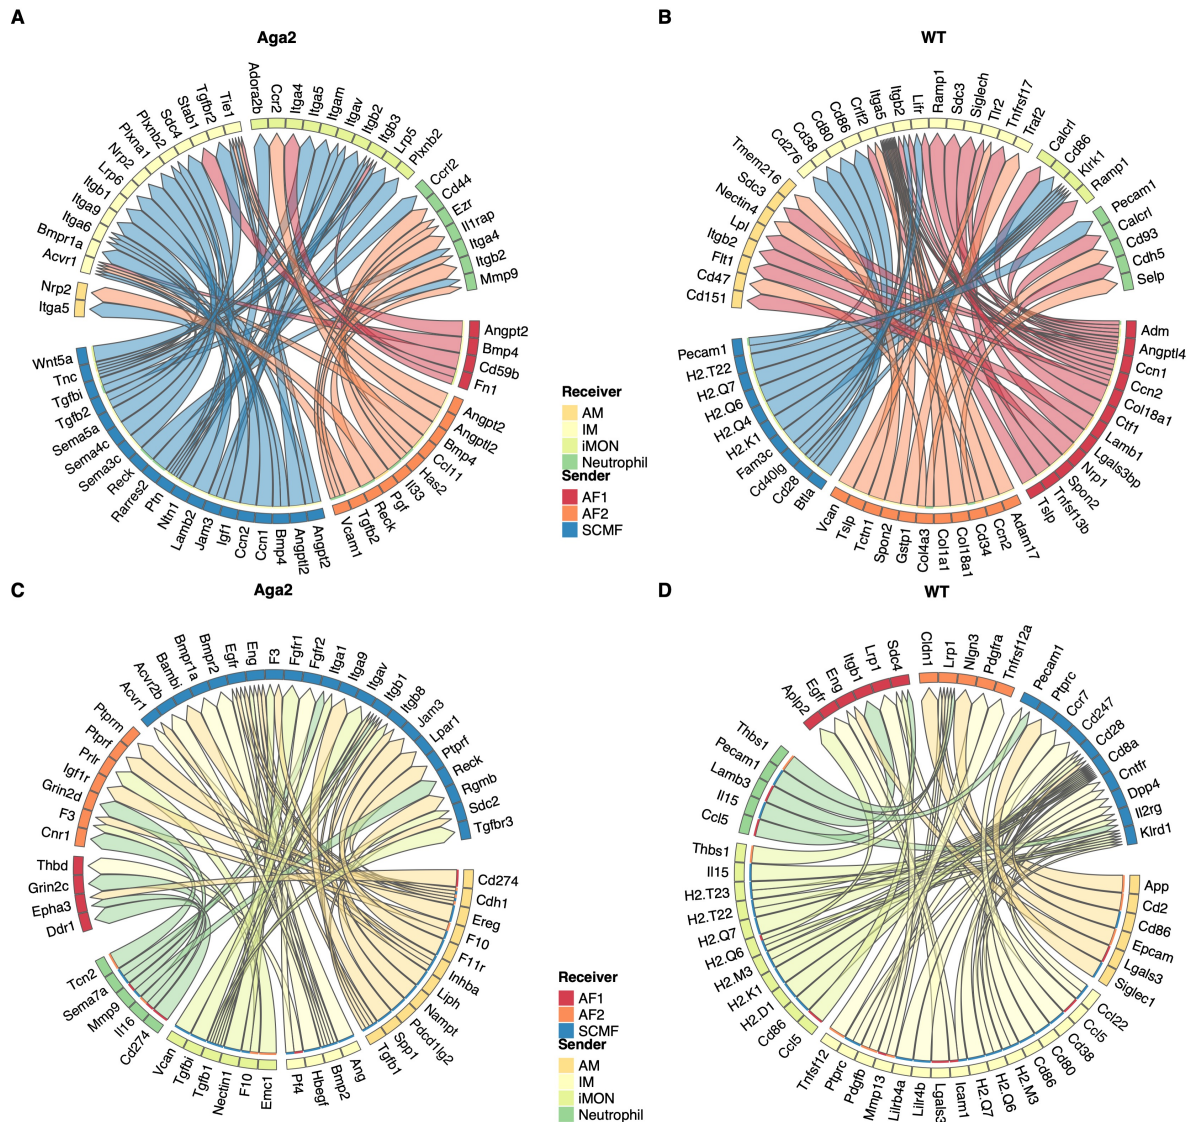

**Supplemental Figure 12:** (A,B) Circos plot showing inferred upregulated (A) and downregulated (B) in Aga2 p28 cell communication via MultiNicheNet analysis. Receiver immune cells with differential expression of signaling receptors and downstream targets are connected to the fibroblast sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same. (C,D) Circos plot showing inferred upregulated (C) and downregulated (D) in Aga2 p28 cell communication via MultiNicheNet analysis. Receiver fibroblast cells with differential expression of signaling receptors and downstream targets are connected to the immune sender cell types expressing ligands predicted to promote this response. Ligands expressed by the same cell population are colored the same.

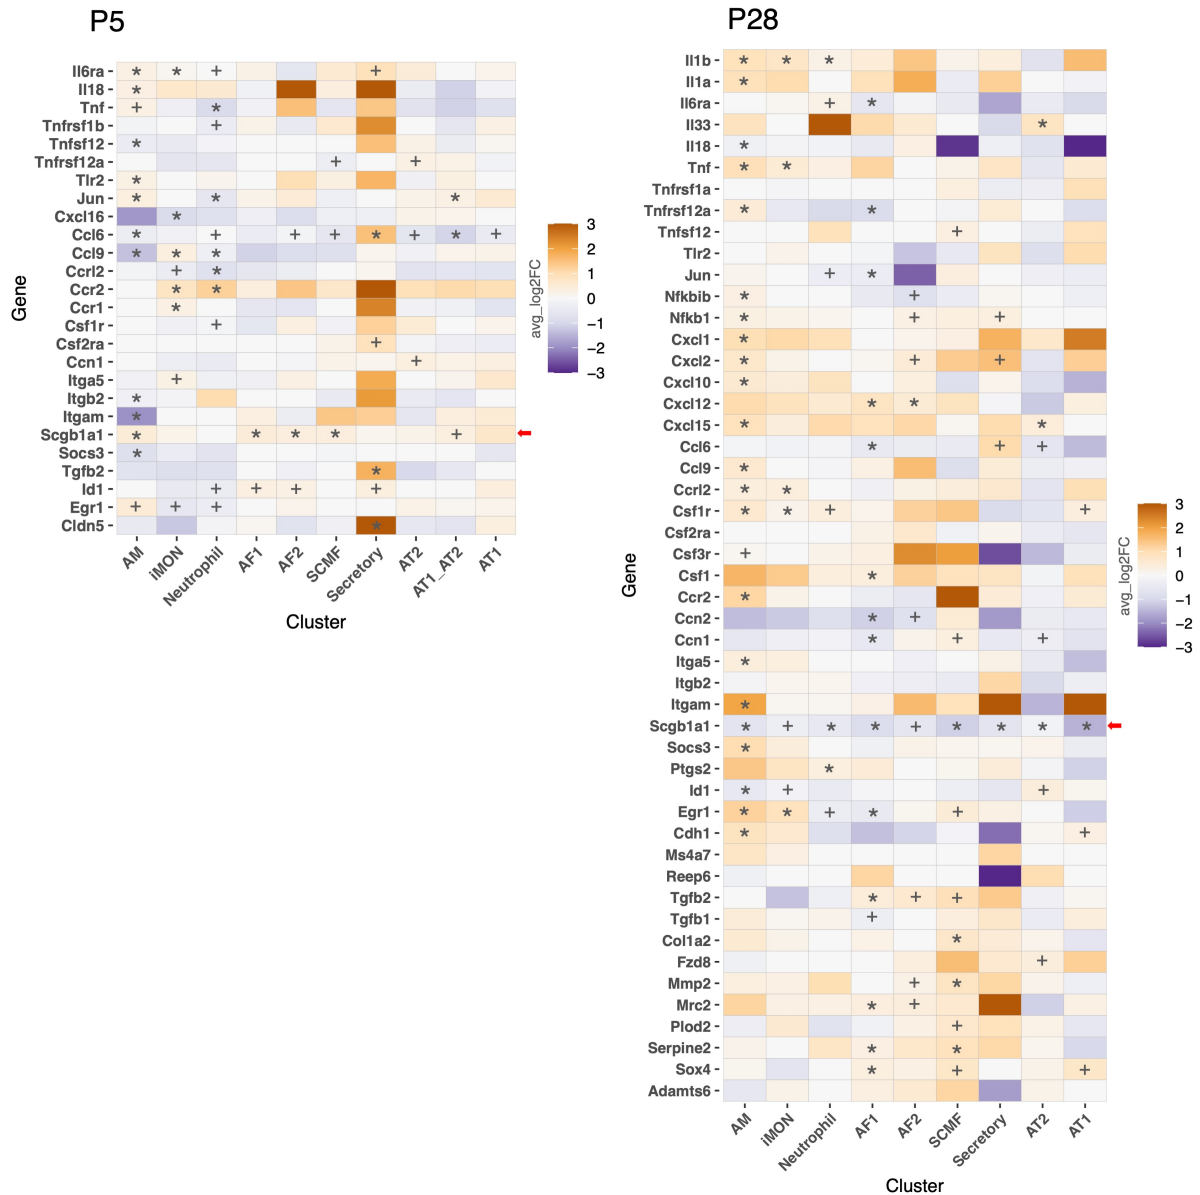

**Supplemental Figure 13:** p5 and p28 heatmaps showing differential expression of inflammation markers in p5 and p28 lung immune, fibroblast, and epithelial cells. \* = adjusted Pvalue<0.05, + = non-adjust Pvalue<0.05.

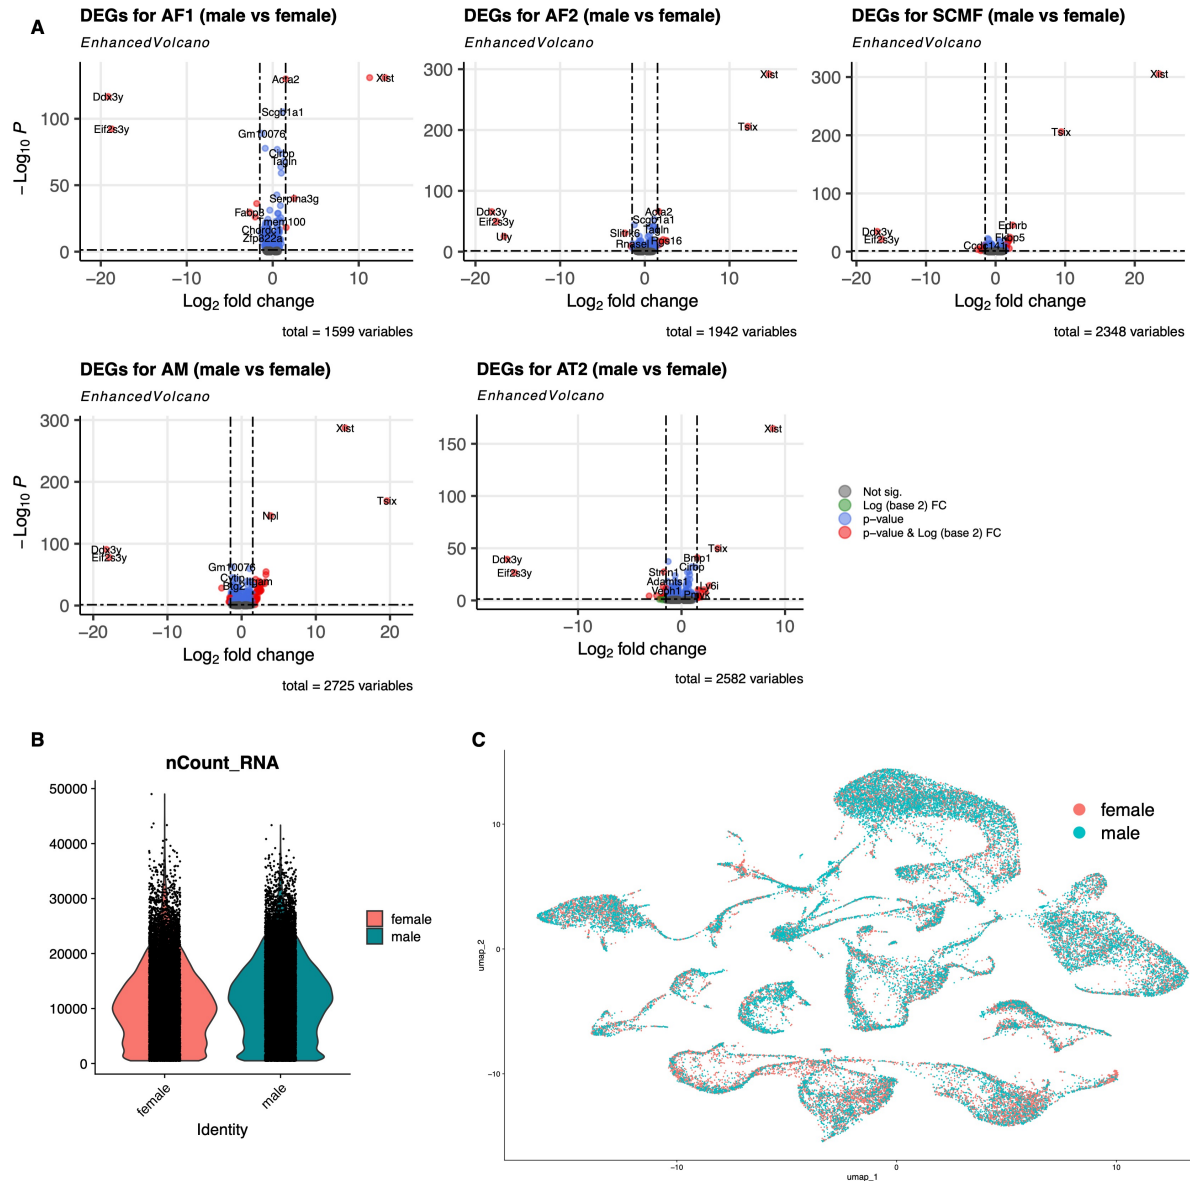

**Supplemental Figure 14:** Analysis of sex differences in p5 lungs. (A) Volcano plots of differentially expressed genes (DEGs) in a male vs female comparison in a select number of clusters. In each plot, genes on the left are enriched in male samples and genes on the right are enriched in female samples. An adjusted p-value of less than 0.05 and a Log (base 2) fold change of greater than 1 was considered significantly different. (B) Comparison of RNA counts per cell in males vs females indicating no significant difference. (C) UMAP projection of p5 scRNAseq data showing cells belonging to males or females evenly distributed in all clusters.

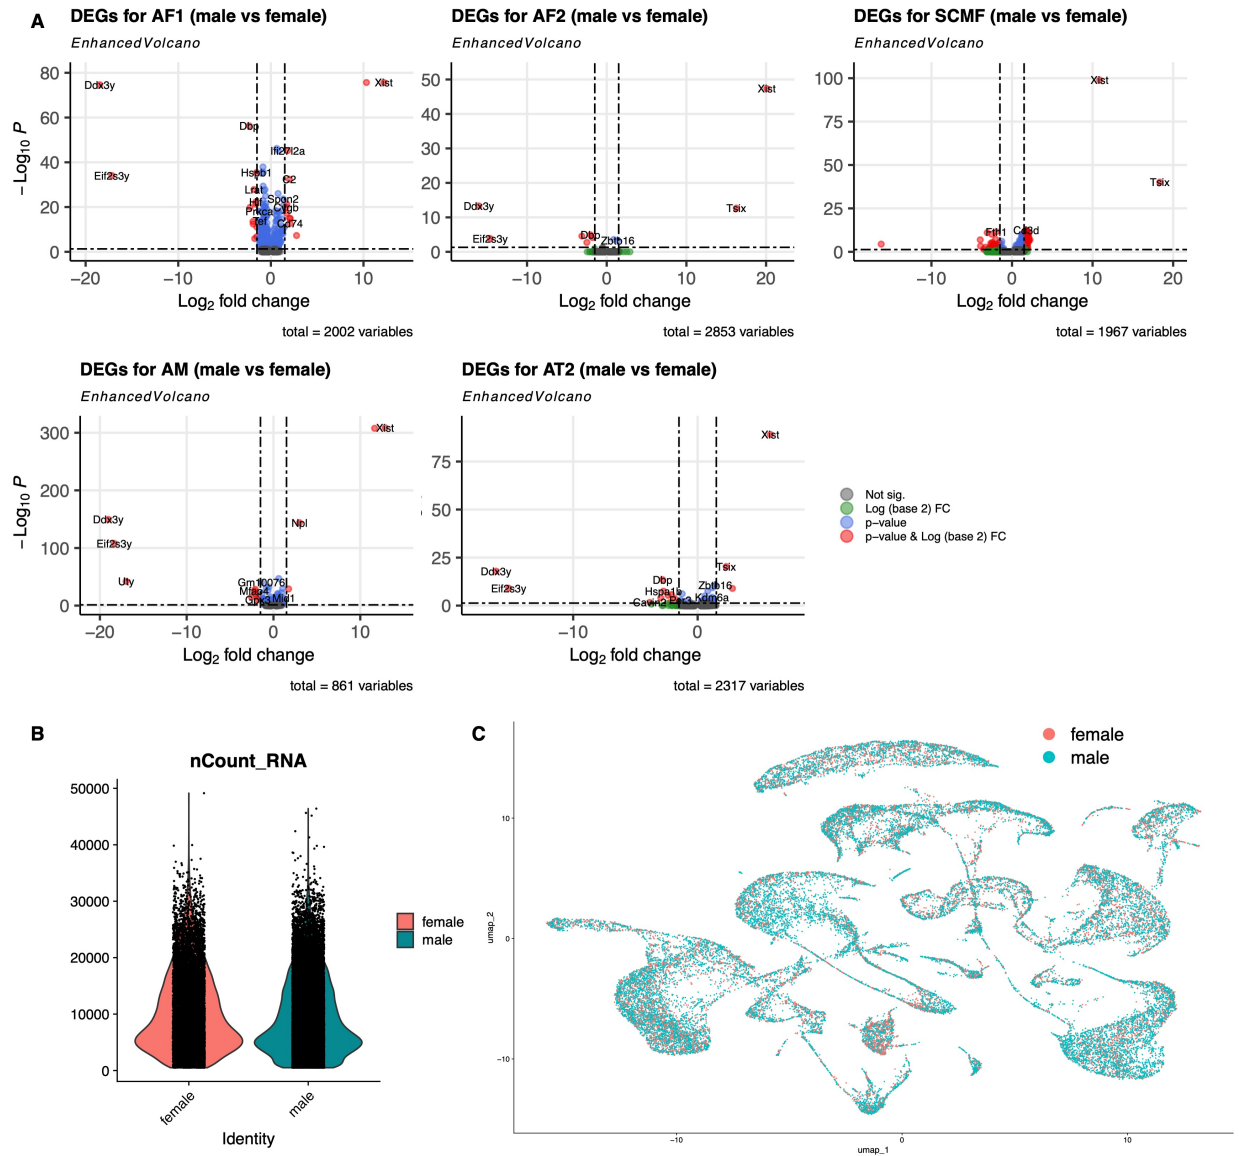

**Supplemental Figure 15:** Analysis of sex differences in p28 lungs. (A) Volcano plots of differentially expressed genes (DEGs) in a male vs female comparison in a select number of clusters. In each plot, genes on the left are enriched in male samples and genes on the right are enriched in female samples. An adjusted p-value of less than 0.05 and a Log (base 2) fold change of greater than 1 was considered significantly different. (B) Comparison of RNA counts per cell in males vs females indicating no significant difference. (C) UMAP projection of p28 scRNAseq data showing cells belonging to males or females evenly distributed in all

# Supplementary material for: Lung scRNA-seq reveals chronic inflammation and emphysemous phenotype in mice with osteogenesis imperfecta
**Source:** Front Genet. 2026 Feb 26;17:1713393. doi: 10.3389/fgene.2026.1713393

Prioritized LR pairs

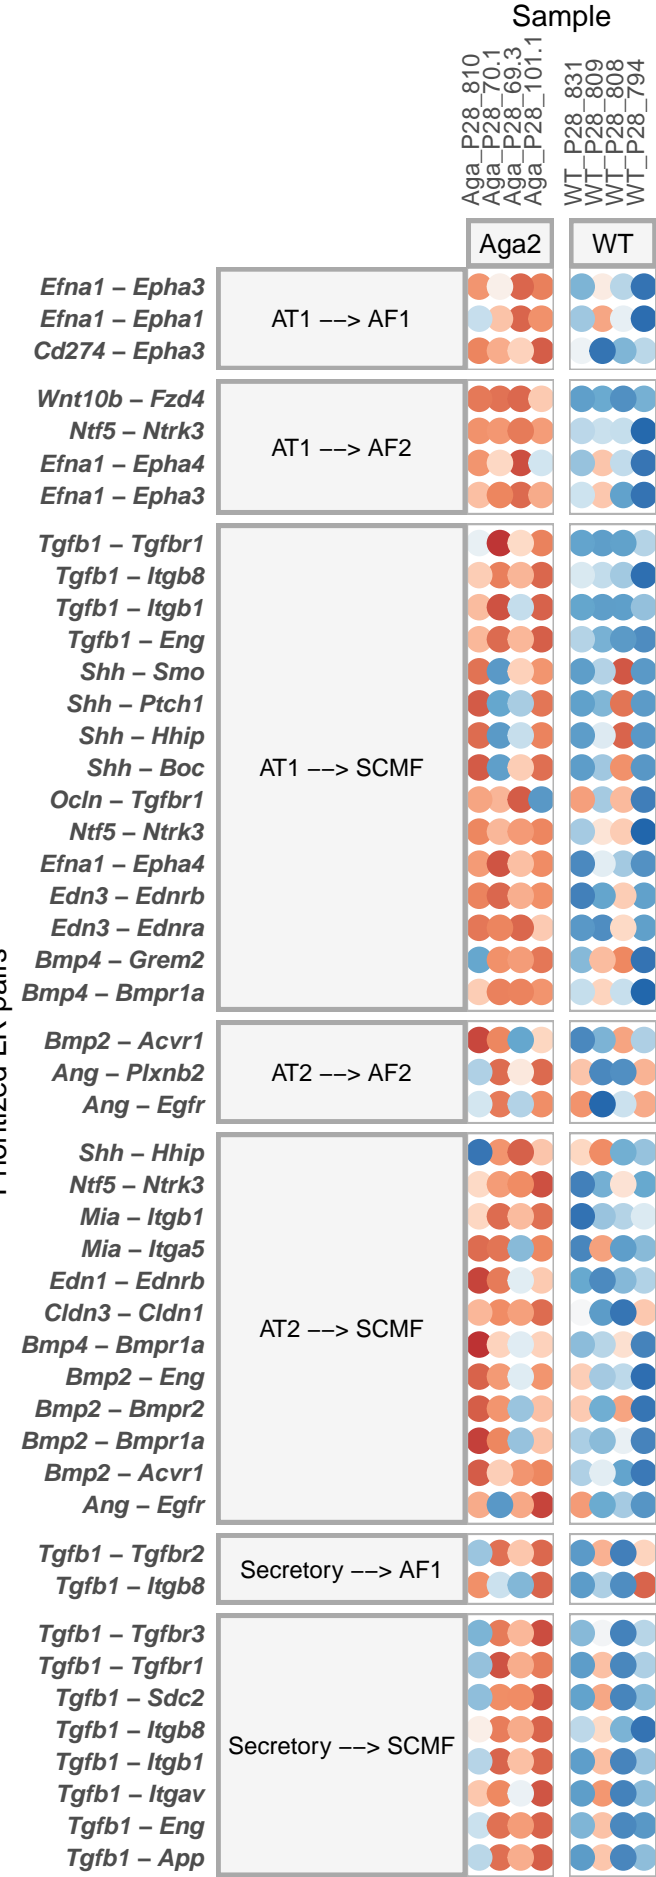

Correlated target genes  
supported by prior knowledge

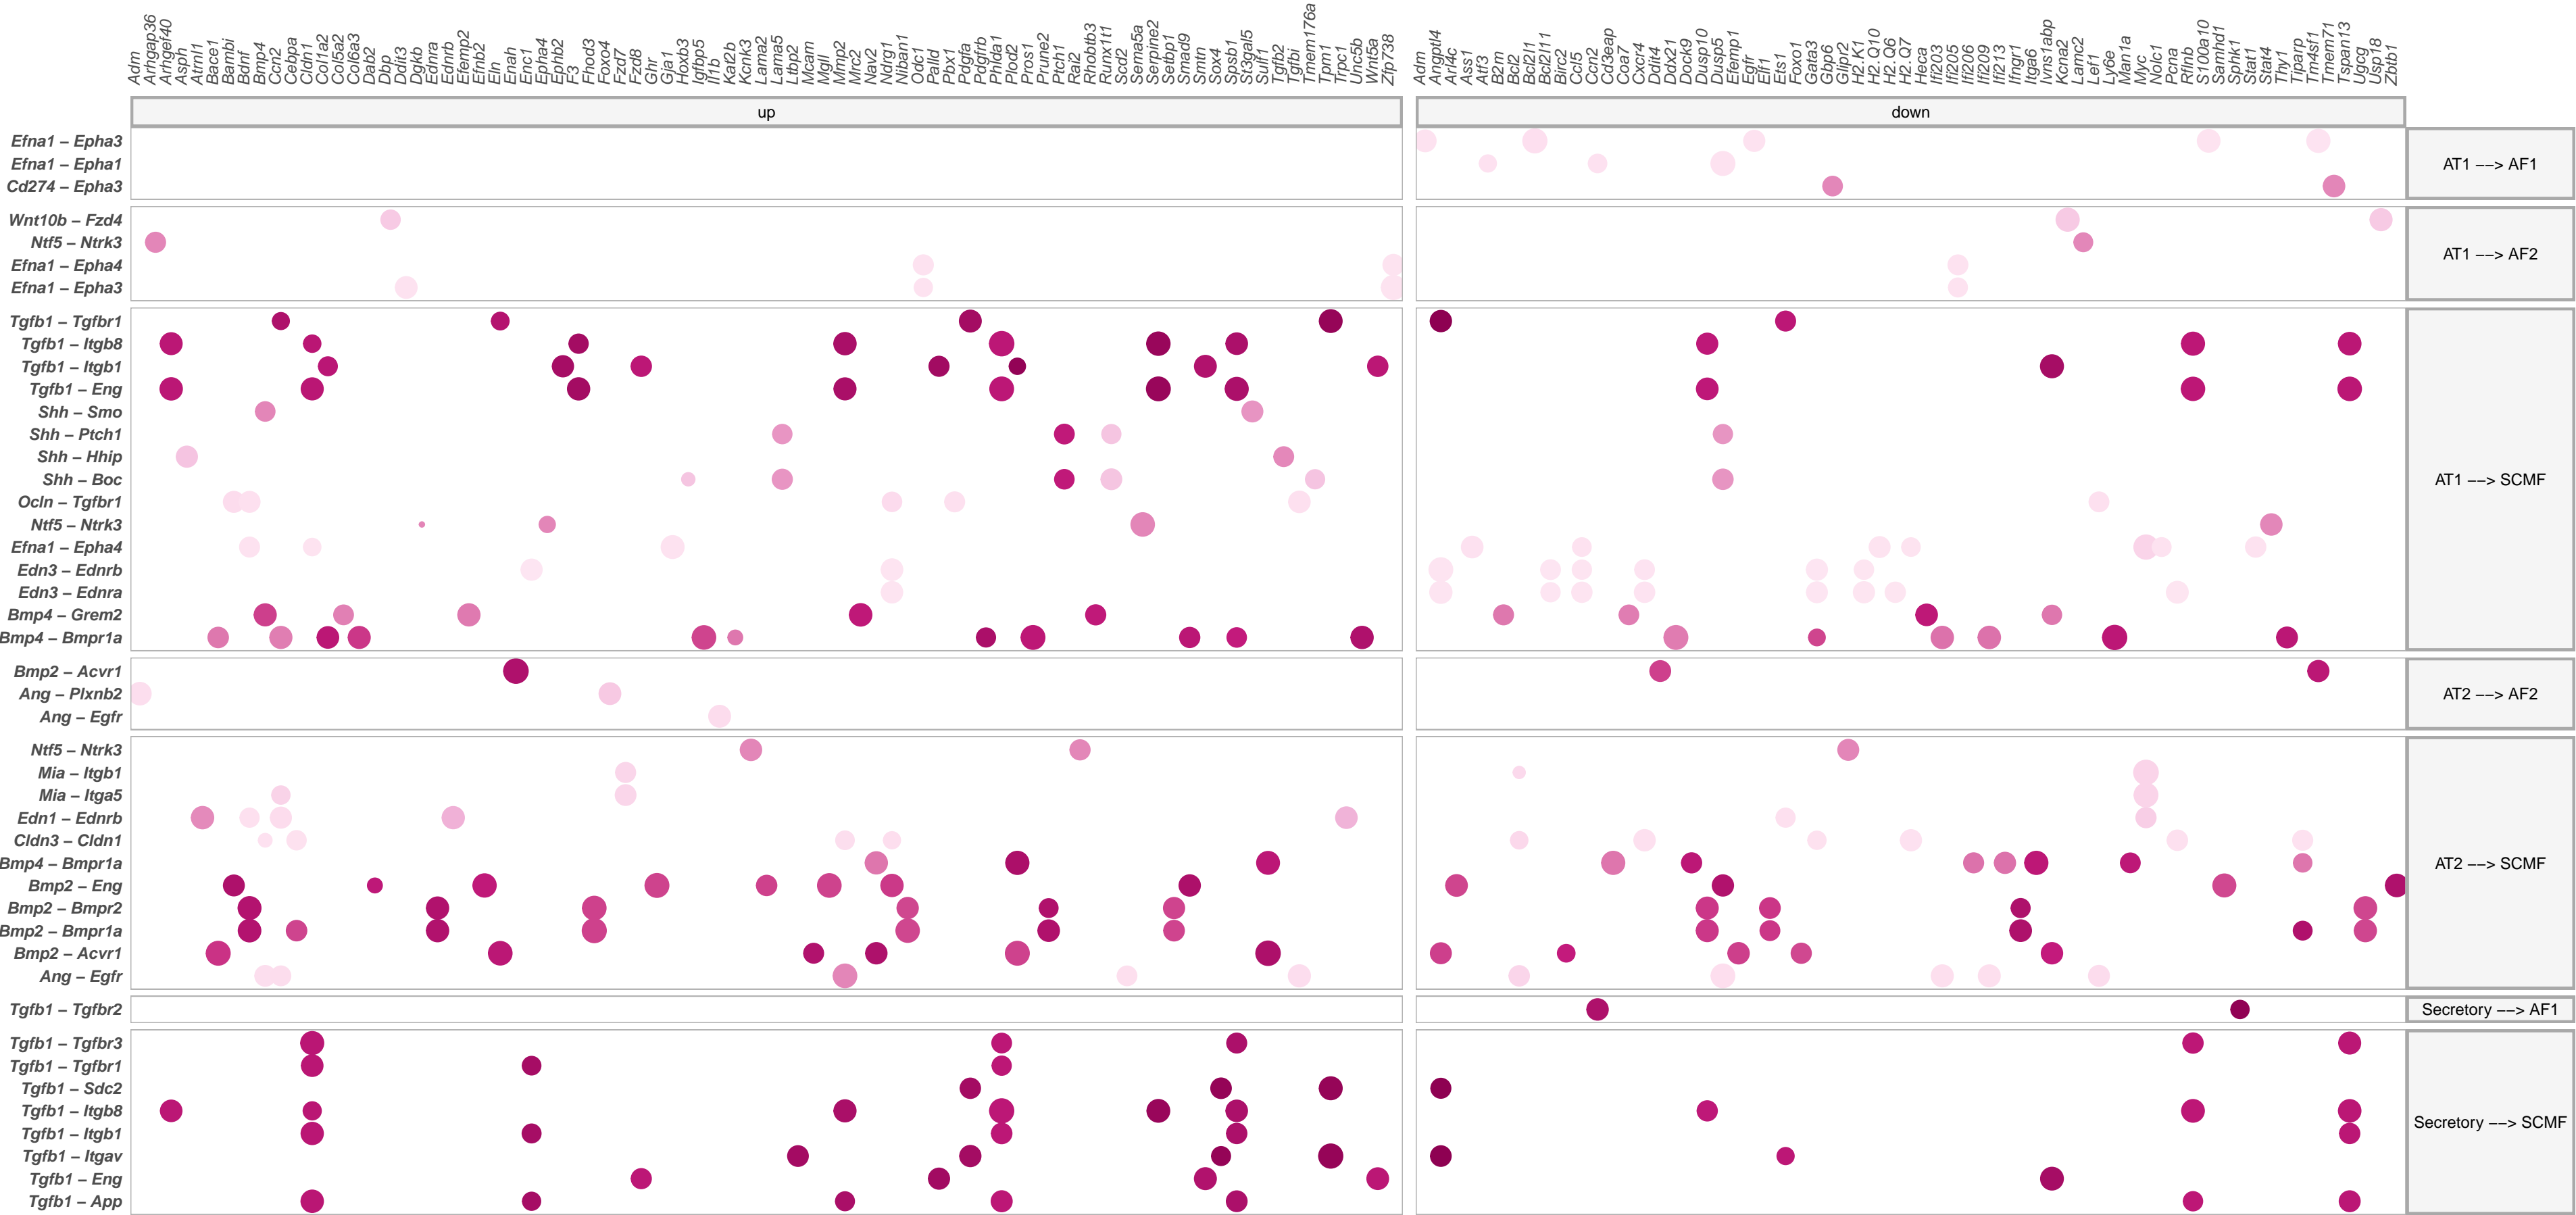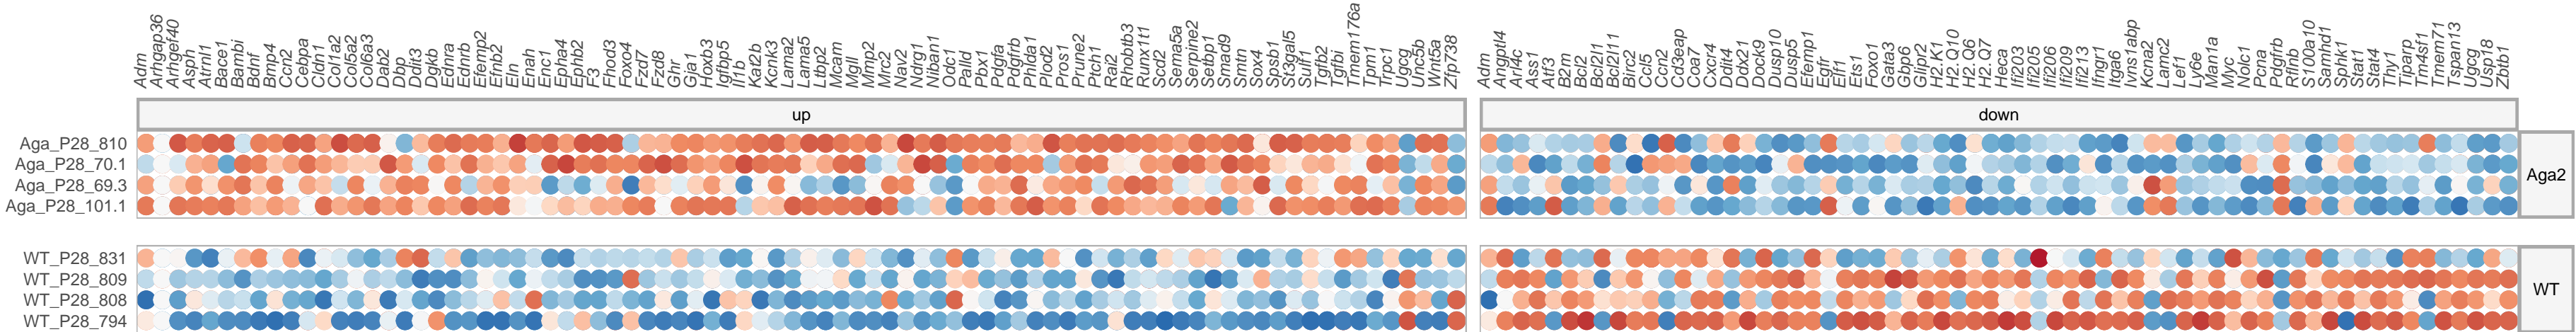

Prioritized LR pairs

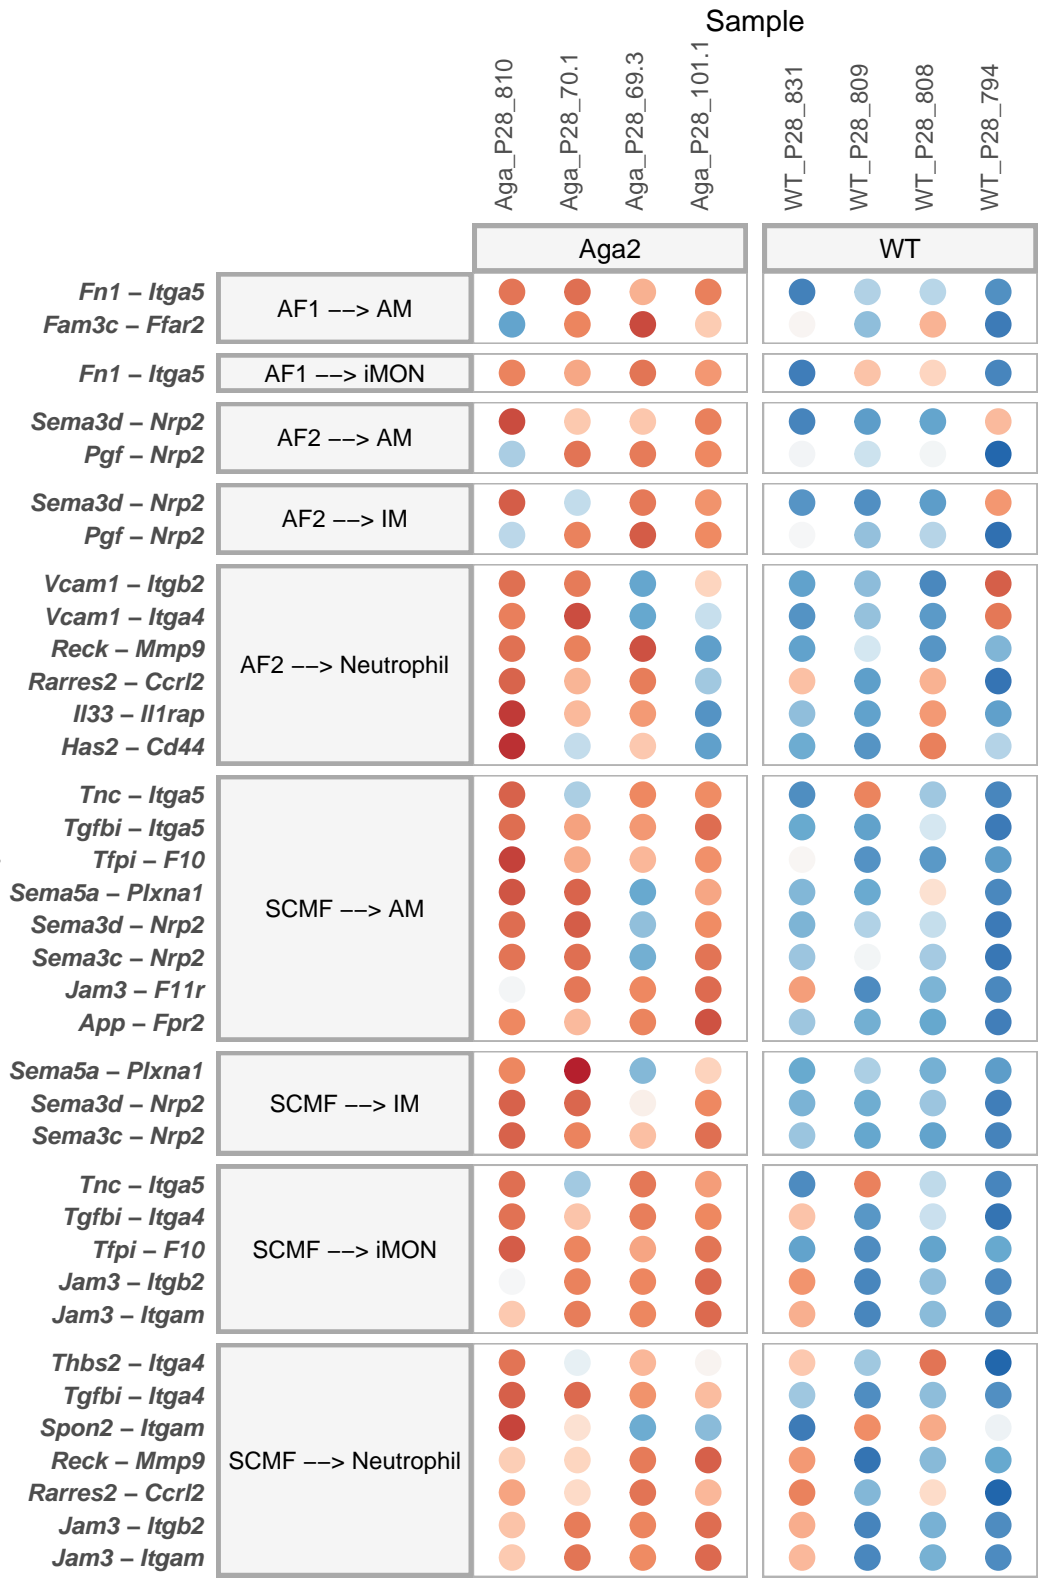

Correlated target genes supported by prior knowledge

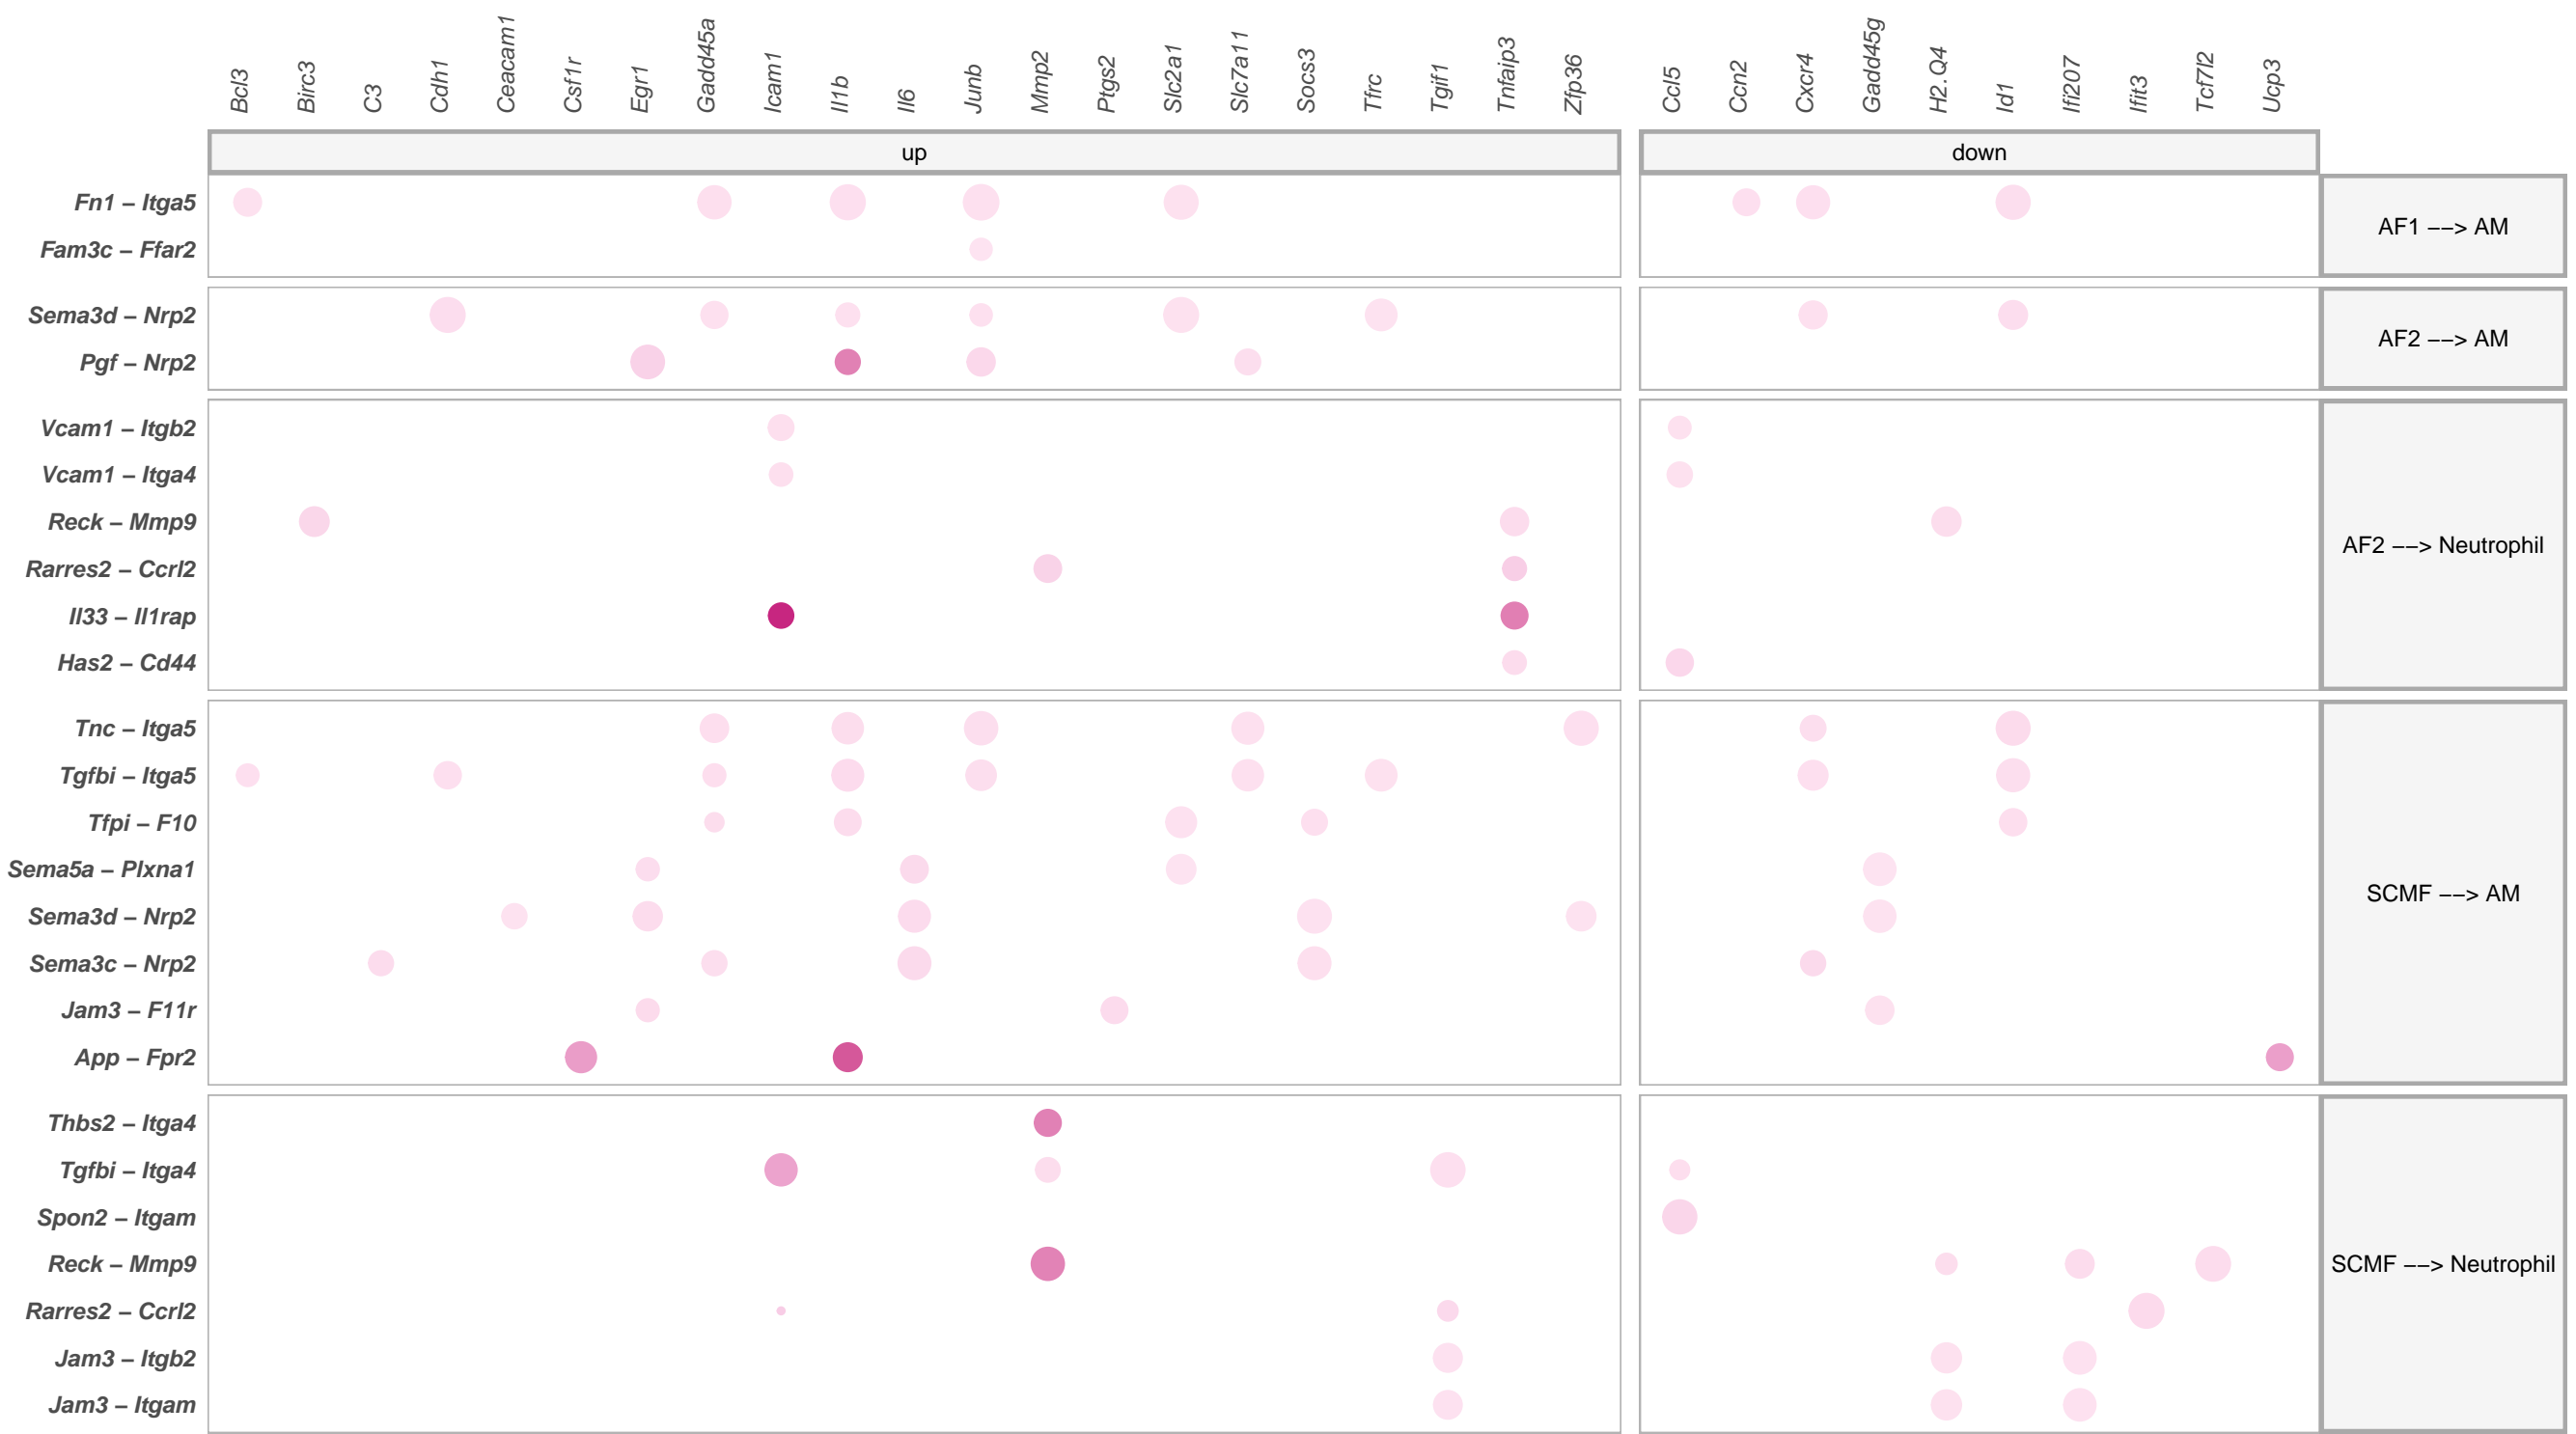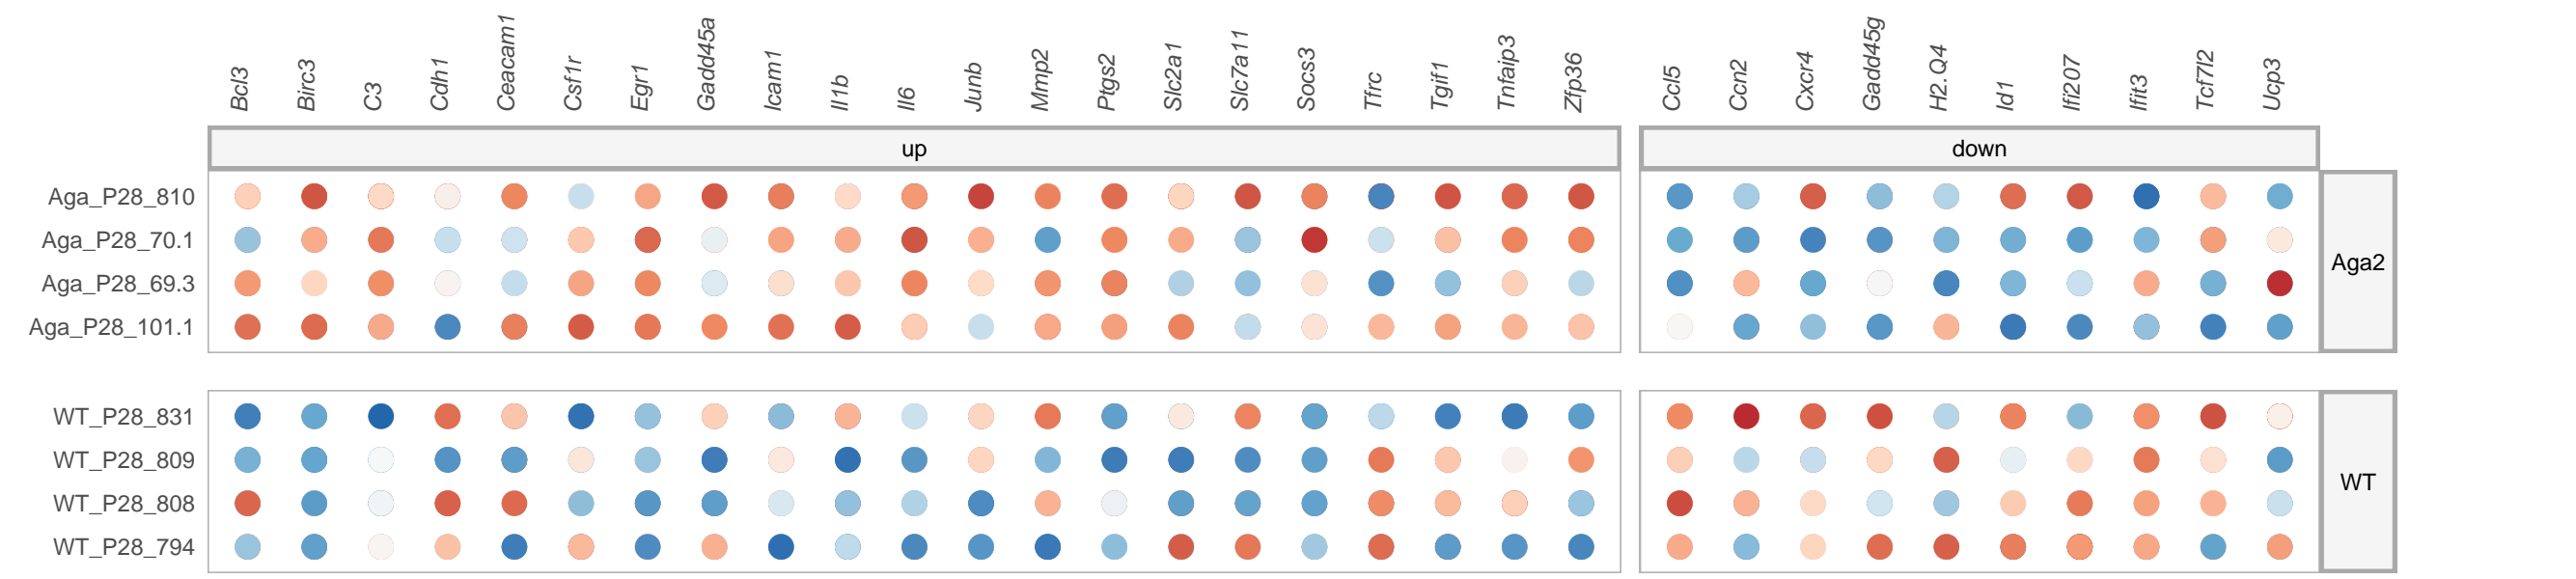

Prioritized LR pairs

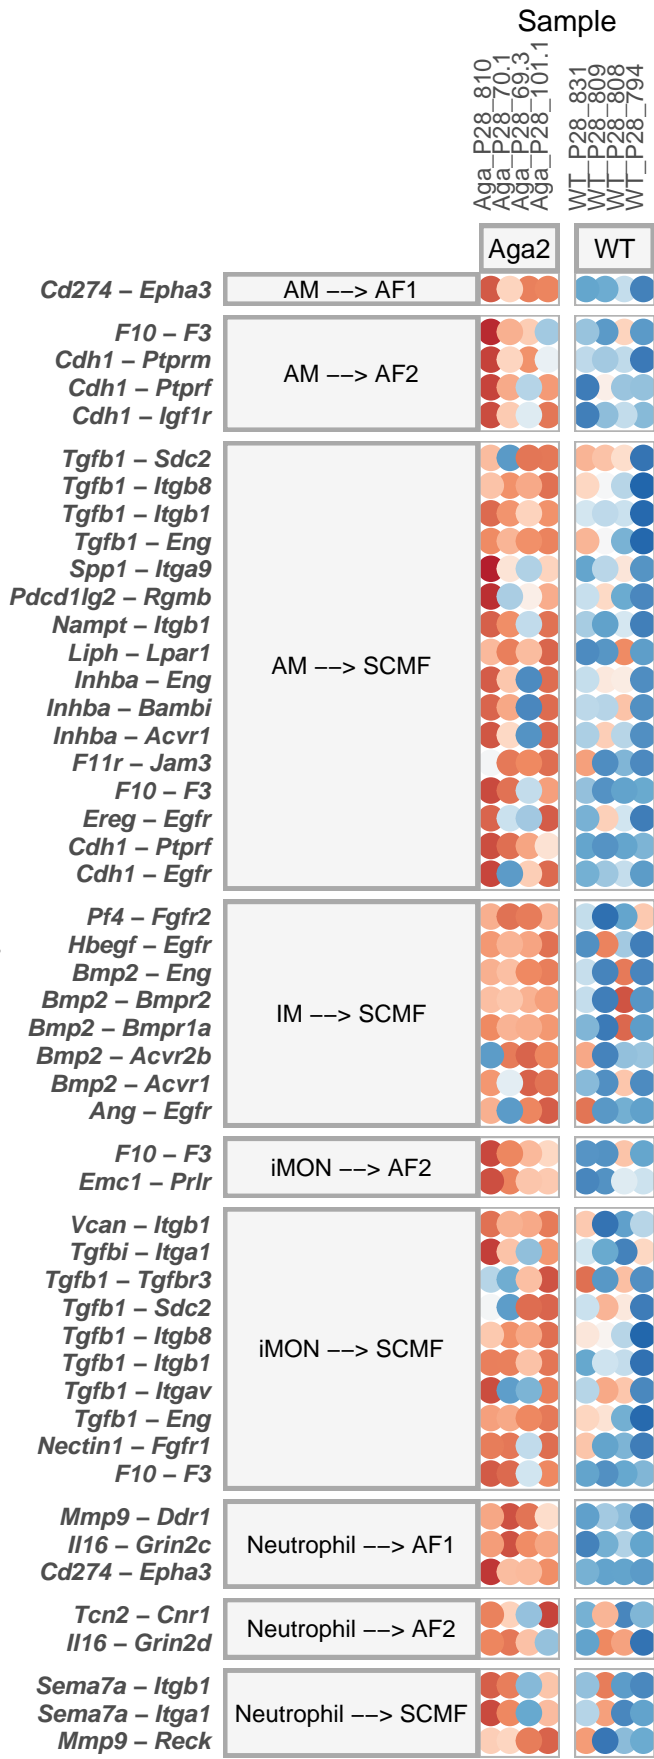

Correlated target genes supported by prior knowledge

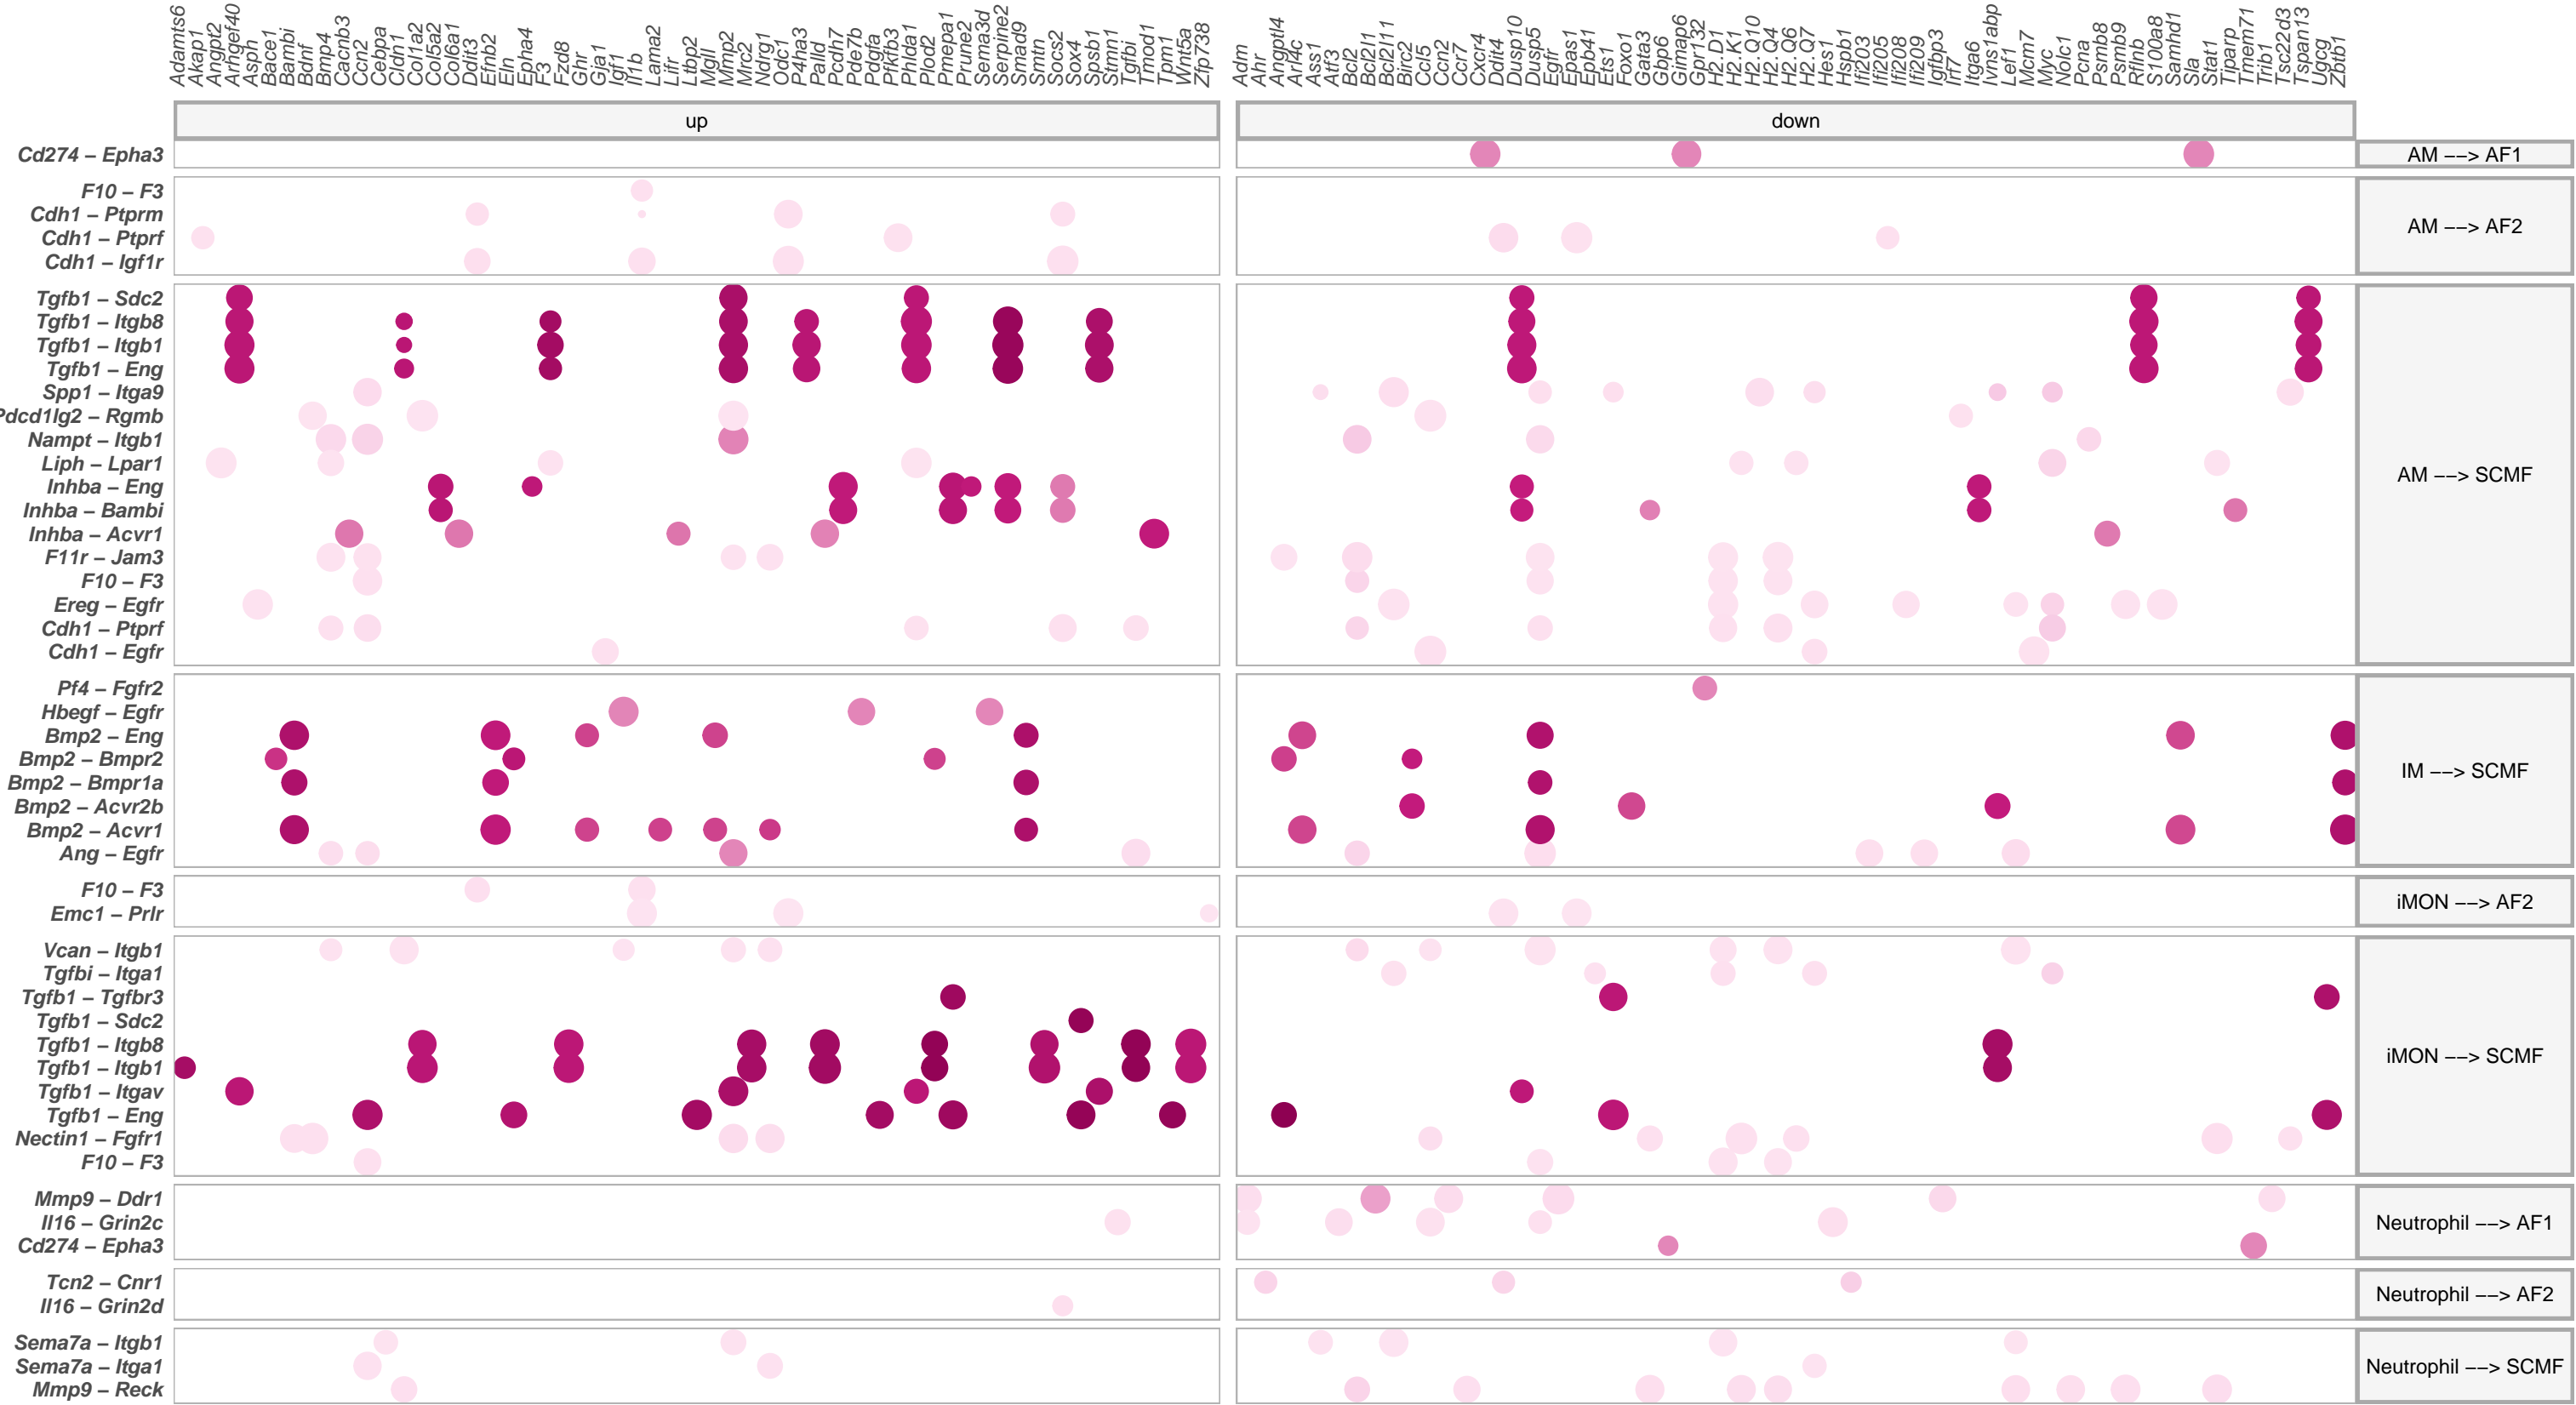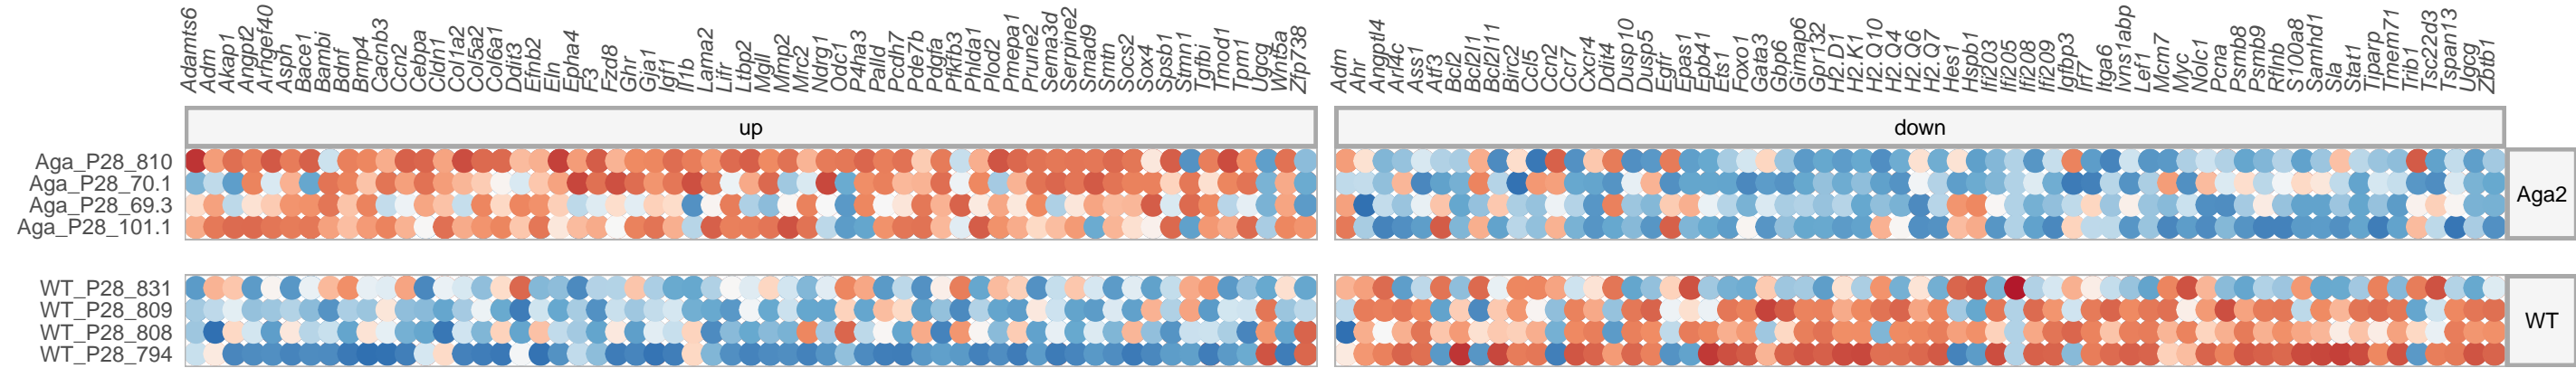

**Supplement:** Supplementary file 6

How the deposited data were processed for this re-analysis (not part of the article)

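Single cell RNA sequencing of whole lungs was taken up for 16 mice, 4 WT and 4 Aga2 mice at p5 and 4 WT and 4 Aga2 mice at p28, with 1 library per mouse. Genotype, age and the label of each mouse were taken from the labels of the deposited samples. The files deposited by the authors hold counts of unique molecules per gene and cell barcode, which the authors made with Cell Ranger 6.1.1 or 6.1.2 according to the headers of the files. These counts were not normalized, and the barcodes are those that the software called as cells, before the filters of the paper. The genome build is not stated in the methods, the labels or the headers. The files list 32285 genes, of which 32235 IDs occur in GENCODE M21 on GRCm38, and this annotation was used only for the order of genes along chromosomes.

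Cells with 200 to 6000 detected genes and at most 10% mitochondrial counts were kept, as in the paper. Each age was clustered on its own, with Pearson residuals (theta 100) of 3000 variable genes in place of SCTransform, 20 principal components, a graph of 20 neighbours and the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 1.4, without correction between mice. Xist, Tsix, genes of the Y chromosome, mitochondrial genes, Gm42418 and the genes that the paper names as changed, unless they are markers, were kept out of the variable genes. Clusters were named from marker lists by a fixed rule: at least 3 markers of a type detected, and the rank of its markers among the 10 leading genes and its mean score over clusters. Clusters that carried markers of unrelated types, or had low counts and no marker among the leading genes, were left out. Doublet scores were computed per library from simulated sums of 2 cells, and the share expected at the number of barcodes was marked, not removed. The subtypes that the paper sets apart within AF1 cells, and cells it names by other markers, were not rebuilt.

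Counts were summed per mouse and cell type, and a mouse with fewer than 10 cells of a type was left out of its test. A cell type was tested where at least 3 mice per genotype remained. Genotypes were compared at each age with edgeR 4.0.16 (quasi-likelihood, robust, TMM, its filter on low counts), without covariates, and p was adjusted by the method of Benjamini and Hochberg within a cell type. The difference between the ages was tested as an interaction over all 16 mice. The study compared genes in Seurat, and its text does not state the test or whether cells or mice were the replicates. Gene sets for ribosomal proteins, oxidative phosphorylation, the cell cycle, the TNF and NF-kB response, NOD-like receptors and the inflammasome, immediate early and heat shock genes, and clock genes in 2 opposite phases were listed by hand, since pathway collections were not at hand, and tested with camera in limma 3.58.1. Some members of these sets are genes that the paper names from these samples. Shares of cells were compared by an exact permutation test over all 70 assignments of 8 mice, or 35 where 3 mice met 4. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

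Named in the text are the genes that the paper names as changed in a cell type and age, and in each tested cell type up to 3 rises and 3 falls, the largest among called genes that separate all Aga2 from all WT mice. Xist, Tsix and 4 genes of the Y chromosome were reported in every mouse, and Scgb1a1 in every cell type tested. Genes near Col1a1 and cluster 40 were singled out after their values were seen.

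The kept cells held 50672740 to 73346007 counts per p5 mouse and 36264637 to 57173380 per p28 mouse. Summed per cell type and mouse, the tested counts ran from 37250 in pericytes of a p28 mouse to 17256216 in AM of a p28 mouse. The test was tried on simulated counts drawn from the means and library sizes of these mice, with 200 genes changed. At a log2 change of 1 it found 82.5% of them in p5 AF1, 79% in p5 iMON, 65% in p5 AT2/AT1, 75.5% in p28 AF1, 79% in p28 AM and 38% in p28 AT1 cells. At a log2 change of 2 it found 95% to 98%. Between 4.24% and 8.14% of the calls were genes that had not been changed. The counts were drawn independently for each gene and mouse, without a batch. With 200 genes changed, the adjustment of p is milder than where few genes change. The shares found may thus be higher than in the data.

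The alternatives tried were DESeq2 1.42.0 with its size factors, RLE factors, no filter on low counts, clusters from log-normalized counts, removal of marked doublets, the label prefix as a replicate block at p5, Xist as a covariate, 1 fit over all 16 mice, and each mouse left out in turn. For shares they were the share within a compartment, edgeR on numbers of cells, and a limit of 50000 counts per cell. For gene sets fry was tried, for Scgb1a1 the subtraction of its level in B and T cells, and for the rank of Col1a1 the median over cells of log-normalized expression. The Cell Ranger version as a block, the split of iMON clusters into classical and other ones, and shares that count the unnamed clusters of low counts with the nearest cell type were added after the data were seen.

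Secretory cells, with 0 to 21 cells per mouse, were too few for a test. Pathway collections and the ligand and receptor model of the paper were not available and were not repeated. Its histology and RNAscope images are not part of the deposited counts and were not examined.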

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

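The tests of explanations in this part were chosen after the results were seen, apart from the counts of other splits of the mice for the difference between the ages.

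In groups of 4 mice, 1 mouse stood far from the other 3 in 2 of 62 groups of shares, 12 of 212 groups of genes and 12 of 32 groups of transcripts summed over all cells. A mouse counts as far when its gap to the nearest other mouse, as a share of the range of the group, passes Dixon's 95% limit. Chance sets a mouse apart in about 1 in 20 groups. The 10 transcript groups of Xist, Tsix, Ddx3y, Kdm5d and Uty below rest on the same 2 mice and are not independent of each other.

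Over all cells of the WT mice, WT_24-2 at p5 and WT_794 at p28 stood apart from the other 3. Xist was 882 and 857 CPM in these mice and 0.123 to 0.311 CPM in the others. Tsix was 144 and 82.1 CPM, against 0.635 to 1.62 CPM. Ddx3y was 0 in both, against 71.0 to 108.8 CPM, and Kdm5d was 0.123 and 0.101 CPM, against 12.0 to 16.3 CPM. Uty was 0.0153 CPM and 0, against 18.8 to 23.6 CPM. Each Aga2 group holds 2 mice with the same pattern, so the groups were mixed in both genotypes. The labels give no sex, no mouse was assigned one, and neither a technical nor a biological explanation was tested. With Xist as a covariate the calls at p5 summed to 407, against 252 without it.

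AA465934 over all cells was 1.12 CPM in Aga2_101-1 and 17.5 to 20.6 CPM in the other 3 Aga2 mice at p28, so that this mouse lay at the level of the WT mice. A mislabelled sample is argued against by the ratio of Col1a1 to Col1a2, which was 0.626 in Aga2_101-1, 0.618 to 0.673 over the Aga2 mice and 0.858 to 0.941 over the WT mice. A candidate explanation that stays open is a crossover between AA465934 and Col1a1. B230206L02Rik, which lies between them, 12 places from Col1a1 among the genes tested at both ages, was 2.81 CPM in Aga2_101-1, 2.81 to 3.38 CPM over the Aga2 mice and 0.492 to 0.545 CPM over the WT mice. The counts of the files hold no sequence that would show a crossover itself. Among the WT mice at p28, AA465934 was 0.682 CPM in WT_831 and 1.11 to 1.20 CPM in the others, for which no technical explanation was tested.

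The text of the paper names none of the genes below and does not discuss the neighbourhood of Col1a1. The 13701 autosomal genes tested at both ages were put in the gene order of GENCODE M21 on GRCm38. Among the 301 of them centred on Col1a1 on chromosome 11, 11 changed in the same direction at both ages with an unadjusted p under 0.01 in edgeR, and 0 in opposite directions. Elsewhere 28 changed in the same direction and 20 in opposite directions (p = 0.0106, Fisher's exact test). The other 33 windows of that size, laid end to end along each autosome and clear of this one, held at most 2. The 11 genes, chosen after their values were seen, were AA465934, Dhx40, Coil, Trim25, Utp18, Mbtd1, B230206L02Rik, Abcc3, Igf2bp1, Plxdc1 and Jup. A chromosome segment passed on with the mutant allele may explain them, since it predicts that such genes gather around Col1a1, as these 11 do. An effect of the mutation itself on these genes was not tested, nor were sequence variants that change how reads are counted, and both stay open.

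The effect of genotype differed between p5 and p28 by edgeR's test of the difference for 3 genes in AF2 cells, 1 gene in SCMF and 24 genes in iMON. In AF2 cells the genes were Zrsr1, Fabp4 and 2810403D21Rik, and DESeq2 called 0 there, with 458 genes at an unadjusted p under 0.05 in edgeR. In SCMF the gene was Myc, and DESeq2 called 10 genes, Myc among them. These 4 genes are named because the counts are small, after their values were seen. In iMON DESeq2 called 120 genes, 21 of them among the 24. In 100 splits of the mice within each age, the real one included, as many genes were called in 4 splits in AF2 cells and in 2 in iMON. This argues against chance, but it was not adjusted for the number of cell types. With 0 calls by DESeq2, chance is not excluded in AF2 cells. In SCMF 15 splits gave as many, and chance is not excluded. Of the 24 genes in iMON, 23 had the larger change at p5, and their median size was 0.82 at p5 and 0.12 at p28 on the log2 scale. Age is the biological difference in the design. The depth at each age may differ with it and stays open. A larger share of classical monocytes is argued against as the whole cause of the calls at p5, 22 of the 24 among them. Those calls kept a median log2 change of 0.49 in classical clusters alone, against 0.57 in all iMON. In the other iMON clusters it was 0.21, against 0.54. The difference between the ages was not tested within these clusters, so for that difference the mixture of monocytes stays open.

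Cluster 38 made up 2.61% of the alveolar epithelial cells in WT_74-5 and 7.09% to 7.93% in the other 3 WT mice at p5. In the same mouse Wfdc17 in cluster 38 was 2.84 CPM, against 15.3 to 16.8 CPM. The cluster held 14 cells of this mouse and 37 to 48 of each other WT mouse, so both values rest on few cells. No explanation was tested for either.

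Cluster 40 made up 5.54% of the cells kept in Aga2_810 and 0.0496% to 0.497% in the other 3 Aga2 mice at p28. It held 225 cells, 93.3% of them from Aga2 mice, and its 5 parts were led by genes such as Mmp12, Arg1, Chil3, Ctsk and Marco. Parts 40a to 40d were counted as AM, and 40e was left unnamed. Doublets are argued against, because 0.889% of its cells were marked as doublets. What set this mouse apart stays open, and no biological explanation was tested.

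Of the groups of genes, 12 of 212 had a mouse far from the others, close to the 1 in 20 that chance gives, Wfdc17 above among them. At p5, Acta2 in AF1 cells was 1559 CPM in WT_24-2 and 401 to 491 CPM in the other WT mice. Spon2 in AT2 cells was 4.77 CPM in Aga2_74-2 and 6.16 to 6.41 CPM in the other Aga2 mice. At p28 Col1a1 in AF2 cells was 10811 CPM in Aga2_69-3, against 8785 to 8886 CPM. Aga2_810 was highest in 3 groups. Il33 in its AT2 cells was 576 CPM, against 239 to 297 CPM, Pparg in its AM was 198 CPM, against 161 to 165 CPM, and 4930523C07Rik in its AM was 63.9 CPM, against 48.0 to 49.2 CPM.

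Igf2bp1 in AM was 9.36 CPM in Aga2_70-1, against 7.26 to 7.54 CPM in the other Aga2 mice, and 0.105 CPM in WT_809, against 0 in the other WT mice. Abi3 in AM was 9.25 CPM in Aga2_101-1, against 6.06 to 6.47 CPM. Tnfrsf12a in iMON at p28 was 8.95 CPM in Aga2_69-3, against 13.6 to 14.6 CPM in the other Aga2 mice, and 23.2 CPM in WT_809, against 15.4 to 16.6 CPM in the other WT mice. No technical or biological explanation was tested for these values.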

How the results depend on the processing

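The block by Cell Ranger version, the tests on iMON subsets and the shares with unnamed clusters in this part were chosen after the results were seen. The other alternatives were set before the data were examined, and the cause of a change was not tested unless one is given. Of 305 counts of called genes under the alternatives, over 20 results, 140 stayed within 1.5 times the count reported and 165 did not. Of 222 shares under the alternatives, over 17 results, 190 kept their direction and their side of the threshold, 25 reversed, 6 passed the threshold and 1 no longer did. The 18 values of the rank of Col1a1 and of the ratio of Col1a1 to Col1a2, over 4 results, kept theirs. Of 18 values for the gene sets 16 did.

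The calls reported at p5, by edgeR with a filter on low counts, were 1 in AF1 cells, 1 in AF2 cells, 1 in SCMF, 5 in AT2 cells, 8 in cluster 38, 1 in AM, 225 in iMON, 1 in IM and 1 in neutrophils. DESeq2 gave 2 in AF1 cells, 36 in AT2 cells, 52 in AM and 31 in IM, and for the others counts within 1.5 times of these. Without the filter there were 3 in AF1 cells, 39 in AF2 cells, 2 in SCMF, 17 in AT2 cells, 72 in cluster 38, 19 in AM, 627 in iMON, 152 in IM and 9 in neutrophils. Clusters from log-normalized counts gave 2 in IM, and removal of marked doublets 2 in AT2 cells, 16 in cluster 38, 0 in IM and 0 in neutrophils. With Xist as a covariate there were 8 in AF2 cells, 110 in AM and 6 in IM. A fit over all 16 mice gave 0 in AF1 cells, 0 in AF2 cells, 1 in AT2 cells, 0 in IM and 0 in neutrophils. The block by Cell Ranger version gave 3 in AF2 cells, 2 in SCMF, 3 in AT2 cells, 13 in cluster 38, 3 in AM, 8 in IM and 0 in neutrophils. In classical monocyte clusters alone 65 genes were called, with 1232 at an unadjusted p under 0.05. RLE factors moved no count at p5 by over 1.5 times.

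At p28 the calls reported were 0 in AF1 cells, 0 in AF2 cells, 1 in SCMF, 3 in AT1 cells, 1 in AT2 cells, 11 in AM, 0 in iMON and 1 in neutrophils. Where edgeR gave 0, it gave 770 in AF1 cells, 370 in AF2 cells and 641 in iMON at an unadjusted p under 0.05, and DESeq2 0 in AF2 cells. DESeq2 gave 43 in AF1 cells, 0 in SCMF, 11 in AT2 cells, 47 in AM and 7 in iMON. Without the filter there were 11 in AF1 cells, 27 in AF2 cells, 20 in SCMF, 65 in AT1 cells, 5 in AT2 cells, 40 in AM, 95 in iMON and 31 in neutrophils. Clusters from log-normalized counts gave 1 in AF2 cells, 2 in SCMF, 0 in AT1 cells and 2 in AT2 cells, and removal of marked doublets 12 in AT1 cells and 2 in AT2 cells. With Xist as a covariate the calls were 4 in SCMF, 0 in AT2 cells and 7 in AM. The fit over all 16 mice gave 4 in AF1 cells, 3 in SCMF, 1 in AT1 cells and 4 in AT2 cells. RLE factors moved no count at p28 by over 1.5 times.

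Summed over the 15 cell types tested at p5, the 252 calls became 449 with DESeq2, 1116 without the filter and 407 with Xist as a covariate. Over the 13 tested at p28 the 19 calls became 124 with DESeq2, 406 without the filter and 31 without doublets. The 28 genes whose genotype effect differed between the ages became 229 with DESeq2. In gene sets, camera gave 46 results past the threshold at each age, and fry, which tests each set against no change, 2 at p5 and 0 at p28.

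The label prefix served as a replicate block at p5 only. Over the 6 pairs of a WT and an Aga2 mouse with the same prefix, the mean correlation of their profiles, taken after the mean of each genotype was removed, was 0.0919 in AF1 cells, 0.0884 in AM, 0.0147 in AT2 cells, 0.116 in SCMF and 0.0857 in iMON. Over the 10 pairs with different prefixes it was -0.0537, -0.0539, -0.00873, -0.0691 and -0.0508. Pairs with the same prefix were thus closer on average in each of the 5, while single ones ran from -0.0435 to 0.275 in AF1 cells, -0.117 to 0.215 in AM and -0.0683 to 0.0788 in AT2 cells, so the prefix pairs some mice and not others. A shared batch is not excluded, and the fit without the block is reported because it was fixed before the data were examined. With the replicate block the calls were 22 in AF1 cells, 7 in AF2 cells, 14 in SCMF, 70 in AT2 cells, 127 in cluster 38, 14 in AM, 564 in iMON, 33 in IM and 2 in neutrophils, and 1025 over the 15 cell types. Acta2 reversed to 0.12 in AF1 cells and 0.029 in AF2 cells on the log2 scale, Ptgs2 to -0.018 and Chil1 to 0.035 in cluster 38, and Tlr13 to -0.00499 in iMON.

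When each mouse was left out in turn at p5, the calls moved as follows. In AF2 cells the calls ran from 1 to 5, with 2 without Aga2_59-1 and WT_24-2, 4 without Aga2_59-5 and 5 without WT_59-2. For SCMF the calls ran from 1 to 2, with 2 without Aga2_74-2. In AT2 cells the calls ran from 1 to 10, with 1 without Aga2_59-1 and Aga2_74-3, 2 without Aga2_74-2, WT_59-2 and WT_74-5, 3 without Aga2_59-5 and 10 without WT_24-2. For cluster 38 the calls ran from 1 to 17, with 1 without Aga2_59-5 and Aga2_74-3, 2 without WT_59-3, 3 without Aga2_59-1, Aga2_74-2 and WT_74-5, 4 without WT_59-2 and 17 without WT_24-2. In iMON the calls ran from 82 to 511, with 82 without Aga2_74-3, 89 without WT_59-3, 100 without Aga2_59-5, 114 without Aga2_59-1, 117 without WT_59-2 and 511 without Aga2_74-2. For IM the calls ran from 0 to 9, with 0 without Aga2_59-1, Aga2_59-5 and Aga2_74-2, 3 without Aga2_74-3 and WT_59-2, 5 without WT_74-5, 8 without WT_59-3 and 9 without WT_24-2. In neutrophils the calls ran from 0 to 1, with 0 without Aga2_59-1, Aga2_74-2, Aga2_74-3, WT_24-2, WT_59-3 and WT_74-5. In AF1 cells and AM every count stayed at 1. Over the 15 cell types the sum was 98 without Aga2_74-3, 116 without WT_59-3, 122 without Aga2_59-5, 131 without Aga2_59-1, 143 without WT_59-2 and 528 without Aga2_74-2. Fewer mice weaken a test, and why some counts rose was not tested.

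At p28 the calls with each mouse left out moved likewise. In AF1 cells the calls ran from 0 to 3, with 1 without Aga2_101-1 and WT_794 and 3 without WT_831. For AF2 cells the calls ran from 0 to 1, with 1 without Aga2_69-3 and Aga2_101-1. In SCMF the calls ran from 0 to 7, with 0 without Aga2_70-1, Aga2_101-1, WT_794 and WT_808, 3 without Aga2_69-3 and 7 without Aga2_810 and WT_809. For AT1 cells the calls ran from 1 to 8, with 1 without Aga2_101-1, WT_808 and WT_809, 6 without Aga2_70-1, 7 without Aga2_69-3 and 8 without WT_831. In AT2 cells the calls ran from 0 to 2, with 0 without Aga2_69-3, Aga2_70-1, WT_794 and WT_808 and 2 without Aga2_810. For AM the calls ran from 2 to 14, with 2 without Aga2_70-1, 3 without Aga2_69-3, 4 without WT_808, 6 without Aga2_101-1 and 7 without WT_809. In iMON the calls ran from 0 to 4, with 1 without WT_794, WT_809 and WT_831, 2 without WT_808 and 4 without Aga2_101-1. For neutrophils the calls ran from 0 to 2, with 0 without Aga2_69-3, Aga2_70-1, WT_808, WT_809 and WT_831 and 2 without Aga2_810. Over the 13 cell types the sum was 7 without WT_808, 32 without Aga2_810 and 33 without WT_831. These counts are by edgeR, and DESeq2 was not run with a mouse left out.

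Shares of all cells kept are given as Aga2 minus WT in percentage points, with an exact permutation test, two-sided. Within the alveolar epithelium AT1 cells at p5 reversed from -0.223 to 1.04, and within myeloid cells AM at p5 from 0.651 to -13.6 (p = 0.0286, exact permutation test). Clusters from log-normalized counts reversed cluster 38 at p5 from 0.0226 to -0.00374 and AM at p28 from -0.172 to 0.278. With edgeR on numbers of cells, 2 shares passed the threshold, neutrophils at p5 with a log2 change of 0.82 (p = 0.0150, edgeR) and AT2 cells at p28 with 1.01 (p = 0.0220, edgeR), against p = 0.0857 for both by the exact permutation test. The first rests on which cells count as neutrophils. With the unnamed cluster 16 counted among them, the difference at p5 fell from 1.85 to 0.146 percentage points (p = 0.943, exact permutation test). Unnamed clusters of low counts, counted with the nearest cell type, reversed none of 5 shares and moved none across the threshold, and the second was then 2.67 percentage points (p = 0.0571, exact permutation test). Removal of doublets and of cells over 50000 counts reversed no share and moved none across the threshold.

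With each mouse left out, the share of iMON at p5 ran from 3.62 to 5.18 percentage points and lost the threshold without WT_74-5 alone (3.94, p = 0.0571, exact permutation test, the smallest that 3 mice against 4 can give being 0.0286). SCMF at p5 ran from -3.70 to -0.250 and passed without WT_24-2. At p28 AT1 cells ran from -1.58 to -0.447 and passed without WT_794, as did neutrophils, at 0.464 to 2.46. AT2 cells ran from 1.42 to 3.51 and passed without Aga2_810. Each of these 4 had p = 0.0286 by the exact permutation test.

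Other shares changed direction, none past the threshold. At p5 AT1 cells ran from -0.672 to 0.215 percentage points and reversed without WT_24-2 or WT_59-3, and cluster 38 from -0.146 to 0.113, reversed without Aga2_59-5, Aga2_74-3 or WT_74-5. AM ran from -0.208 to 1.52 and reversed without Aga2_59-1 or Aga2_59-5. AF1 cells ran from -1.65 to 2.43 and reversed without Aga2_74-2, Aga2_74-3, WT_59-2 or WT_59-3. At p28 AM ran from -2.24 to 1.27 and reversed without Aga2_69-3, Aga2_101-1, WT_794 or WT_831, and iMON from -1.24 to 2.15, reversed without WT_831. AF2 cells ran from -0.115 to 0.388 and reversed without Aga2_810, WT_808 or WT_809, and SCMF from -0.0472 to 0.342, reversed without Aga2_810 or WT_794.

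Of 107 single genes named in the text, 95 kept their direction under every alternative run. Over these genes and alternatives 1438 values kept their direction and side of the threshold, 180 no longer passed it, 36 newly passed it and 36 reversed. On the log2 scale, clusters from log-normalized counts reversed Mfap5 in AF1 cells to 0.012, Tlr13 in p5 iMON to -0.026 and Cldn3 in p28 AT2 cells to -0.0038. The block by Cell Ranger version reversed Mfap5 in AF1 cells to 0.060 and Ripk2 in p5 iMON to 0.092. Without the filter Ripk2 reversed to 0.0070, and without doublets Ptgs2 in cluster 38 to -0.085.

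With each mouse left out, Acta2 in AF1 cells at p5 ran from -0.76 to 0.14 on the log2 scale, reversed without WT_24-2, and Mfap5 from -0.26 to 0.16, reversed without Aga2_74-2, Aga2_74-3 or WT_59-2. Fgf2 in p5 AF2 cells ran from -0.21 to 0.087 and reversed without WT_59-3 or WT_74-5. In cluster 38 Ptgs2 ran from -0.20 to 0.34, reversed without Aga2_59-5, Aga2_74-2, WT_24-2 or WT_74-5, and Chil1 from -0.33 to 0.048, reversed without WT_24-2. In p5 iMON Ripk2 ran from -0.20 to 0.078, reversed without Aga2_74-2, Aga2_74-3, WT_59-2 or WT_59-3, and Tlr13 from -0.060 to 0.084, reversed without WT_24-2 or WT_59-2. Nfkbia in p5 neutrophils ran from -0.035 to 0.66 and reversed without Aga2_74-2.

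At p28 Col1a1 in SCMF ran from -0.23 to 0.22 with each mouse left out, reversed without Aga2_810, WT_794 or WT_831. Cldn3 in AT2 cells ran from -0.038 to 0.14, reversed without WT_809, and Mmp8 in AM from -0.19 to 0.15, reversed without WT_794 or WT_808. None of the reversed genes in this part was called in the analysis reported.

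Of 197 differences in Scgb1a1 under the alternatives, over 22 cell types and ages, 167 kept their direction and 30 reversed. None passed the threshold. Subtraction of the level in B and T cells reversed 5 of them, all at p28, to 24.2 CPM in AF2 cells, 25.9 in SCMF, 30.2 in AM, 0.768 in iMON and 23.4 in IM. With each mouse left out at p5, the difference in CPM ran from -7.71 to 69.1 in AF1 cells, -11.0 to 175 in AT2 cells, -2.62 to 89.9 in AM, -21.4 to 77.5 in iMON, -16.8 to 77.4 in IM, -64.7 to 84.2 in neutrophils, -19.2 to 97.2 in endothelial cells and -21.2 to 93.9 in pericytes. It reversed without WT_74-5 in each of these but AT2 cells, without Aga2_59-1 in AF1 cells, AM, iMON, IM, neutrophils and endothelial cells, without Aga2_74-3 in AT2 cells, and without Aga2_59-5 or WT_59-2 in neutrophils. At p28 it ran from -67.9 to 0.940 in AF2 cells, -80.8 to 43.8 in SCMF, -281 to 77.2 in AT1 cells, -187 to 131 in AT2 cells, -68.7 to 29.6 in AM, -105 to 14.9 in iMON, -78.6 to 22.3 in IM, -152 to 9.48 in neutrophils and -181 to 14.9 in endothelial cells. It reversed without WT_794 in AT2 cells and without WT_831 in the other 8.

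Depth limits what these counts hold. At p28 the SCMF of 1 mouse summed to 72360 counts and 4227 genes could be tested, against 12573 in AF1 cells at p5. Of 200 genes to which a simulated log2 change of 1 was added, 38% were found in AT1 cells at p28, 65% in cluster 38 and 82.5% in AF1 cells at p5. At a log2 change of 2 the share was 95% or more in each of the 6 cell types tried, which did not include SCMF at p28. Where fewer than 200 genes change, the shares may be lower.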

Differences from the paper's values

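The settings named in this part were set before the data were examined, unless another time is given. Of the measures compared, the number of cells in all libraries, the number of genes detected and the share of AT1 cells at p5 were within 1.5 times of the paper's values or within the SD over mice. So were the shares within the alveolar epithelium at p28 and within myeloid cells. For shares this is a weak check, because their scale was chosen from the size of the values in the figures. The SD was also wide for some, at 22.9 percentage points for AT2 cells of p28 WT mice. The paper counts 54 clusters in its integrated data, whereas the ages were clustered apart here and gave 58 at p5 and 55 at p28, so these numbers are not like for like.

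The paper states about 10,000 cells captured per sample, and the deposited libraries hold 5679 ± 1222. It states 3.8 as the average number of reads in units of 1000000. The counts of unique molecules on genes, a lower bound on the reads of a library, were 67.2 ± 15.4 in the same unit. The same sentence of the paper gives 41,000 reads per cell and 90,861 cells, whose product is 3725 in that unit rather than 3.8. The counts of all 16 libraries summed to 1075 in that unit, below the product. The unit of the paper's number and what it averages stay open. No alternative setting was run for these values.

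The share of AT2/AT1 cells in p5 Aga2 mice is about 3.0% in Fig. 6A of the paper, read by eye, and was 0.763% of the cells kept. It was 0.611% without marked doublets, 0.662% with clusters from log-normalized counts, 0.763% without cells over 50000 counts, 0.643% to 0.853% with each Aga2 mouse left out, and 7.47% of the alveolar epithelial cells, so that each of these alternatives differs from the paper's value too. The share of AT2 cells in the same mice is about 4.3% in Fig. 6A, read by eye, and was 7.23%. Here too each alternative differs, at 7.02% without marked doublets, 6.86% with clusters from log-normalized counts, 7.23% without cells over 50000 counts, 6.91% to 7.37% with each Aga2 mouse left out and 72.5% within the alveolar epithelium. The paper does not state the population that the shares of its figures refer to. Figs. 7A and 8A were compared on the scale of a compartment and Fig. 6A on that of all cells, chosen from the size of the values in the figures.

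The paper describes fewer AT2/AT1 cells in Aga2 mice at p5. Cluster 38, the cluster named so here, differed by 0.0226 percentage points (p = 0.943, exact permutation test, two-sided). The paper describes more iMON at p28, where the difference was 0.819 percentage points (p = 0.83, exact permutation test, two-sided). For neutrophils at p28 it describes an increase and for AT1 cells a decrease. Their differences were 1.21 (p = 0.457, exact permutation test) and -1.01 percentage points (p = 0.257, exact permutation test), and without WT_794 each reached p = 0.0286 in the exact permutation test. For AT2 cells at p28, described as more numerous, the difference was 2.63 percentage points (p = 0.0857, exact permutation test), which passed the threshold with edgeR on numbers of cells and without Aga2_810. The paper compared shares by a t-test. For AT2 cells at p28 it also reports an increase from cells counted in RNAscope sections, which were not examined here.

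Of the 81 genes and cell types tested among those that the paper names as changed at p5, 59 had the direction it gives and 4 were called, Ccr2, Il18, Casp1 and Pycard in iMON. Of 103 at p28, 92 had that direction and 2 were called, Bmp3 in SCMF and Csf1r in AM. The paper made its comparisons in Seurat and its text does not state whether cells or mice were the replicates, whereas the mouse is the replicate here. Counts were too low to test Ckap2 and Csf2 in cluster 38, Tnfsf12 in p5 neutrophils, Csf1 in p28 AT1 cells and Tnfrsf12a in p28 neutrophils.

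Some of the genes that the paper names were called only under an alternative. DESeq2 called Col1a1 in p5 AF1 cells, Nupr1 in cluster 38 and Tlr2 in p5 AM, and at p28 Pdgfra and Aspn in AF1 cells, Ptgs2 in AM and Il1b in iMON. Without a filter on low counts the calls at p5 held Col1a1 in AF1 cells and SCMF, Nupr1 and Krt23 in cluster 38, Tlr2 in AM, Ripk3 and Tnfaip8l2 in iMON, and Nlrp3 in IM. At p28 they held Col1a1 and Ddit3 in AF2 cells, Ltbp2 in SCMF, Ptgs2 in AM, Il1b, Tnf and Nfkbia in iMON, and Tnf and Tnfaip3 in neutrophils. The fit with label prefixes, described in the part on processing, called Col1a1 in AF1 cells and SCMF, Nupr1 in AT2 cells and cluster 38, Jund in cluster 38, Tlr2 in AM and Ripk3 in iMON. With Xist as a covariate Nupr1 in cluster 38, Tlr2 in p5 AM and Ltbp2 in p28 SCMF were called, and without marked doublets Ptgs2 in p28 AM. Ripk3 in p5 iMON was called without Aga2_74-2, Aspn in p28 AF1 cells without WT_831 and Ltbp2 in p28 SCMF without Aga2_69-3.

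Among the genes tested, 22 at p5 and 11 at p28 went against the direction that the paper gives, and none of them was called. The largest at p5 were Itgam in AM (-1.51), Scgb1a1 in SCMF (-1.02), Tnfsf12 in iMON (-0.48), IM (-0.38) and AM (-0.33), and Pycard in AM (-0.39) and neutrophils (-0.28), all as log2 fold changes where the paper gives an increase. Nearer to 0 were Mfap5 in AF1 cells, Fgf2 and Ccn1 in AF2 cells, Fgf2 in SCMF, Itga5 and Itgb2 in AM, Tnfrsf1b in AM, iMON, IM and neutrophils, Ripk2 in iMON, Pycard in IM, and Tnf, Tnfaip8l2 and Nlrp3 in neutrophils.

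At p28 Tnfrsf12a in iMON fell by 0.50 on the log2 scale and Ccn1 in AF1 cells by 0.35, where the paper gives an increase. Nearer to 0 were Mmp2, Plod2, Tram2 and Ptger4 in AF1 cells, Csf2 in AT2 cells, and Pparg, Mmp8, Csf3r and Itgb2 in AM. The paper describes less oxidative phosphorylation in AT2 cells at p28. The genes of that set had a median log2 fold change of 0.08 there (adjusted p = 0.00131 by camera, 0.588 by fry).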

Other observations

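The tests in this part were chosen after the results were seen, apart from the counts of other splits of the mice for the called genes at p28.

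Whether chance can be excluded as the source of the called genes was tested by fits to all 35 splits of the mice of an age, which were 8, or 7 for AT1 cells at p28. At p5, splits of the mice with as many calls as the real one, itself included, numbered 4 in AF1 cells, 12 in AF2 cells, 4 in SCMF, 2 in AT2 cells, 5 in AM, 7 in IM and 6 in neutrophils. For the number of calls in these cell types chance is not excluded by these splits, which says nothing about a single gene. The splits took no account of the label prefix, and none was fitted with the prefix as a block. With that block the real split gave more calls in each of these cell types. In AF1 cells and SCMF the split by label prefix 59 gave the most calls of the other splits, at 110 and 249. In AT2 cells the only other split with as many was the one by label prefix 59, with 166 calls, so that chance is left open there by a split that follows a possible batch. The 1 call in AF1 cells, AF2 cells, SCMF and AM was AA465934 in each, with an adjusted p from 1.46e-10 to 1.24e-05 in edgeR, and over all cells it was 21.3 to 30.0 CPM in the Aga2 mice and 1.44 to 1.73 CPM in the WT mice at p5. In cluster 38 and in iMON only 1 split, the real one, gave as many, which argues against chance. That is the fewest that 35 splits can give, and it was not adjusted for the number of cell types. The margin was narrow in cluster 38, with 8 calls against 7 in the split by label prefix 59. In iMON it was 225 against at most 24. At p28 they numbered 10 in SCMF, 5 in AT1 cells, 5 in AT2 cells and 7 in neutrophils, where chance is not excluded. In AM the number was 1, which argues against chance. For results of gene sets by camera, 9 splits gave as many at p5 and 1 at p28, so that chance is argued against at p28 alone.

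At p5 the split that sets the 4 mice with label prefix 59 apart from the others gave the most calls of the 34 other splits in 9 of the 14 cell types in which it was compared. It gave 7 to 358 calls there, among them 110 in AF1 cells and 249 in SCMF, where the real split gave 23 in all 9 together. A batch shared by these mice may explain this, and these libraries are 4 of the 5 made with Cell Ranger 6.1.1. The prefix occurs in both genotypes. The values with the prefix in the model are in the part on processing.

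The 225 genes called in p5 iMON could reflect the mixture of monocytes rather than a change within cells. Of the 225, 217 (96.4%) differed between Aga2 and WT mice in the direction in which classical monocyte clusters differ from the other iMON clusters, against 69.4% of all genes tested. A larger share of classical monocytes is argued against as the whole cause. In classical clusters alone the called genes kept a median log2 change of 0.49 in their direction, against 0.57 in all iMON, 218 of the 218 tested kept their direction, and 62 were called. In the other iMON clusters 157 of 198 kept it, and 1 was called. The median change in their direction was 0.21 there, against 0.54 in all iMON, so most of the size was lost. Cell Ranger version is argued against by 301 calls with the version as a block, and doublets by 244 calls after their removal. Mixture within the classical clusters and a change in the cells both stay open.

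For the higher share of iMON in Aga2 mice at p5, Cell Ranger version is argued against. Among mice of version 6.1.1, the lowest Aga2 share was 4.17 percentage points above the highest WT share. WT and Aga2 mice share label prefixes, and every Aga2 share, at 7.76% or more, lay above every WT share, at 6.23% or less. The label prefix is thereby argued against too. A batch that follows other steps was not tested.

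Scgb1a1, a marker of secretory cells, was found in every cell type. Its level relative to B and T cells of the same mouse had a median of 0.921 over 11 cell types at p5 and 0.920 at p28. That is what free RNA in the droplets predicts, and the values may therefore say little about transcription in these cells. Neutrophils and AT1 cells at p5 stood above it in every mouse, at 1.41 to 1.84 and 1.11 to 3.17 times the level in B and T cells. At p28 neutrophils did so at 1.10 to 1.96 times, AT1 cells at 1.02 to 2.05 times and AT2 cells at 1.24 to 6.14 times. No count separates free RNA from a low level of transcription in each cell type, which stays open.

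The ratio of Col1a1 to Col1a2 counts was lower in Aga2 mice in all 12 comparisons over cell types and ages. A smaller share of fibroblasts is argued against, because within p5 AF1 cells the Aga2 ratio was 0.710 times the WT ratio. A lower yield of the mutant allele in every class that makes collagen predicts a lower ratio in all 12, and may explain it. A rise in Col1a2 lowers the ratio too. Col1a1 itself was not lower in p28 SCMF, with a log2 fold change of 0.05. Nor was it in p5 smooth muscle cells, with 1696 CPM in WT and 1700 CPM in Aga2 mice without TMM scaling. Its mean was lower in the other comparisons. The part of Col1a2 in the lower ratio was not tested and stays open. Slower transcription of the mutant allele and faster loss of its RNA were not told apart, as the counts do not separate alleles.

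Genes with clock output were higher in Aga2 mice by camera in AF2, SCMF, AT1, AT2 and endothelial cells at p28, and in none of these by fry. Over the 8 mice of an age, the mean of genes with clock output was compared with the mean of genes of opposite phase in 6 relations. In p28 AF1 cells the Pearson correlation was -0.954 (rho = -0.857, p = 0.00221 by permutation, 0.0119 after adjustment, -0.883 without the 2 farthest mice), and in p28 AF2 cells -0.956 (rho = -0.857, p = 0.00397 by permutation, 0.0119 after adjustment, -0.973 without the 2 farthest mice). In p28 endothelial cells it was -0.711 (rho = -0.643, p = 0.0599 by permutation, 0.120 after adjustment, -0.621 without the 2 farthest mice).

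At p5 the correlation between both lists was -0.0957 in AF1 cells (rho = -0.167, p = 0.843 by permutation and after adjustment, -0.224 without the 2 farthest mice). It was -0.392 in AF2 cells (rho = -0.238, p = 0.346 by permutation, 0.518 after adjustment, 0.0904 without the 2 farthest mice) and -0.205 in endothelial cells (rho = -0.262, p = 0.611 by permutation, 0.733 after adjustment, -0.337 without the 2 farthest mice).

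A clock phase that differs between mice predicts a negative correlation, as at -0.954 in p28 AF1 cells, and may explain the clock genes at p28. The mean of the output genes ranged over 1.62 on the log2 scale among the WT mice there, and genotypes differed by 0.35 (p = 0.514, exact permutation test, two-sided). The range in WT mice was 1.72 in p28 AF2 cells, with a difference of 0.83 between genotypes (p = 0.114, exact permutation test), and 1.68 in p28 endothelial cells, with a difference of 0.70 (p = 0.171, exact permutation test). The time of day at which each lung was taken is not in the labels, so an effect of genotype on the clock stays open.

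Some clusters were left without a name because their counts were low or their leading genes held markers of another cell type. At p5 cluster 16, nearest to neutrophils, made up 3.00% ± 2.76 of the cells in WT and 1.30% ± 0.396 in Aga2 mice (p = 0.229, exact permutation test, two-sided). Cluster 26a, nearest to AT2 cells, made up 0.445% ± 0.240 and 1.27% ± 0.865 (p = 0.143, exact permutation test, two-sided). At p28 cluster 28, nearest to endothelial cells, made up 1.12% ± 0.678 and 1.17% ± 0.476 (p = 0.886, exact permutation test, two-sided).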
